# *Neofusicoccum parvum* Colonization of the Grapevine Woody Stem Triggers Asynchronous Host Responses at the Site of Infection and in the Leaves

**DOI:** 10.3389/fpls.2017.01117

**Published:** 2017-06-28

**Authors:** Mélanie Massonnet, Rosa Figueroa-Balderas, Erin R. A. Galarneau, Shiho Miki, Daniel P. Lawrence, Qiang Sun, Christopher M. Wallis, Kendra Baumgartner, Dario Cantu

**Keywords:** botryosphaeria dieback, wood decay, local defense response, systemic defense response, stilbenoids

## Abstract

Grapevine trunk diseases cause important economic losses in vineyards worldwide. *Neofusicoccum parvum*, one of the most aggressive causal agents of the trunk disease Botryosphaeria dieback, colonizes cells and tissues of the grapevine wood, leading to the formation of an internal canker. Symptoms then extend to distal shoots, with wilting of leaves and bud mortality. Our aim was to characterize the transcriptional dynamics of grapevine genes in the woody stem and in the leaves during *Neofusicoccum parvum* colonization. Genome-wide transcriptional profiling at seven distinct time points (0, 3, and 24 hours; 2, 6, 8, and 12 weeks) showed that both stems and leaves undergo extensive transcriptomic reprogramming in response to infection of the stem. While most intense transcriptional responses were detected in the stems at 24 hours, strong responses were not detected in the leaves until the next sampling point at 2 weeks post-inoculation. Network co-expression analysis identified modules of co-expressed genes common to both organs and showed most of these genes were asynchronously modulated. The temporal shift between stem vs. leaf responses affected transcriptional modulation of genes involved in both signal perception and transduction, as well as downstream biological processes, including oxidative stress, cell wall rearrangement and cell death. Promoter analysis of the genes asynchronously modulated in stem and leaves during *N. parvum* colonization suggests that the temporal shift of transcriptional reprogramming between the two organs might be due to asynchronous co-regulation by common transcriptional regulators. Topology analysis of stem and leaf co-expression networks pointed to specific transcription factor-encoding genes, including WRKY and MYB, which may be associated with the observed transcriptional responses in the two organs.

## Introduction

Grapevine trunk diseases cause important economic losses in vineyards worldwide (Hofstetter et al., 2012; Fontaine et al., 2016; Kaplan et al., 2016). The trunk diseases Esca, Eutypa dieback, Botryosphaeria dieback, and Phomopsis dieback, are caused by taxonomically unrelated fungi that colonize and kill woody tissue, while causing a variety of symptoms in the growing green tissues (Larignon et al., 2009; Bertsch et al., 2013; Bruez et al., 2014). To date, no grape species, either cultivated or wild, is known to be resistant (Surico et al., 2006; Wagschal et al., 2008; Larignon et al., 2009). Disease management relies on preventative practices, such as delayed pruning and application of pruning-wound protectants (Weber et al., 2007; Rolshausen et al., 2010) and post-infection removal of infected wood, followed by vine retraining (Sosnowski et al., 2011).

*Neofusicoccum parvum* (Pennycook & Samuels) is one of the most aggressive causal agents of Botryosphaeria dieback (Úrbez-Torres and Gubler, 2009). *N. parvum* colonizes the woody tissue through wounds (e.g., pruning wounds), causing internal cankers in the permanent woody-structure of the vine (i.e., spurs, cordons, and trunk). The infection also causes foliar chlorosis and necrosis, but more often what appears in the vineyard is “dieback,” the death of shoots and buds distal to the wood canker (Larignon et al., 2001; Úrbez-Torres, 2011). Because *N. parvum* and other grapevine trunk pathogens have not been isolated from the leaves of infected plants (Larignon and Dubos, 1997; Mugnai et al., 1999), it has been hypothesized that foliar symptoms are caused by extracellular compounds produced by the pathogens at the site of infection (Mugnai et al., 1999). Phytotoxic compounds could either be translocated to the leaves through the transpiration stream or induce a reaction cascade leading to the expression of symptoms in distal tissues (Mugnai et al., 1999). *N. parvum* was shown to produce a variety of phytotoxins *in vitro* (Andolfi et al., 2011; Bénard-Gellon et al., 2015). These compounds belong to different chemical classes, including but not limited to dihydrotoluquinones, epoxylactones, dihydroisocoumarins, hydroxybenzoic acids, and fatty esters (Evidente et al., 2010; Abou-Mansour et al., 2015; Uranga et al., 2016). The dihydrotoluquinones terremutin and mullein were detected in wood from grapevines with Botryosphaeria dieback symptoms and were shown to cause severe necrosis when applied to leaf disks (Abou-Mansour et al., 2015).

The genome of *N. parvum* encodes a large repertoire of putative virulence factors, potentially involved in primary and secondary plant cell wall decomposition and in the biosynthesis of secondary metabolites, including phytotoxins (Blanco-Ulate et al., 2013a; Massonnet et al., 2016). Comparative analysis with the genomes of multiple trunk pathogens indicated a significant expansion of gene families associated with specific oxidative functions in the *N. parvum* genome, which may contribute to lignin degradation and toxin biosynthesis (Morales-Cruz et al., 2015). Analysis of the *N. parvum* transcriptome during colonization of grapevine woody stems showed distinctive patterns of transcriptional induction and repression of specific cell wall-degrading and secondary metabolism functions, suggesting that *N. parvum* virulence activities vary at the different stages of fungal development and host colonization (Massonnet et al., 2016).

Plant tolerance to biotic stress has been extensively studied in model organisms, such as *Arabidopsis thaliana* and *Nicotiana* spp. (Jones and Dangl, 2006; Onaga and Wydra, 2016). Nonetheless, pathogen responses in woody tissues of perennial plants are much less understood (Tobias and Guest, 2014). Wood infection has been described to lead to: (i) physical responses, such as the formation of tyloses and gels in xylem vessels and of traumatic resin ducts in secondary phloem (Franceschi et al., 2005; Sun et al., 2006; Yadeta and Thomma, 2013), (ii) transcriptomic reprogramming in xylem parenchyma cells, consisting of significant changes in the expression of genes associated with defense, detoxification or redox processes, cell wall biosynthesis, hormone signaling and secondary metabolism (Camps et al., 2010; Barakat et al., 2012; Xu et al., 2013; Mangwanda et al., 2015), and (iii) metabolic changes with accumulation of different proteins and secondary metabolites in the xylem sap and phloem parenchyma, including pathogenesis-related (PR) proteins, peroxidases, superoxide dismutases, glutathione *S*-transferases, proteases, xyloglucan-endotransglycosylases, phenols, phytoalexins, and lignin-like compounds (Franceschi et al., 2005; Wallis et al., 2008; Yadeta and Thomma, 2013; Spagnolo et al., 2014).

Local responses to pathogen infection can lead to the activation of defense reactions in other parts of the plant not colonized by the pathogen (i.e., distal or systemic responses; Heil and Bostock, 2002). Our limited understanding of distal responses to trunk pathogens in grapevine confounds detection efforts. Camps et al. (2010) analyzed the systemic responses to *Eutypa lata* infection in both symptomatic and asymptomatic leaves. They reported the up-regulation of genes involved in defense reactions in symptomatic leaves, while the lack of foliar symptoms was associated with the up-regulation of photosynthesis-related genes. By studying the transcriptomic dynamics in grape leaves after *N. parvum* infection, Czemmel et al. (2015) suggested that the distal response might correspond to a combination of biotic and drought/oxidative stress responses.

In this work, we studied both local (woody stem) and distal (leaf) responses to *N. parvum* colonization at the transcriptomic level using RNA sequencing (RNAseq). Genome-wide transcriptional profiling of infected grapevines showed that both organs undergo extensive transcriptomic reprogramming at different time points after inoculation, suggesting a delayed induction of responses in the leaves. Network co-expression analysis identified sets of co-expressed genes common to wood and leaf tissues and showed that many of these genes were asynchronously modulated. The asynchronicity affected the transcriptional modulation of genes involved in both signal perception and transduction, as well as downstream biological processes.

## Materials and methods

### Biological material

The experiment was conducted on rooted *Vitis vinifera* cv. “Cabernet Sauvignon” clone 19 1-year-old dormant cuttings, propagated in 10 × 10-cm pots 2 months before inoculation, as described by Travadon et al. (2013). In total, 252 plants were arranged in a completely randomized design in a greenhouse [natural sunlight photoperiod, 25 ± 1°C (day), 18 ± 3°C (night)]. Grapevines were subjected to three different treatments as illustrated in Figure 1A. A power drill was used to wound the woody stem (2 × 3 mm) 1 cm below the uppermost node. After wounding, plants were either inoculated with 20 μl of homogenized mycelial fragments of *N. parvum* UCD646So [Inoculated-Wounded plants (IW)] or “mock” inoculated with 20 μl of sterile potato dextrose broth [Non-inoculated Wounded plants (NIW)], then the wound was sealed with Vaseline (Unilever, Greenwich, CT) and Parafilm (American National Can, Chicago, IL) (Travadon et al., 2013). Another set of control plants was neither wounded nor inoculated [Non-inoculated Non-wounded plants (NINW)]. Leaves and woody stems were collected for all three treatments at seven time points: 0, 3, and 24 h post-inoculation (hpi), and 2, 6, 8, and 12 weeks post-inoculation (wpi). Time points were selected based on previous observations on the pathosystem, which indicated that plant responses to *N. parvum* infection are activated weeks post-inoculation (Czemmel et al., 2015). At each time point, the two youngest leaves from each plant that were at least 2-cm in width and pieces of wood spanning 2 cm above and below the inoculation site were sampled using flame-sterilized clippers and forceps, immediately placed in liquid nitrogen, and subsequently stored at −80°C for later RNA extraction. Sampling at 0 hpi was done within 10 min of inoculation. Infections were confirmed by positive culture-based recovery of the pathogen after 5-day growth on potato dextrose agar, and internal lesion lengths were measured at each sampling time point (Figure 2A; Data S1). Steps for recovery were processed as described in Czemmel et al. (2015). For each treatment and time point, three biological replicates were collected. Each biological replicate corresponded to an individual plant for stem samples. For leaf samples, each biological replicate consisted of a pool of four plants to obtain enough RNA for subsequent analyses. Separate sets of plants were used for RNA sampling, for lesion measurement and pathogen recovery, and for microscopy.

**Figure 1:**
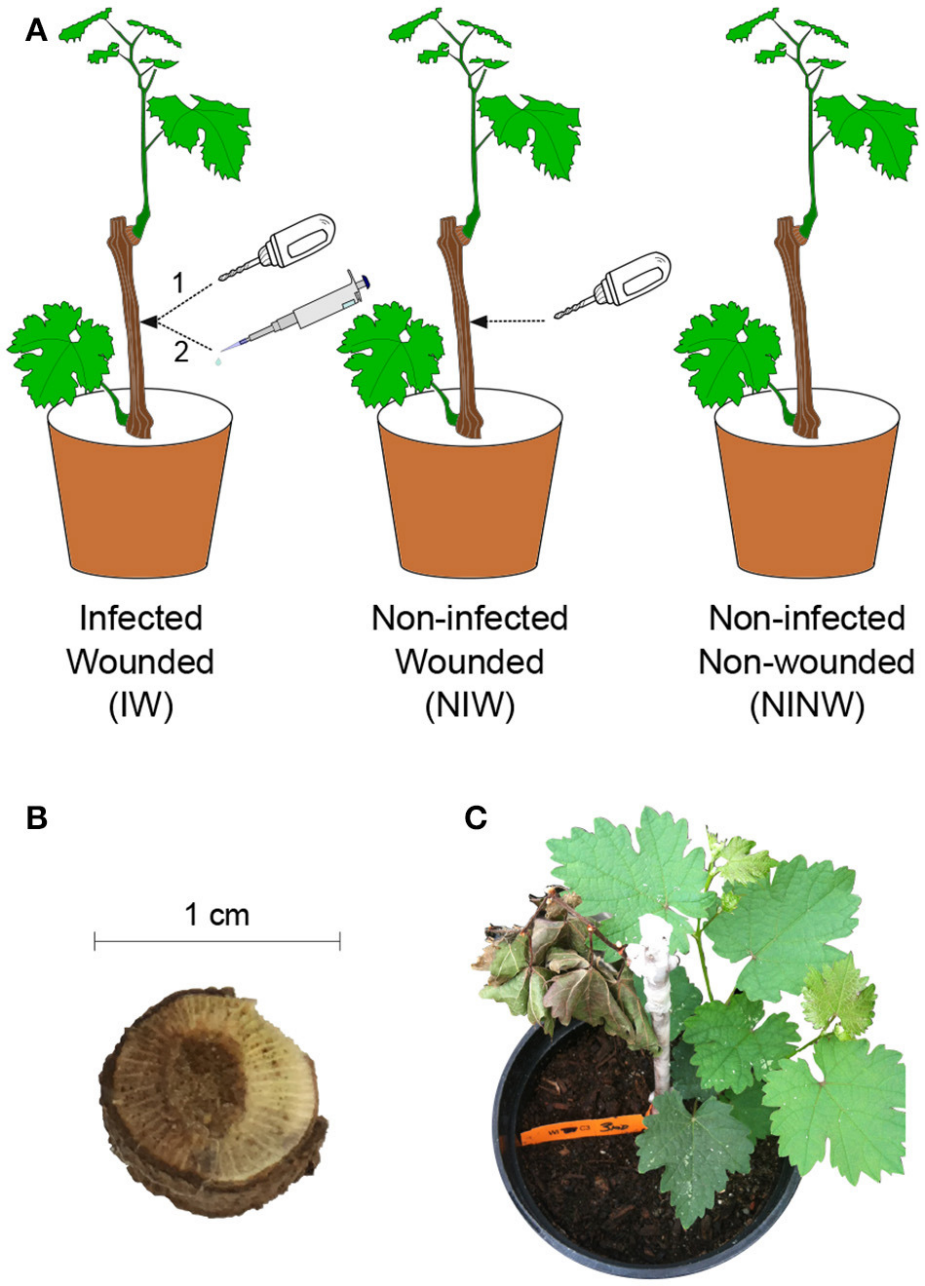
**(A)** Graphical representation of the experimental design and **(B,C)** symptoms of Botryosphaeria dieback observed during the experiment. IW plants are ‘Cabernet sauvignon’ plants that were first wounded using a drill (1) and then inoculated with *N. parvum* isolate UCD646So (2); NIW plants were wounded and mock-inoculated; NINW plants were neither wounded nor infected. **(B)** Grapevine wood canker just below the inoculation site and **(C)** dieback of distal shoot 2 weeks post-inoculation.

**Figure 2:**
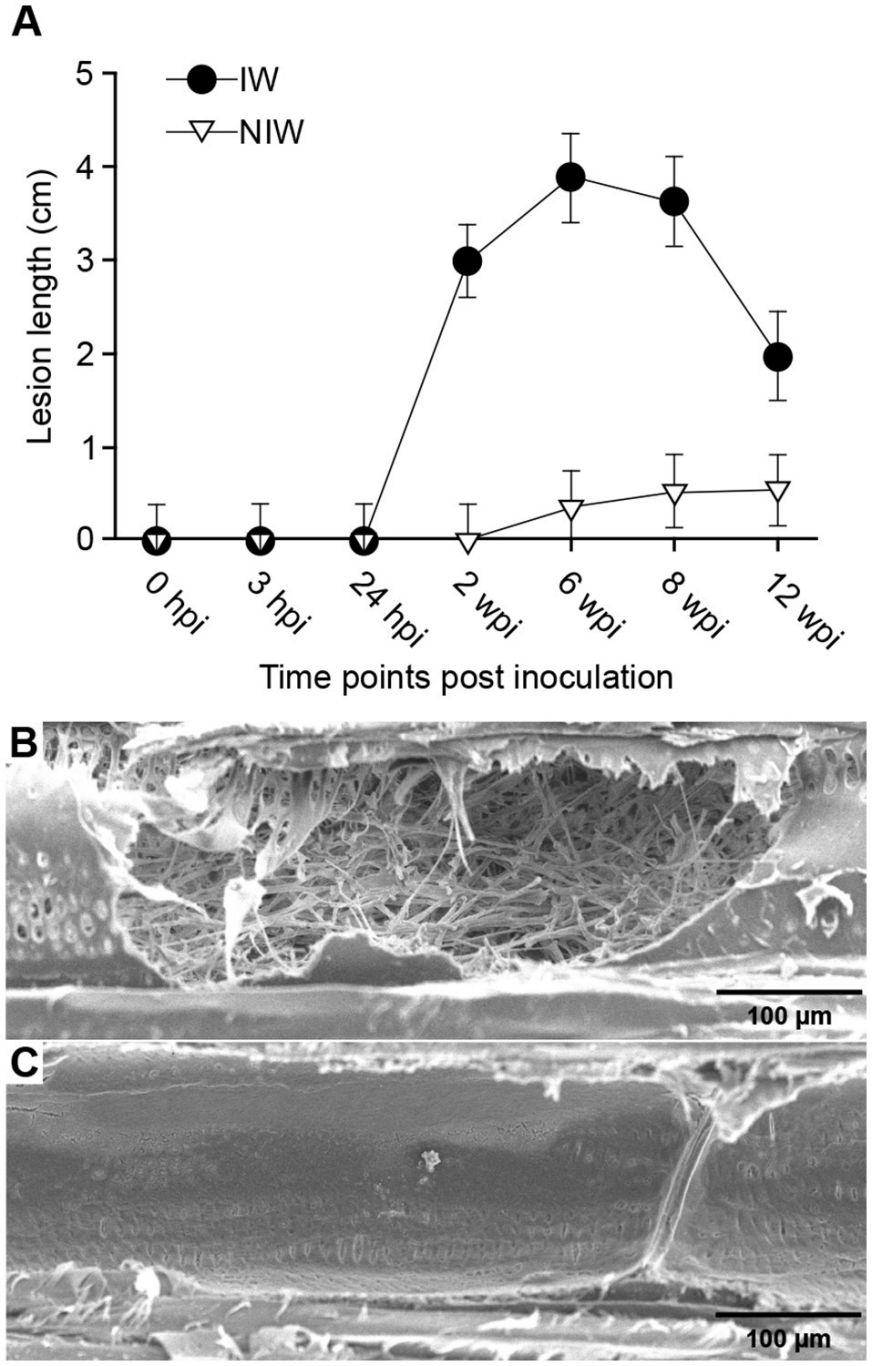
Lesion development and pathogen localization in *N. parvum* infected woody stems. **(A)** Pattern of lesion development during the 12-week time course. Error bars are 95% confidence limits. Points with overlapping error bars are not significantly different (Tukey *post-hoc* test, *P* < 0.05, α = 0.05). NINW plants were not included in the ANOVA because lesion lengths were equal to 0 at all sampling time points. SEM micrographs of tangential longitudinal sections of open secondary xylem vessels of infected plants **(B)** and wounded and non-inoculated plants **(C)**. Panel B shows a vessel lumen extensively colonized by *N. parvum* hyphae and panel C shows an empty vessel lumen with a thin coating of gels on the lateral wall. Bar, 100 μm.

### Microscopy

Stem xylem tissues were analyzed by conventional scanning electron microscopy (SEM) following the protocol of Sun et al. (2011). Briefly, stem samples were collected and immediately fixed in a formalin glutaraldehyde solution for over 48 h. Then, 1 mm thick xylem segments were cut from 2 cm below the inoculation site of each fixed sample, exposing transverse or longitudinal surfaces. The trimmed xylem segments were dehydrated through an ethanol series, critical-point-dried in a Denton Vacuum DCP-Critical Point Dryer (Denton Vacuum LLC, USA), coated with gold and palladium in a Denton Vacuum Desk II Sputter Coater (Denton Vacuum, Inc., Moorestown, NJ, USA) and finally observed under a SEM (Hitachi S3400N, Hitachi Science Systems, Ltd., Tokyo, Japan) at an accelerating voltage of 8 kV.

### RNA extraction and library preparation

Three biological replicates, corresponding to a pool of leaves from four plants for the distal sampling, and to individual stems (−1 cm) for the local sampling, were used for RNA extraction. Total RNA was isolated using a CTAB-based extraction protocol followed by a DNase treatment as described in Blanco-Ulate et al. (2013b). RNA concentration and purity were measured using a Quibit fluorometer (Thermo Scientific) and a NanoDrop 2000c Spectrophotometer (Thermo Scientific), respectively. Libraries were prepared using the Illumina TruSeq RNA sample preparation kit v.2 (Illumina, CA, USA). Final libraries were evaluated for quantity and quality using the High Sensitivity DNA kit on a Bioanalyzer 2100 (Agilent Technologies, CA).

### RNA sequencing and downstream analyses

cDNA libraries were sequenced using an Illumina HiSeq3000 sequencer (DNA Technologies Core, University of California, Davis, California, USA) as single-ended reads of 50 nucleotides (Illumina, CA, USA). Raw reads were deposited to the National Center for Biotechnology Information's Gene Expression Omnibus (GEO) and are accessible through GEO (GSE97900 accession). Due to much greater coverage compared with the other samples, the third replicate of the 8 wpi-NINW sample was reduced to 17 M reads by random read sampling using fastq-sample (v0.8; https://github.com/dcjones/fastq-tools). Quality trimming (*Q* > 20) and adapter contamination removal were carried out using sickle (v1.2.1; Joshi and Fass, 2011) and scythe (v0.991; Buffalo, 2011), respectively. The predicted transcriptome of *N. parvum* UCD646So was combined with the predicted transcriptome of *V. vinifera* cv. “PN40024” (version V1 from http://genomes.cribi.unipd.it/grape/) and used as a reference for mapping stem- and leaf-sample reads. Bowtie2 (v2.2.327; Langmead and Salzberg, 2012) was used to align the quality-trimmed reads to the combined references with parameters: -q -end-to-end -sensitive -no-unal -p 20. Mapping counts were extracted using sam2counts.py (v0.91 https://github.com/vsbuffalo/sam2counts). Details on results of data trimming and mapping are reported in Table S1. The Bioconductor package DESeq2 (Love et al., 2014) was used to perform read count normalization of the grape genes and differential expression (DE) analysis across treatments (i.e., IW vs. NIW, IW vs. NINW, NIW vs. NINW) at each time point. Genes were considered differentially expressed (DEGs; adj. *P* ≤ 0.05) in response to *N. parvum* infection if they were significantly up- or down-regulated in IW samples in comparison to control samples (IW vs. NINW). From this set we excluded genes that were DE in response to both wounding (NIW) and *N. parvum* (IW) when compared to NINW, but not DE when pathogen infected (IW) samples are compared with wounded samples (NIW). This additional filtering was carried out to remove genes apparently modulated by wounding also in presence of the pathogen. Relative overlap of DEGs in local and distal datasets was calculated for each pairwise comparison by dividing the number of genes sharing the same modulation (up- or down-regulated) in both leaf and stem samples by the total (non-redundant) number of DEGs in that specific comparison. Up-regulated and down-regulated genes were processed separately. Overlap values were converted in distances by subtracting the overlap values to 1 and converted to a dendogram by hierarchical clustering using heatmap 0.2 function from the gplots R package (Warnes et al., 2009).

### Weighted gene co-expression network analysis

Genes that were identified as DEG in response to *N. parvum* infection in both tissues were the input for the Weighted Gene Co-expression Network Analysis (WGCNA). Prior to statistical testing, we added “one” to each normalized count value, calculated the log_2_ fold-change values between IW and NINW samples and converted to “zero” all fold-change values associated with comparisons that were not considered significant by DESeq2 as described in Amrine K. C. et al. (2015). A gene co-expression network was constructed from each tissue sample dataset using the blockwiseModules R function in WGCNA v.1.51 (Langfelder and Horvath, 2008). The default soft-thresholding power of 12 for signed networks was used (Horvath, 2011), with a scale-free model fitting index *R*^2^ > 0.52 for the stem network and *R*^2^ > 0.08 for the leaf network (Figure S1). A relatively large minimum module size of 30, a medium sensitivity (deepSplit = 2) to cluster splitting, and a threshold of 0.25 for the merging of modules were used. Low values of the scale-free model fitting index might be either due to the filtering of the genes by differential expression, or caused by the sample heterogeneity observed for each tissue (Figure S2). Despite the low fit to a scale-free topology, the validity of the WGCNA approach was supported by the structure of both dendograms where modules belonged to distinct branches. In each network, module eigengenes were extracted (Data S2) and averaged by time point. A module-time point relationship matrix was generated for each network in order to confirm the correlation between module eigengene and time points (Figure S3; Langfelder and Horvath, 2014). Significance of each module overlap between stem and leaf networks was computed using the Fisher exact test, and a cutoff of *P* ≤ 0.01 was set to determine statistical significance. The overall significance of module preservation was assessed using Z_summary_ that combines multiple preservation statistics into a single overall measure of preservation as described by Langfelder et al. (2011) (Figure S4). For network topological analyses, stem and leaf unweighted networks were extracted using a hard threshold of TOM > 0.1 and imported into Cytoscape v3.4 (Shannon et al., 2003). For each gene, the node degree was extracted. Grapevine promoter sequences (i.e., 1 and 5 kb upstream of the coding sequence) of genes belonging to the 5 largest module overlaps were retrieved from Gramene v52 (http://www.gramene.org/) based on the 12x grapevine genome assembly. For each module overlap, available sequences were analyzed using the MEME SUITE (Bailey et al., 2009). MEME v4.11.1 was run with the following parameters: -dna -mod zoops -nmotifs 20 -evt 0.01 with a motif width from 8 to 21 k-mers, according to the width distribution of the known plant promoter motifs among the PlantTFDB v4.0 database (Jin et al., 2017). Motifs were annotated by comparison with PlantTFDB v4.0 database (Jin et al., 2017) using tomtom v4.11.1 with the following parameters: -e-value -no-ssc. The VitisNet functional annotations were used to assign grape genes to functional categories (Grimplet et al., 2009). Enrichment analyses of grape biological functions were computed in R using the classic Fisher method (*P* ≤ 0.01).

### RT-qPCR

The relative expression of 5 genes, one gene for each of the 5 largest module overlap, at 24 hpi and 2 wpi in both stem and leaf tissues, was used to validate the RNAseq data. First, cDNA was prepared from total RNA using Moloney murine leukemia virus reverse transcriptase (Promega, Madison, WI, USA). Then, quantitative PCR (qPCR) was performed on a QuantStudio 3 Real-Time PCR System (Thermo Fisher Scientific, Waltham, MA, USA) using the Power SYBR Green Master Mix (Applied Biosystems, Foster City, CA, USA). The qPCR conditions used to amplify all genes were as follows: 50°C for 2 min, 95°C for 10 min, followed by 40 cycles of 95°C for 15 s and 60°C for 1 min. *VvACTIN* (*VIT_04s0044g00580*) and Ubiquitin-like (UBX)-domain-containing protein gene (*VIT_05s0029g01370*) were selected as reference genes. *VvACTIN* was selected because of its expression stability in grapevine tissue during biotic stress (Amrine K. C. H. et al., 2015; Blanco-Ulate et al., 2015, 2017). 

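Counts of the UBX-domain gene (VIT_05s0029g01370), as CPM scaled with edgeR's TMM method, averaged 113 over the stem and leaf libraries and ranged from 86.3 to 148. The coefficient of variation of this gene over the 63 stem and 63 leaf libraries together was 8.48%, rank 1 from the lowest among the 12890 genes with at least 10 counts in every library, whose median was 38.8%. Leaving out any single library kept it between 8.05% and 8.71%. Over the 63 stem libraries alone it was 9.73% (rank 17 of 13604) and over the 63 leaf libraries alone 8.42% (rank 104 of 15618), a division by organ chosen after the values had been seen. VvACTIN (VIT_04s0044g00580) had a coefficient of variation of 43.4% over all libraries (rank 7440). Within one organ the value for VvACTIN was 17.4% in stems and 14.7% in leaves.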

The gene encoding a UBX-domain-containing protein was identified in this study as a constitutively expressed gene in both stem and leaf tissues based on its low coefficient of variation (6%) across all biological triplicates. Three biological replicates of each tissue (stem and leaf) and condition (IW and NINW) were used to obtain the relative gene expression data. Primer sequences were designed spanning multiple exons using Primer3 v0.4.0 (Untergasser et al., 2012; Table S2). Primer efficiency was calculated using 4-fold cDNA dilutions (1:1, 1:4, 1:16, 1:64, and 1:256) in triplicate, while primer specificity was checked by analyzing the dissociation curves at temperatures ranging from 60 to 95°C (Table S2). In addition, genomic DNA contamination was ruled out by performing a qPCR assay using total RNAs as a template. Fold changes in gene expression were calculated using the 2^−ΔΔCt^ method (Livak and Schmittgen, 2001). Relative changes in gene expression obtained with the UBX-domain-containing protein gene as reference gene provided a similar correlation to *VvACTIN* (*R* = 0.94; *P* < 10^−12^; Figure S5), which makes it suitable for RT-qPCR validation of gene expression in this experiment.

### Chemical analysis

For chemical analysis, grapevine stems were collected and immediately frozen in liquid nitrogen as described above. Stem pieces above and below the inoculation site (+1 and −1 cm, respectively) for three samples per treatment × time point were pooled and ground into a powder in liquid nitrogen using a TissueLyser II (Qiagen, Hilden, Germany) with stainless steel grinding jars. Phenolics were extracted using methanol and then analyzed using High-Throughput Liquid Chromatography (HPLC) as described in Wallis and Chen (2012), as well as peaks identification and compounds quantification (Table S3). In particular cases, when no peak was detected for a certain compound, compound was set to 1,000 AUs before converting to gram amounts. Concentrations of compounds in the same phenolic class, such as stilbenoids, catechins, and procyanidins, were summed together for statistical analyses. Concentrations were then log_2_-transformed and analyzed statistically at each time point by one-way analysis of variance (ANOVA), followed by Tukey's HSD test using the statistical R package agricolae (*P* < 0.05; De Mendiburu, 2009).

## Results

### *Neofusicoccum parvum* colonization of grapevine woody stems

Symptoms of Botryosphaeria dieback, such as internal necrotic wood cankers and the death of distal shoots, were observed throughout the duration of the experiment, starting at 2 wpi (Figures 1B,C, respectively). *N. parvum* was recovered from the inoculation site (0 cm) of all stems at all timepoints for the IW plants, while it was recovered beyond the inoculation site (1 cm above and below) starting at 2 wpi (Data S1 Table A). As expected, the pathogen was not recovered in culture from stem samples of NIW and NINW plants at any time point. Lesions due to *N. parvum* infection were detectable only after 2 wpi, and reached their largest lengths by 6 and 8 wpi (Figure 2A; Data S1 Table B). The apparent decline of mean lesion size observed at 12 wpi is likely due to mortality of IW plants, which were removed from the study, between 8 and 12 wpi. Additional observations of stem sections during *N. parvum* infection using conventional (SEM) showed in IW plants the extensive colonization of vessel lumens by fungal hyphae (Figures 2B,C).

### Profiling of woody stem and leaf transcriptomes during *N. parvum* colonization

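Wood from around the inoculation site and the youngest leaves of potted Cabernet Sauvignon plants were sampled for RNA. Plants were inoculated and wounded (IW), wounded and mock-inoculated (NIW), or neither (NINW), and were sampled at 0, 3 and 24 hpi and at 2, 6, 8 and 12 wpi. Each organ, treatment and time point had 3 replicates, which makes 63 stem and 63 leaf libraries. A stem replicate was 1 plant and a leaf replicate a pool of 4 plants. The paper states that the cuttings were propagated 2 months before inoculation, and the sample labels state 12 months. The authors trimmed single-end reads with scythe and sickle, mapped them with Bowtie2 to the joined transcripts of both organisms and counted reads per transcript with sam2counts. One NINW stem library of 8 wpi had been reduced to a random sample of its reads before mapping. The deposited values are raw counts of grape and N. parvum transcripts, without normalization. The sums of grape and of N. parvum counts equal those of Table S1 in every library, and 2773 grape transcripts had no read in any library. For each organ and time point, the 9 libraries of the 3 treatments were fitted together by edgeR's quasi-likelihood test with TMM normalization. Grape genes were kept by the function filterByExpr with a minimum count of 10, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested in that fit. A gene was called at an adjusted p of at most 0.05. Infection DEGs were genes called in IW vs. NINW, without those that were also called in NIW vs. NINW and not in IW vs. NIW, as in the paper. Gene names are those the paper pairs with identifiers, because the reference gene table used here holds none of the identifiers in the counts. Reads that fit near-identical copies of a gene equally well were placed by the mapping, so counts of genes with such copies are uncertain.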

To characterize the responses to *N. parvum* in the woody stem at the site of inoculation (local response) and in the leaves (distal response), we profiled the stem and leaf transcriptomes using RNAseq at the seven time points described above. For sequencing read mapping, we used a transcriptome reference that comprised all predicted transcripts of *N. parvum* UCD646So (Massonnet et al., 2016) and grape (*V. vinifera* var. “PN40024”; Jaillon et al., 2007). An average of 13 ± 2.7 million quality-trimmed reads were aligned to the combined reference (Table S1). 

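Over all libraries, 12956022 ± 2757955 reads (SD) were counted on the combined reference, between 5081751 and 20157044 per library. Stem libraries held 11181929 ± 2386506 counted reads (SD, n = 63) and leaf libraries 14730116 ± 1800988 (SD, n = 63). Among stems, the median was 10015926 counted reads in IW, 11570768 in NIW and 12451469 in NINW (21 libraries each). The lowest number of reads on grape transcripts was 4650292, in an IW stem at 2 wpi.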

As described previously (Massonnet et al., 2016), the number of reads derived from *N. parvum* transcripts in woody stems was low at 0 and 3 hpi (830 ± 362 and 367 ± 198, respectively), increased from 24 hpi (11,439 ± 900) to 6 wpi (1,071,368 ± 816,298), and declined at 8 and 12 wpi (14,423 ± 5,087) (Figure 3A). This pattern likely reflected the accumulation of fungal biomass from 24 hpi to 6 wpi, followed by a progressive decline possibly due to further colonization of woody tissue beyond the inoculation site. 

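At 0 hpi, 830 ± 444 N. parvum reads were counted in IW stems (SD, n = 3), 1422 ± 1776 in NIW stems and 1158 ± 1107 in NINW stems (SD, n = 3 each). The corresponding numbers at 3 hpi were 367 ± 243 in IW, 448 ± 266 in NIW and 538 ± 78.6 in NINW stems. The SDs have the divisor n - 1; with the divisor n, that of IW stems at 0 hpi would be 362, as printed in the paper. For a test that takes depth into account, N. parvum CPM (relative to all counted reads) plus 1 were log2-transformed and the 3 IW stems of a time point were compared with the 6 uninoculated stems. IW minus uninoculated stems came to -0.09 at 0 hpi (two-sided exact permutation test, p = 0.952) and to -0.57 at 3 hpi (exact permutation test, p = 0.464). The sign of the difference at 0 hpi changed when one library was left out, to 0.59 without IW replicate 1, 0.19 without NINW replicate 1 and 0.31 without NIW replicate 3, and that at 3 hpi to 0.42 without IW replicate 3. Reads in IW stems then amounted to 11439 ± 1102 at 24 hpi, 238372 ± 214685 at 2 wpi, 1071368 ± 999757 at 6 wpi, 21329 ± 16577 at 8 wpi and 14423 ± 6230.3 at 12 wpi (SD, n = 3 each). At 2 wpi the 3 IW stems lay between 7190 and 431459 reads and at 6 wpi between 47421 and 2045037. N. parvum transcripts took 10.8 ± 11.2% of the counted reads at 6 wpi. The log2 difference from uninoculated stems was 5.30 at 24 hpi, 9.00 at 2 wpi, 11.56 at 6 wpi, 6.79 at 8 wpi and 6.22 at 12 wpi. In each of these 5 comparisons all 3 IW stems lay above all 6 uninoculated stems (exact permutation test, p = 0.0119, the smallest that 84 splits allow, and 0.0167 after Benjamini-Hochberg adjustment over the 7 time points). With the 3 NINW stems alone as control, the alternative that changed these tests most, no p under 0.1 can be reached.

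**Figure D1:**
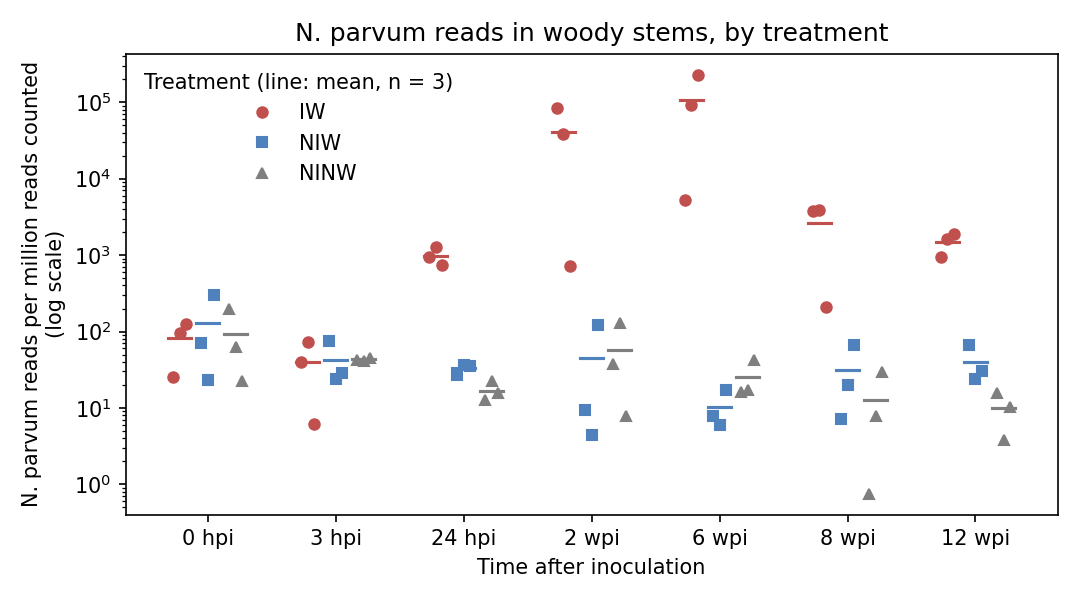
N. parvum CPM, relative to all counted reads, in each of the 63 stem libraries, on a log scale, by time after inoculation and treatment; symbols are libraries and lines the means of 3. IW stems overlap with NIW and NINW stems at 0 and 3 hpi and lie above all of them from 24 hpi on.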

The transcriptomic dynamics of *N. parvum* during colonization of woody stems was described in depth in Massonnet et al. (2016). 

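The 63 leaf libraries held 5.48 ± 2.90 reads counted on N. parvum transcripts (SD), between 1 and 15 per library of 11302842 to 20157044 counted reads. In IW leaves the number was 5.90 ± 3.52 (SD, n = 21), and in NIW and NINW leaves together 5.26 ± 2.55 (SD, n = 42). This difference of 0.643 reads was not larger than other assignments of the treatments gave (two-sided permutation test with 100000 resamples, p = 0.438). Relative to all counted reads, the values in CPM were 0.407 ± 0.245 in IW leaves and 0.363 ± 0.193 in the others (permutation test, p = 0.447).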

In leaves, only an average of 6 ± 2.9 reads per sample across the three treatments aligned to the *N. parvum* transcriptome. The negligible number of reads assigned to the fungal transcriptome confirmed that *N. parvum* did not colonize leaf tissues.

**Figure 3:**
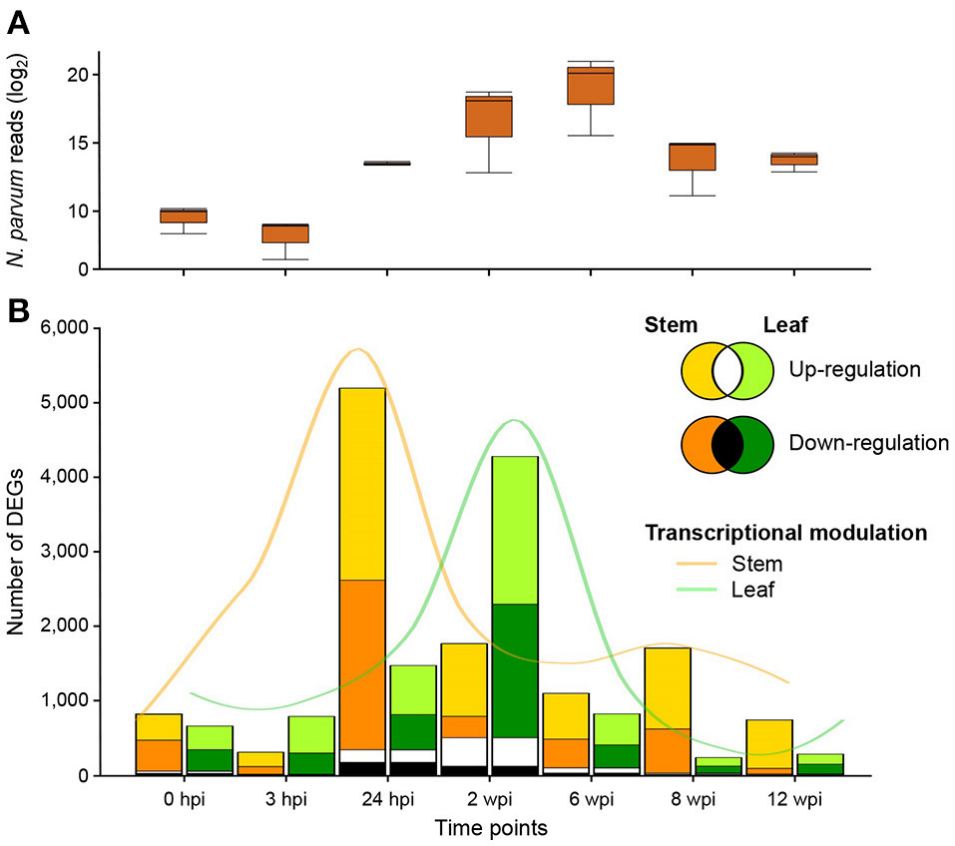
Differentially expressed genes (DEGs) during *N. parvum* infection. **(A)** Number of reads (log_2_) mapped on *N. parvum* transcriptome during the time course of fungal colonization. **(B)** Number of grape genes up- and down-regulated in stem (gold and orange, respectively) and leaf (light and dark green, respectively) tissues during *N. parvum* infection. Number of genes commonly up- and down-regulated in the two organs at each time point are represented in white and black color, respectively.

Grape transcript counts were normalized and differential expression analysis across treatment combinations (Table S4) was performed at each time point using DESeq2 (Love et al., 2014). 

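Each of the 14 fits tested between 18122 and 19153 grape genes in 9 libraries. In stems, the number of genes called in IW vs. NINW was 82 at 0 hpi, 253 at 3 hpi, 3765 at 24 hpi, 1291 at 2 wpi, 714 at 6 wpi, 1053 at 8 wpi and 0 at 12 wpi. For IW vs. NIW in stems it was 18 at 0 hpi, 0 at 3 hpi, 784 at 24 hpi, 739 at 2 wpi, 396 at 6 wpi, 2758 at 8 wpi and 0 at 12 wpi. In leaves, IW vs. NINW gave 1659 at 0 hpi, 786 at 3 hpi, 1663 at 24 hpi, 5582 at 2 wpi, 1 at 6 wpi, 31 at 8 wpi and 7 at 12 wpi, and IW vs. NIW 0 at 0 hpi, 17 at 3 hpi, 300 at 24 hpi, 2557 at 2 wpi, 0 at 6 wpi, 0 at 8 wpi and 0 at 12 wpi. For the comparisons without a gene called by edgeR, the number of genes with an unadjusted p under 0.05 and the number called by DESeq2 were 3515 and 1241 at 12 wpi for IW vs. NINW in stems, 1116 and 8 at 3 hpi and 2063 and 224 at 12 wpi for IW vs. NIW in stems, and 1000 and 0 at 0 hpi, 770 and 0 at 6 wpi, 1053 and 83 at 8 wpi and 603 and 35 at 12 wpi for IW vs. NIW in leaves. Counts simulated for the stem libraries of 24 hpi, with 200 genes changed by infection and 200 by wounding, gave 190 recovered infection genes and 7.1% false calls with edgeR (17853 genes), against 196 recovered and 24.8% false with DESeq2 (18497 genes). In a simulation of the same kind for the leaf libraries of 2 wpi, both tools recovered all 200 infection genes. False calls were 9.5% with edgeR (18359 genes) and 14.2% with DESeq2 (18715 genes). Wound genes left after the exclusion, 7 with edgeR and 1 with DESeq2 in the stem simulation, were not counted as false calls. Only 200 infection genes, with an absolute log2 fold change of 2, were simulated, so these rates need not hold for the data.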

The wound treatment alone (NIW vs. NINW) induced significant changes in the transcriptome of both tissues over the experiment time course [302 ± 288 and 546 ± 429 differentially expressed genes (DEGs) at each time point in stem and leaf, respectively]. However, infection by *N. parvum* (IW vs. NINW) led to the differential regulation of a larger number of genes (1,798 ± 1,622 and 1,545 ± 1,412 DEGs in stem and leaf, respectively). 

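The number of genes called in NIW vs. NINW averaged 72 ± 138 over the 7 time points in stems and 265 ± 309.6 in leaves (SD). In stems the counts were 2 at 0 hpi, 361 at 3 hpi, 141 at 24 hpi, 0 at 2 wpi, 0 at 6 wpi, 0 at 8 wpi and 0 at 12 wpi, and in leaves 741 at 0 hpi, 102 at 3 hpi, 508 at 24 hpi, 499 at 2 wpi, 5 at 6 wpi, 0 at 8 wpi and 0 at 12 wpi. At the time points without a gene called by edgeR, the number with an unadjusted p under 0.05 and the number called by DESeq2 were, in stems, 704 and 34 at 2 wpi, 438 and 1 at 6 wpi, 1497 and 101 at 8 wpi and 1606 and 74 at 12 wpi, and in leaves 632 and 17 at 8 wpi and 599 and 37 at 12 wpi. DESeq2 on the same libraries moved the mean most, to 303 ± 433 in stems. It gave 529 ± 488 in leaves, where one edgeR fit over all 63 libraries lowered it to 116 ± 109.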

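IW vs. NINW gave 1023 ± 1305 called genes per time point in stems and 1389.9 ± 1991 in leaves (SD over the 7 time points), and with DESeq2 2127 ± 1394 and 1699.9 ± 1848. More genes were called in IW vs. NINW than in NIW vs. NINW at 5 of the 7 time points in stems and at 6 of the 7 in leaves. The exceptions were stems at 3 hpi and 12 wpi and leaves at 6 wpi. With DESeq2 the number in IW vs. NINW was the larger at every time point in both organs.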

DEGs in response to either wounding or infection were then compared to identify genes whose expression was significantly altered in response to infection at each time point (see Material and Methods; Data S3). 

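Counted once each, the infection DEGs of either organ at any time point numbered 9725, and between 8577 and 10525 with any one library left out. Outside 24 hpi, the infection DEGs of stems were 81 (49 up, 32 down) at 0 hpi, 55 (36 up, 19 down) at 3 hpi, 1291 (1015 up, 276 down) at 2 wpi, 714 (402 up, 312 down) at 6 wpi and 1053 (724 up, 329 down) at 8 wpi. At 12 wpi edgeR called none (3515 genes at an unadjusted p under 0.05), while DESeq2 gave 1211 infection DEGs and, the largest shift among the stem time points, 2952 in one fit over all 63 stem libraries. More genes fell than rose at 0 hpi with DESeq2 (379 up, 471 down) and without a low-count filter (135 up, 151 down). Single libraries moved several of these counts by more than 1.5 times. Leaving out one library gave 16 (NINW replicate 1), 4 (NINW replicate 2), 357 (NINW replicate 3), 18 (IW replicate 2) and 7 (IW replicate 3) at 0 hpi, and 2 (NINW replicate 1), 1 (NINW replicate 2), 491 (NINW replicate 3), 29 (NIW replicate 3), 4 (IW replicate 1), 22 (IW replicate 2) and 10 (IW replicate 3) at 3 hpi. The count at 2 wpi became 604 (NINW replicate 1), 448 (NINW replicate 2), 668 (NINW replicate 3), 718 (IW replicate 1) and 813 (IW replicate 2). At 6 wpi it became 153 (NINW replicate 1), 26 (NINW replicate 2), 1114 (NINW replicate 3), 129 (NIW replicate 1), 104 (NIW replicate 2), 77 (NIW replicate 3), 27 (IW replicate 1), 329 (IW replicate 2) and 1643 (IW replicate 3), and at 8 wpi 411 (NINW replicate 1), 27 (NINW replicate 2), 41 (NINW replicate 3), 606 (NIW replicate 2), 2076 (IW replicate 1) and 502 (IW replicate 3). At 12 wpi infection DEGs appeared in 2 of the 9 fits, 92 (NIW replicate 2) and 336 (IW replicate 3).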

A total of 10,810 DEGs were detected in response to infection across the seven time points. 

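Over the 7 time points, 5328 genes were infection DEGs in stems and 6589 in leaves. The leaf total includes 973 genes of 0 hpi. At that time point IW vs. NIW called no leaf gene under any setting, so a response to infection was not shown for them. Without single libraries the totals lay between 3654 and 6530 in stems and between 5009 and 7099 in leaves. The order of the organs depended on the test and on the libraries in the fit. DESeq2 on the same 9 libraries gave 8907 in stems and 6913 in leaves. In one fit over all 63 libraries of an organ, edgeR gave 8505 in stems and 4788 in leaves and DESeq2 9417 in stems and 5311 in leaves. With edgeR and DESeq2's size factors the totals were 5358 in stems and 6577 in leaves, without a low-count filter 5237 in stems and 6514 in leaves, and without leaving out wound genes 5380 in stems and 6888 in leaves. By time point outside 2 wpi, leaves had 973 (515 up, 458 down) infection DEGs at 0 hpi, 695 (467 up, 228 down) at 3 hpi, 1370 (762 up, 608 down) at 24 hpi, 31 (20 up, 11 down) at 8 wpi and 7 (5 up, 2 down) at 12 wpi. The single gene called in IW vs. NINW at 6 wpi was left out for wounding, so that none remained with edgeR (3224 genes at an unadjusted p under 0.05) against 533 with DESeq2. Without one leaf library, the count was 608 (NINW replicate 1), 632 (IW replicate 1) and 529 (IW replicate 2) at 0 hpi, 414 (NINW replicate 2), 449 (IW replicate 1) and 342 (IW replicate 2) at 3 hpi and 778 (IW replicate 2) and 736 (IW replicate 3) at 24 hpi. It was 140 (NIW replicate 1), 1 (NIW replicate 2), 1 (NIW replicate 3) and 554 (IW replicate 2) at 6 wpi. For 8 wpi the values were 6 (NINW replicate 1), 0 (NINW replicate 2), 0 (NINW replicate 3), 15 (NIW replicate 1), 10 (NIW replicate 2), 14 (NIW replicate 3), 6 (IW replicate 1), 123 (IW replicate 2) and 2 (IW replicate 3), and for 12 wpi 0 (NINW replicate 1), 0 (NINW replicate 2), 0 (NINW replicate 3), 25 (NIW replicate 1), 0 (NIW replicate 3), 0 (IW replicate 1) and 0 (IW replicate 3).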

A greater number of genes was differentially regulated in the stems (7,874 DEGs) than in leaves (5,914 DEGs). 

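Infection DEGs were most numerous at 24 hpi in stems, with 3671 (2061 up, 1610 down), and at 2 wpi in leaves, with 5341 (2832 up, 2509 down). Both maxima fell on the same time points with DESeq2 (4408 and 5214 genes), with one edgeR fit over all 63 libraries of an organ (5000 and 3242), and under the 5 other settings compared. The stem count at 24 hpi fell below that of leaves at 2 wpi with edgeR and DESeq2 on 9 libraries, and exceeded it in the fits over all 63. In the edgeR fit over all 63 stem libraries more genes fell (2555) than rose (2445) at 24 hpi. Of the 3671 stem genes, 3240 were also infection DEGs of the same direction with DESeq2, and of the 5341 leaf genes 4917. Leaving out one stem library at 24 hpi changed the count to 2043 (NINW replicate 1), 1959 (NINW replicate 2), 2353 (NINW replicate 3), 1900 (IW replicate 1) and 1543 (IW replicate 3). Among the leaf libraries of 2 wpi, only leaving out NINW replicate 2 moved the count by more than 1.5 times, to 3531. Even the lowest of these values was above the counts of all other time points of the same organ with all libraries. The stem maximum depended on the control, since infection DEGs are called against NINW. In IW vs. NIW of stems, edgeR called 2758 genes at 8 wpi and 784 at 24 hpi. With DESeq2 these numbers were 4006 and 2111, and 8 wpi also led in the other fits. In leaves, IW vs. NIW had most calls at 2 wpi (2557 with edgeR).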

The most extensive transcriptional reprogramming caused by infection was observed in stems at 24 hpi (5,196 DEGs) and at the next time point (2 wpi) in leaves (4,279 DEGs; Figure 3B). These results suggested that both tissues undergo major transcriptional reprogramming in response to *N. parvum*, but at different time points.

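The genes with the largest changes were chosen among infection DEGs with a mean of at least 5 CPM and no overlap between the 3 IW and 3 NINW libraries, a separation that chance gives in 10% of comparisons of 3 with 3. In stems at 24 hpi, VIT_07s0129g01010 had the largest fitted rise, from no read in any NINW stem to 65.6 ± 36.1 CPM in IW stems (SD, n = 3; edgeR adjusted p = 0.00187). Against a floor of 3 counts per NINW library, or 0.271 CPM, this is at least 242-fold higher. The 3 largest fitted rises were all of genes without a read in NINW stems, so their order is not settled. VIT_01s0011g04820 fell most, from 276 ± 218 CPM in NINW to 1.94 ± 1.56 CPM in IW stems (SD, n = 3), a log2 fold change of -7.24 (standard error 0.828, edgeR adjusted p = 0.00102). In leaves at 2 wpi, the largest fitted rise was that of VIT_11s0052g01280, also without a read in NINW, to 44.6 ± 21.6 CPM (SD, n = 3; edgeR adjusted p = 3.30e-04), at least 200.5-fold above a floor of 0.223 CPM. This bound does not place it above VIT_11s0052g01300, which went from 0.332 to 188 CPM (log2 fold change 8.98, edgeR adjusted p = 2.08e-04). The largest fall was that of VIT_12s0059g00190, from 70.8 ± 17.8 to 4.59 ± 2.56 CPM (SD, n = 3), with a log2 fold change of -3.96 (standard error 0.389, edgeR adjusted p = 5.16e-05). The floors cover counting error only. VIT_07s0129g01010, VIT_01s0011g04820, VIT_11s0052g01280 and VIT_12s0059g00190 were infection DEGs in each of the 9 fits that left out one library of the time point. VIT_11s0052g01300 was called in IW vs. NINW in all 9, but was an infection DEG in 6 of them and counted as a wound gene in the others. The text of the paper and the reference gene table used here pair none of these identifiers with a name.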

### At each time point, infection induces different responses in stems and leaves

Overall, local and distal responses shared 2,978 DEGs, corresponding to 37.8% and 50.3% of the total number of DEGs in stems and leaves, respectively (Figure 4A; Data S3). However, at each time point, the two organs displayed a limited overlap in the set of DEGs (Figure 3B). 

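Infection DEGs of any time point shared by stems and leaves numbered 2192, or 41.1% of those in stems and 33.3% of those in leaves. If the stem and leaf genes had been drawn independently from the 18612 genes tested in both organs at some time point, 1629 of these would be shared on average. With DESeq2, which moved this count most, 3590 genes were shared (40.3% of stem and 51.9% of leaf genes), of which 3555 were among these 18612 genes, against 2798 by chance. Leaving out any one library gave between 1553 and 2594 shared genes.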

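At 24 hpi, 120 genes were up-regulated in both organs, 134 down-regulated in both and 76 changed in opposite directions. At 2 wpi, 344 genes were up-regulated in both organs, 101 down-regulated in both and 61 changed in opposite directions. Overlaps at the other time points were small. At 0 hpi 8 genes rose and 1 fell in both organs, and 6 changed in opposite directions. For 3 hpi these numbers were 3, 1 and 1, and for 8 wpi 2, 0 and 1. At 6 and 12 wpi one of the organs had no infection DEG with edgeR, so no gene could be shared. The largest number shared in one direction or the other at one time point was 445, at 2 wpi, and 697 with DESeq2, also at 2 wpi.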

The comparison of the enriched functional categories (FCTs; Fisher's exact test, *P* ≤ 0.01) among the up- and down-regulated genes at each time point in both organs (Data S3) showed that the FCTs related to secondary metabolism, such as “Shikimate metabolism,” “Phenylpropanoid biosynthesis,” “Anthocyanin-glycoside biosynthesis,” “Stilbenoid biosynthesis,” and “Lignin metabolism,” were significantly enriched only among up-regulated genes in the stem. Expression of secondary metabolism genes was particularly enriched in the stem at 24 hpi and 2 wpi. In the leaves at these time points, “Shikimate metabolism” and “Anthocyanin biosynthesis” were overrepresented among the down-regulated genes (Data S3). Infection induced the up-regulation of 38 stilbene synthase (STS)-encoding genes in the stem at 24 hpi (Figure 5), while no *STS* gene was differentially expressed in leaves. Indeed, the concentration of stilbenes significantly increased at 2 wpi in the stems, likely reflecting the up-regulation of *STS* genes at 24 hpi (Figure 6). No significant change in catechin and procyanidin concentration was detected (Figure S6). Several genes involved in lignin biosynthetic process as well as 39 laccase-coding genes were exclusively up-regulated in the stem (Figure S7). The FCT “Citric acid cycle” was significantly enriched among the genes up-regulated in stems at 24 hpi and 2 wpi, including 15 genes whose up-regulation was specific to wood (Figure S8). The stem response also involved the induction of a larger number of reactive oxygen species (ROS) scavenging-associated genes and PR protein-encoding genes not seen in the distal response (Figures S9–S11). A similar pattern of differential regulation between stems and leaves was found for genes associated with hormone-mediated signaling pathways. For example, the *MYC2* gene (*VIT_02s0012g01320*), a regulator of jasmonic acid signaling was found up-regulated exclusively in stems. 

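In stems at 24 hpi, MYC2 reached 389 ± 116 CPM in IW and 167 ± 34.8 CPM in NINW (SD, n = 3; log2 fold change 1.22, standard error 0.327, edgeR adjusted p = 0.0280). The call was lost without IW replicates 1 (0.0883) and 3 (0.0960) and NINW replicates 1 (0.102), 2 (0.0679) and 3 (0.0571). The 6 other settings kept it (adjusted p between 8.55e-05 and 0.0269). In the fits that lost the call, IW vs. NIW was not called either (edgeR adjusted p 0.235 to 0.443). At 3 hpi the gene was also higher in IW stems (log2 fold change 1.91, standard error 0.351, edgeR adjusted p = 0.0333), but as high in wounded stems without inoculation (NIW vs. NINW 2.13, edgeR adjusted p = 0.0150), so that it counted as a wound gene there. This call at 3 hpi was lost without IW replicate 1 (0.0751), IW replicate 3 (0.101), NINW replicate 1 (0.119), NINW replicate 2 (0.0831) and NIW replicate 3 (0.0612). At 6 wpi MYC2 was lower in IW stems (log2 fold change -1.13, standard error 0.122, edgeR adjusted p = 0.0103). In leaves it was called lower, together with NIW leaves, at 0 hpi (log2 fold change -0.62, standard error 0.160, edgeR adjusted p = 0.0333) and at 24 hpi (log2 fold change -0.86, standard error 0.200, edgeR adjusted p = 0.0212). The leaf call at 0 hpi was lost without IW replicate 1 (0.0767), IW replicate 2 (0.105), NINW replicate 2 (0.124), NIW replicate 2 (0.0536) and NIW replicate 3 (0.0534), and that at 24 hpi without IW replicate 1 (0.0587), IW replicate 2 (0.0880) and NINW replicate 3 (0.0556), the edgeR adjusted p without each library in parentheses. One edgeR fit over all 63 leaf libraries called neither (adjusted p = 0.258 at 0 hpi, lowest over the alternatives 0.00801, and 0.0518 at 24 hpi, lowest 0.00139), and DESeq2 in such a fit did not call that at 0 hpi (0.229). At 24 hpi NIW vs. NINW was no longer called without NINW replicate 1 (0.0626), NINW replicate 2 (0.0792), NIW replicate 2 (0.138) and NIW replicate 3 (0.0820), and MYC2 then became an infection DEG of leaves. In a direct test of the organs, the log2 fold change in stems minus that in leaves was 1.84 at 3 hpi (standard error 0.400, edgeR adjusted p = 0.0393) and 2.01 at 24 hpi (standard error 0.410, edgeR adjusted p = 0.00464). The difference at 24 hpi was called in all 12 fits that left out one library, and that at 3 hpi in 3 of 12, not without leaf IW replicate 1 (0.0848), leaf IW replicate 2 (0.122), leaf IW replicate 3 (0.0844), leaf NINW replicate 1 (0.109), leaf NINW replicate 2 (0.0717), leaf NINW replicate 3 (0.0859), stem IW replicate 1 (0.0644), stem IW replicate 3 (0.0927) and stem NINW replicate 1 (0.0736).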

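VvNPR1.2 (VIT_10s0042g01250) had 125 ± 6.92 CPM in IW leaves and 70.3 ± 5.03 CPM in NINW leaves at 2 wpi (SD, n = 3; log2 fold change 0.83, standard error 0.0894, edgeR adjusted p = 8.66e-05), with all 3 IW libraries above the NINW libraries. At 24 hpi it was higher in IW leaves without being called (log2 fold change 0.48, standard error 0.166, edgeR adjusted p = 0.111). One edgeR fit over all 63 leaf libraries called it there (adjusted p = 0.0314), as did DESeq2 in such a fit and fits without NINW replicate 3 (0.0409) and NIW replicate 3 (0.0406). Over the alternatives the edgeR and DESeq2 adjusted p at 24 hpi lay between 0.0180 and 0.111. At 6 wpi the gene was not called (log2 fold change 0.51, standard error 0.174, edgeR adjusted p = 0.200), except in the fits over all 63 libraries and without NIW replicate 1 (0.0496) (range of the adjusted p over the alternatives 0.0144 to 0.243). It was already called at 0 hpi (log2 fold change 0.50, standard error 0.121, edgeR adjusted p = 0.0245), though not without IW replicate 1 (0.0709), IW replicate 2 (0.0634), NINW replicate 1 (0.0852) and NINW replicate 2 (0.0529). DESeq2 made it a wound gene at 0 hpi, with an adjusted p of 0.0455 in NIW vs. NINW and of 1 in IW vs. NIW, and at 6 wpi it was a wound gene without NIW replicate 1 (NIW vs. NINW, edgeR adjusted p = 0.0408). In stems the changes were 0.01 at 24 hpi (standard error 0.179, edgeR adjusted p = 0.974) and 0.11 at 2 wpi (standard error 0.168, edgeR adjusted p = 0.764). Stem minus leaf was -0.68 at 2 wpi (standard error 0.182, edgeR adjusted p = 0.0350), a call lost without leaf IW replicate 1 (0.0797), leaf IW replicate 3 (0.0595), leaf NINW replicate 1 (0.0528), leaf NINW replicate 2 (0.0846), leaf NINW replicate 3 (0.0822), stem NINW replicate 1 (0.0676) and stem NINW replicate 3 (0.0614). It was -0.53 at 24 hpi (edgeR adjusted p = 0.171) and -0.51 at 6 wpi (edgeR adjusted p = 0.272).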

We also observed the specific up-regulation of the putative negative regulator of systemic acquired resistance (SAR) *VvNPR1.2* (*VIT_10s0042g01250*) in leaves starting at 24 hpi until 6 wpi (Bergeault et al., 2010; Le Henanff et al., 2011).

**Figure 4:**
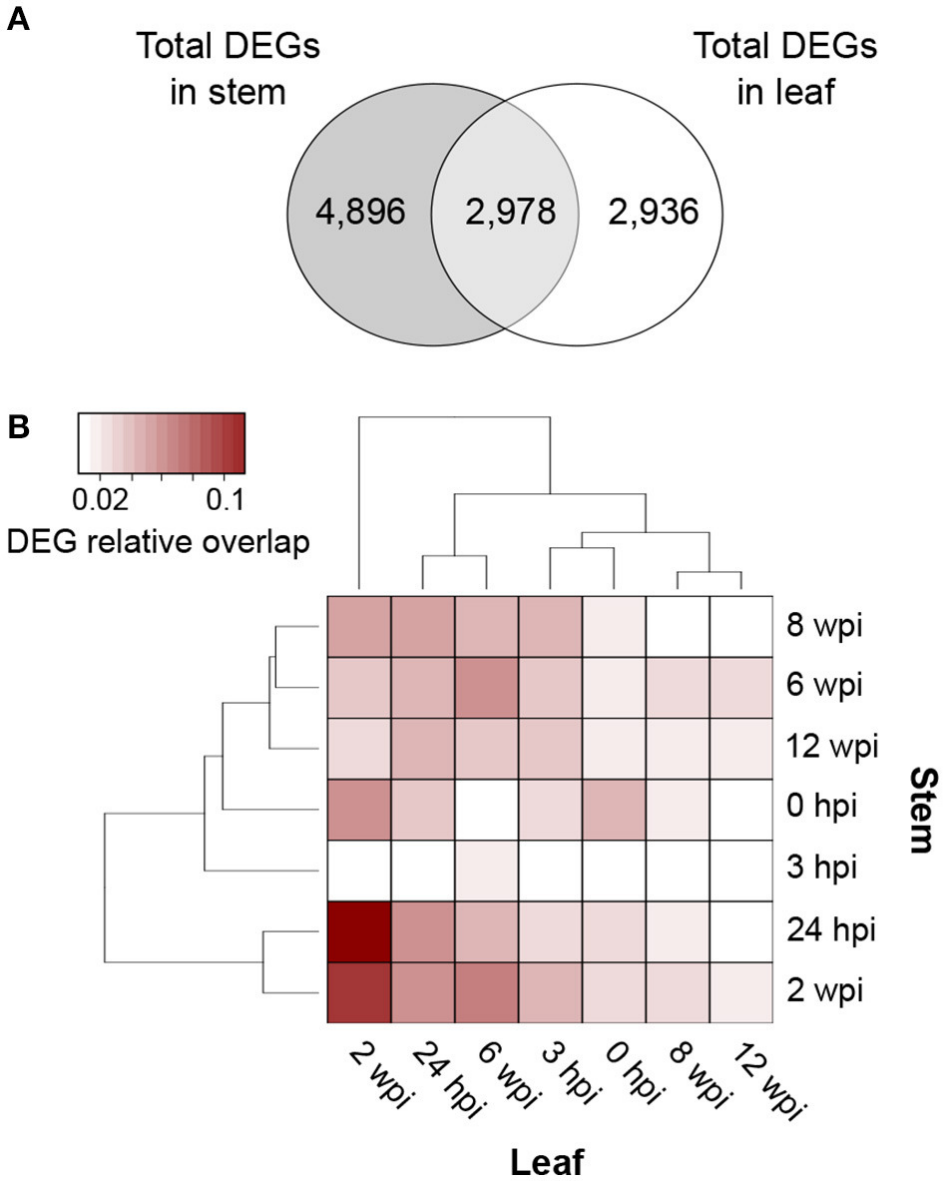
Comparisons of differentially expressed genes (DEGs) in response to *N. parvum* infection. **(A)** Venn diagram displaying common and unique DEGs (adjusted *P* ≤ 0.05) when comparing responses to *N. parvum* colonization in stem and leaf tissues. **(B)** Heatmap of the relative DEG overlap between stem and leaf tissues during *N. parvum* infection.

**Figure 5:**
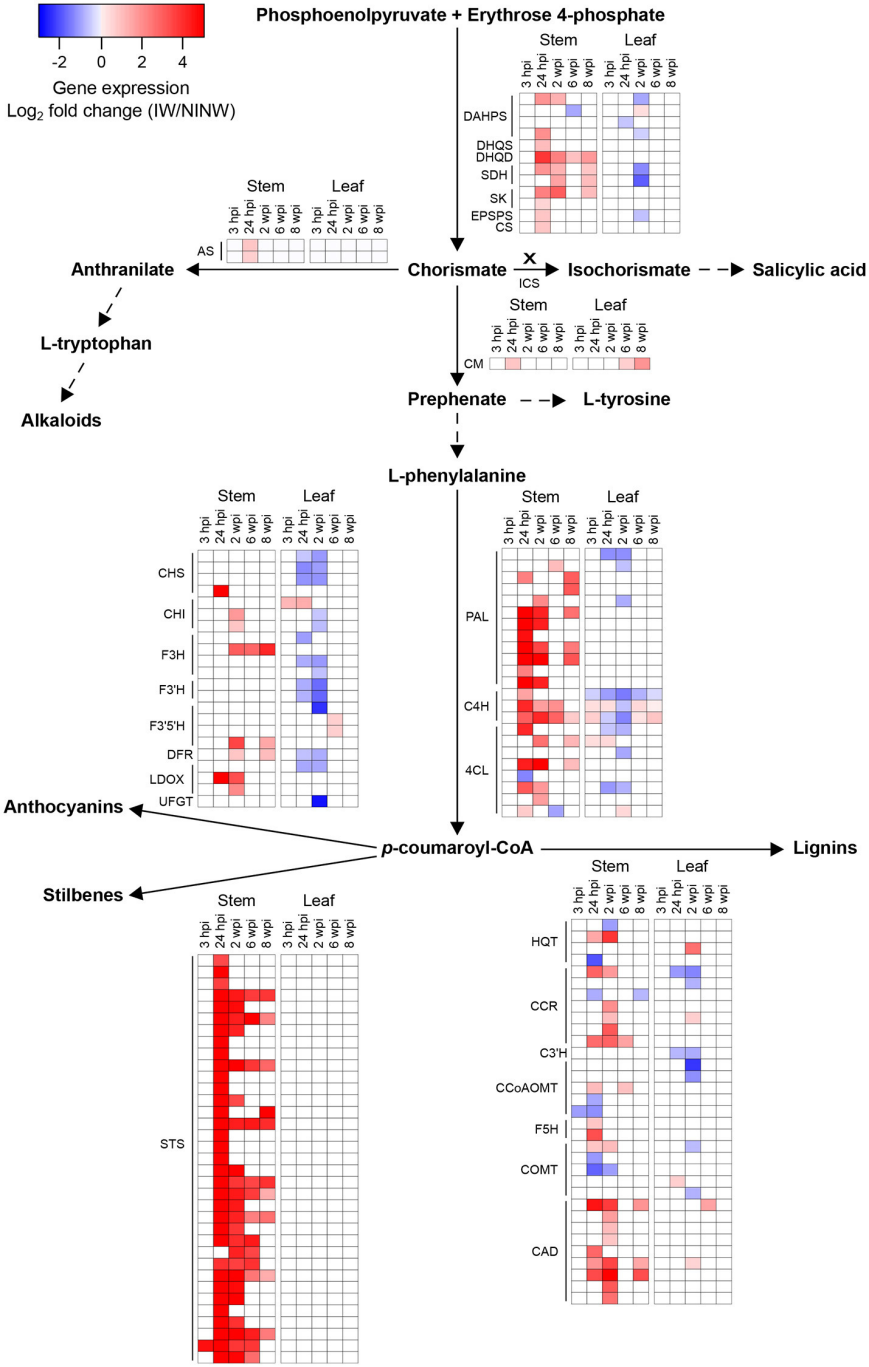
Transcriptional modulation of the secondary metabolism-associated genes in response to *N. parvum* infection. Representation of the shikimate, phenylalanine, central phenylpropanoid, anthocyanin, stilbene and lignin biosynthetic pathways based on Kyoto Encyclopedia of Genes and Genomes pathways (www.genome.jp/kegg/pathway.html) is provided. Dashed lines indicate that the gene expression modulation is not represented for the corresponding biosynthetic pathway. The cross above the arrow indicates that no transcriptional modulation of ICS genes has been identified. Heat maps depict significant fold changes (log_2_) in expression of fungal infection-responsive genes, coding for biosynthetic enzymes involved in each pathway, in stem and leaf tissues from 3 hpi until 8 wpi. Colors in the heat maps represent the intensity of the expression changes. Shikimate biosynthetic pathway: DAHPS, 3-deoxy-D-arabino-heptulosonate 7-phosphate synthase; DHQS, 3-dehydroquinate synthase; DHQD, Dehydroquinate dehydratase; SDH, Shikimate dehydrogenase; SK, Shikimate kinase; EPSPS, 5-enolpyruvylshikimate 3-phosphate synthase; CS, Chorismate synthase. Phenylalanine biosynthetic pathway: AS, Anthranilate synthase; CM, Chorismate mutase. Salicylic acid biosynthetic pathway: ICS, Isochorismate synthase. Central phenylpropanoid biosynthetic pathway: PAL, Phenylalanine ammonia-lyase; C4H, Cinnamate 4-hydroxylase; 4CL, 4-coumarate-CoA ligase. Anthocaynin biosynthetic pathway: CHS, Chalcone synthase; CHI, Chalcone isomerase; F3H, Flavonone-3-hydroxylase; F3′H, Flavonoid-3'-hydroxylase; F3′5′H, Flavonoid-3',5'-hydroxylase; DFR, Dihydroflavonol 4-reductase; LDOX, Leucoanthocyanidin dioxygenase; UFGT, UDP-glucose:flavonoid 3-O-glucosyltransferase. Stilbene biosynthetic pathway: STS, Stilbene synthase. Lignin biosynthetic pathway: HQT, Hydroxycinnamoyl-CoA quinate hydroxycinnamoyltransferase; CCR, Cinnamoyl-CoA reductase; C3′H, P-coumaroyl 3'-hydroxylase; CCoAOMT, Caffeoyl-CoA O-methyltransferase; F5H, Ferulate 5-hydroxylase, COMT, Caffeic acid *O*-methyltransferase; CAD, Cinnamyl alcohol dehydrogenase.

**Figure 6:**
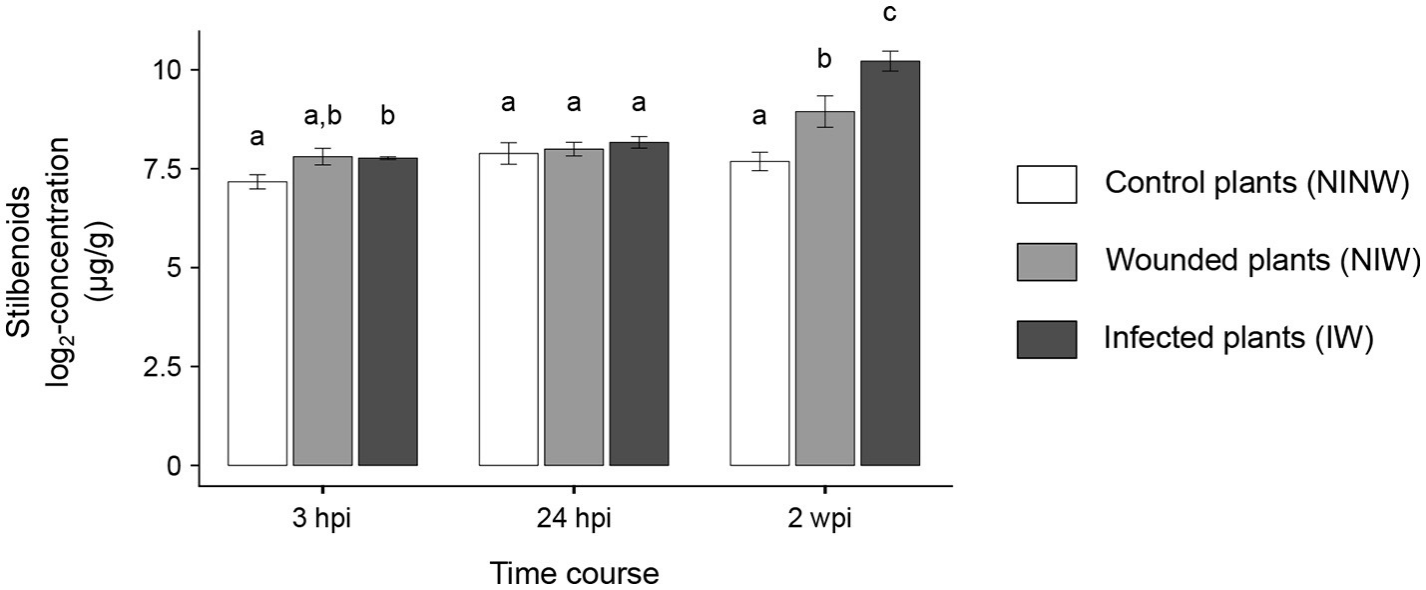
Stilbenoid compounds concentrations in woody stems. Stilbenes data are expressed as mean ± standard deviation. ANOVA followed by Tukey's *post-hoc* test was used to compare the log_2_-transformed concentrations between the three treatment conditions (IW, NIW, NINW) at each time point. Adjusted *P* < 0.05 was considered statistically significant. At each time point, samples with the same letter are not significantly different.

### Local and distal responses involved the asynchronous transcriptional modulation of a common set of co-expressed genes

Due to the peak of differential regulation at 24 hpi and 2 wpi in stem and leaves, respectively, we analyzed the RNAseq data to determine if, despite that limited overlap of DEGs at each time point, the two organs activated similar responses asynchronously. Pairwise comparisons of all stem and leaf samples identified time points at which stem and leaves share DEGs (Figure 4B). 

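The relative overlap of a pair of time points was the number of infection DEGs called in the same direction in both organs, as a percent of the genes called in that direction in either. It was computed for all 49 pairs of a stem and a leaf time point, separately for up- and down-regulated genes. Long gene lists share more genes by chance, so the number shared was also divided by the number expected from the lengths of both lists, over the 16 pairs in which both lists held at least 100 genes. This ratio lay between 1.13 and 3.79 for up-regulated and between 1.04 and 3.56 for down-regulated genes.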

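Between stems at 24 hpi and leaves at 2 wpi, 425 genes were up-regulated in both, 9.51% of the 4468 genes up-regulated in either and rank 2 of the 49 pairs. The lengths of the lists would give 261 shared genes by chance, so the number was 1.63 times the expected one (rank 12 of 16 pairs of long lists). The largest overlap of up-regulated genes was that of stems and leaves at 2 wpi, with 9.82%. Down-regulated in both were 389 genes, 10.4% of 3730 and rank 1 of the 49 pairs, or 1.97 times the 197 expected (rank 9 of 16). Under DESeq2 the overlaps were 9.85% (464 genes, rank 2) for up- and 12.2% (484 genes, rank 1) for down-regulated genes. Both organs at 2 wpi then had an overlap of 12.7% of up-regulated genes (499 genes). Among the stem libraries of 24 hpi, leaving out one changed the overlap of up-regulated genes to 7.33% (NINW replicate 2) and 6.35% (IW replicate 3), and that of down-regulated genes to 5.78% (NINW replicate 1), 6.28% (NINW replicate 2) and 4.41% (IW replicate 3).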

The largest relative overlap of DEGs [10.0% (461 DEGs) up- and 12.9% (500 DEGs) down-regulated genes] was found between the stem and leaf transcriptomes at 24 hpi and 2 wpi, respectively. In addition to sharing a set of common DEGs, stems at 24 hpi and leaves at 2 wpi of IW plants also showed similar enriched FCTs (Fisher's exact test, *P* ≤ 0.01) among their corresponding DEGs (Data S3). Common functions in the up-regulated DEGs included “Protein kinase,” “Ethylene (ET)-,” “Jasmonate (JA)-,” and “Salicylic acid (SA)-mediated signaling pathways,” “WRKY family transcription factor,” and “Cell death”; “Regulation of cell cycle,” “Microtubule-drive movement,” and “AUX/IAA family transcription factor” were identified as significantly enriched among the down-regulated genes in both tissues. These results suggest that the two organs activated common responses asynchronously upon infection.

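Stems at 24 hpi and leaves at 2 wpi had 1212 infection DEGs in common. The 398 of them that changed in opposite directions were not counted in the overlaps. Over the 17109 genes tested in both, which are not independent replicates, the log2 fold changes (IW vs. NINW) of stems at 24 hpi and leaves at 2 wpi had a Pearson correlation of 0.245, rank 3 of the 49 pairs of time points. The highest value, 0.405, was that of stems and leaves at 2 wpi, and the lowest -0.0258. Spearman's coefficient, which moved the value most, was 0.165. With one of the 18 libraries left out, the Pearson correlation stayed between 0.224 and 0.260. From the maxima of differential expression at 24 hpi in stems and at 2 wpi in leaves, the overlap of DEGs between these time points (Figure 4B) and the functional categories enriched in both, the paper proposes that both organs activated common responses at different times.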

To gain further insights into the asynchronous transcriptional responses triggered by infection and to determine whether patterns of co-expression are shared between local and distal responses, suggesting that common regulatory mechanisms are involved, we constructed and compared gene co-expression networks of stems and leaves. Co-expression network analysis was carried out using WGCNA (Langfelder and Horvath, 2008) for each organ, based on the 2,978 DEGs common in both organs. We identified 12 modules of co-expressed genes in the stem network (Figure 7A) and 11 in the leaf network (Figure 7B; Data S2). Following the WGCNA pipeline, a unique color label was assigned as a specific module identifier. For each network, module eigengenes were calculated to obtain the most representative gene expression profile for each co-expression module (Figures S12A,B). This allowed the visualization of gene expression profile trends in the two co-expression networks, which showed that the two largest modules of both networks (“blue” for stem, “turquoise” for leaves), contained co-expressed genes modulated at 24 hpi in stems and 2 wpi in leaves (Figure 7C; Figure S12). To identify co-expressed genes in common between leaf and stem modules, a contingency table was generated using a cross-tabulation approach (Figure S12C). The analysis detected 12 significant module overlaps (*P* < 0.01) between the two networks, corresponding to a total of 1,283 genes (43% of the common DEGs). Composite preservation statistics identified the “turquoise,” “blue,” and “brown” modules of the stems as moderately preserved in leaves, as well as the leaf “blue” module conserved in the stem dataset (Figure S4). The largest overlap was between the stem “turquoise” and leaf “blue” modules corresponding to 448 genes (43.7 and 49.3% of each module size, respectively), which exhibited a down-regulation at 24 hpi in stems and at 2 wpi in leaves (Figure 7C). The DEGs in common between the two organs were significantly enriched in the FCTs “Cell growth and death,” “Regulation of the cell cycle,” “Microtubule-driven movement,” “Chromatin assembly,” and “Cell wall organization and biogenesis” (Table 1). The second largest overlap was between the stem “blue” and leaf “turquoise” modules. The two modules shared 260 genes with a peak of expression at 24 hpi in stems and 2 wpi in leaves. These 260 genes were significantly enriched in the FCTs “Plant-pathogen interaction” including eight resistance protein (R) genes, the “SA-mediated signaling pathway” with the Phytoalexin-deficient (PAD) 4 protein gene *VvPAD4* (*VIT_07s0031g02390*) and the two Enhanced disease susceptibility 1 (EDS1)-like protein genes *VvEDL1* and *VvEDL5* (*VIT_17s0000g07370* and *VIT_17s0000g07420*, respectively), the “Calcium sensors and signaling,” and the “Protein kinase” with 29 genes including 14 serine/threonine kinase genes and four wall-associated kinases likely involved in plant defense (Afzal et al., 2008; Delteil et al., 2016). 

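VvPAD4 had 46.5 ± 16.0 CPM in IW and 5.52 ± 1.04 CPM in NINW stems at 24 hpi (SD, n = 3; log2 fold change 3.06, standard error 0.355, edgeR adjusted p = 0.00105). NIW stems, with 20.6 ± 8.39 CPM, were also called against NINW (edgeR adjusted p = 0.0443) and not against IW (edgeR adjusted p = 0.0724), so the gene counted as a wound gene at this time point. IW vs. NIW was called with DESeq2 (adjusted p = 0.0141), in both fits over all 63 stem libraries, and without IW replicate 2 (0.0394) and NIW replicate 3 (0.0232). NIW vs. NINW was not called without IW replicate 1 (0.0876), NINW replicate 1 (0.200), NINW replicate 2 (0.184) and NINW replicate 3 (0.0957). Nor was it called without NIW replicate 2 (0.0750) and NIW replicate 3 (0.0853). VvPAD4 became an infection DEG in all these cases. At 2 wpi it was an infection DEG in stems (log2 fold change 2.01, standard error 0.361, edgeR adjusted p = 0.0113) and in leaves, with 151 ± 13.4 CPM in IW and 16.2 ± 3.15 CPM in NINW leaves (SD, n = 3; log2 fold change 3.21, standard error 0.271, edgeR adjusted p = 2.97e-05). In leaves at 24 hpi it was not called (log2 fold change 0.32, edgeR adjusted p = 0.247), and stem minus leaf at that time was 2.67 (standard error 0.381, edgeR adjusted p = 4.06e-04). VvEDL1 was counted at only 1.48 ± 0.385 CPM in IW and 0.218 ± 0.144 CPM in NINW stems at 24 hpi (SD, n = 3; log2 fold change 2.79, standard error 0.730, edgeR adjusted p = 0.0257). That call was lost without IW replicate 1 (0.0671), IW replicate 3 (0.08996), NINW replicate 1 (0.0772), NINW replicate 2 (0.0501) and NINW replicate 3 (0.0923). VvEDL1 also rose in leaves at 2 wpi (log2 fold change 1.18, standard error 0.243, edgeR adjusted p = 0.00426). VvEDL5 was higher in IW stems at 24 hpi (log2 fold change 3.19, standard error 0.692, edgeR adjusted p = 0.0124), except without NINW replicate 1 (0.0504), and became a wound gene without NIW replicate 1, when NIW vs. NINW had an edgeR adjusted p of 0.0399. It was also higher in IW leaves at 2 wpi (log2 fold change 2.33, standard error 0.241, edgeR adjusted p = 6.76e-05). At 24 hpi edgeR called no difference between the organs for either gene (stem minus leaf 1.57 for VvEDL1, edgeR adjusted p = 0.163, and 2.11 for VvEDL5, edgeR adjusted p = 0.0626), but DESeq2 called the difference of VvEDL5 (adjusted p = 0.0277, highest over the alternatives 0.0601), as did edgeR without stem IW replicate 2 (0.0380). In each comparison named here as a rise, all 3 IW libraries lay above the 3 NINW libraries. VvEDL1 and VvEDL5 lie close to each other by their identifiers and belong to one family, so reads shared between copies cannot be excluded.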

The “WRKY family transcription factor” FCT was also significantly overrepresented in this set of genes and included *VvWRKY2* (*VIT_01s0011g00220*), which was shown to be involved in grape resistance against necrotrophic fungal pathogens and in regulation of lignin deposition (Mzid et al., 2007; Guillaumie et al., 2010). 

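In stems at 24 hpi, VvWRKY2 had 12.0 ± 1.57 CPM in IW and 7.92 ± 0.307 CPM in NINW (SD, n = 3). Its log2 fold change of 0.59 (standard error 0.258, edgeR adjusted p = 0.129) was called under none of the 6 other settings (edgeR and DESeq2 adjusted p between 0.0957 and 0.165), nor without any one library. The gene was an infection DEG in leaves at 2 wpi, with 8.54 ± 1.12 CPM in IW and 5.17 ± 0.722 CPM in NINW (SD, n = 3; log2 fold change 0.72, standard error 0.192, edgeR adjusted p = 0.0167). The leaf call was lost without IW replicate 1 (0.0546), NINW replicate 1 (0.0657) and NINW replicate 2 (0.0635).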

One hundred co-expressed genes up-regulated from 24 hpi to 2 wpi in stems (stem “yellow” module) were also co-expressed in leaves with an up-regulation at 2 wpi (leaf “turquoise” module). In this set of genes, the FCTs “Cell death,” “ET-mediated signaling pathway,” and “Protein kinase” were found as significantly overrepresented. 

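VvMPK12 (VIT_06s0004g03540) was an infection DEG in both organs at 24 hpi and at 2 wpi. In stems its log2 fold change was 1.15 at 24 hpi (standard error 0.210, edgeR adjusted p = 0.00620) and 0.88 at 2 wpi (standard error 0.176, edgeR adjusted p = 0.0178). The call at 2 wpi was lost without IW replicate 1 (0.0534), NINW replicate 2 (0.0746) and NINW replicate 3 (0.0631). In leaves the change at 24 hpi (log2 fold change 1.06, standard error 0.173, edgeR adjusted p = 0.00329) was not called in the fits over all 63 libraries (adjusted p = 0.0874 with edgeR and 0.0629 with DESeq2; lowest over the alternatives 9.36e-07). At 2 wpi, VvMPK12 rose from 20.5 ± 4.39 to 255 ± 22.2 CPM in leaves (SD, n = 3; log2 fold change 3.63, standard error 0.330, edgeR adjusted p = 3.89e-05). The change at 2 wpi was larger in leaves than in stems (stem minus leaf -2.72, standard error 0.384, edgeR adjusted p = 0.00106). All 3 IW libraries lay above the 3 NINW libraries in each of the 4 comparisons.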

Among the genes associated with the “ET-mediated signaling pathway” functional category were four Ethylene Responsive Factor/APETALA2 (ERF/AP2) transcription factor genes, as well the mitogen-activated protein kinase (MPK) gene *VvMPK12* (*VIT_06s0004g03540*). *VvMPK12* is phylogenetically close to *AtMPK3* (Çakır and Kılıçkaya, 2015), which was shown to be activated in response to pathogens and abiotic stresses (Colcombet and Hirt, 2008) and to participate in the regulation of the biosynthesis of ET (Xu et al., 2008). These three module overlaps suggested that local and distal responses involved the co-expression of a common set of genes, but also that the modulation of most of these genes was delayed in leaves in comparison to stems.

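Co-expression modules were not rebuilt. The infection DEGs shared by both organs were instead sorted by the time points at which they were called. Of the genes shared at any time point, 19.4% were up-regulated and 17.7% down-regulated both at 24 hpi in stems and at 2 wpi in leaves. The reverse order, 2 wpi in stems and 24 hpi in leaves, was found for 106 up-regulated (4.84%) and 23 down-regulated genes (1.05%). At 24 hpi in both organs, 5.47% were up- and 6.11% down-regulated, and at 2 wpi in both organs 15.7% and 4.61%. A gene could fall into several of these groups, and the largest stem list was that of 24 hpi and the largest leaf list that of 2 wpi. Divided by the number expected from list lengths, stems at 24 hpi with leaves at 2 wpi gave 1.63 (up) and 1.97 (down). The reverse order gave 3.48 and 3.01. Both organs at 24 hpi gave 1.81 and 2.80, and both at 2 wpi 3.01 and 3.15. The percentages alone therefore do not show that either order was favoured. The ratios do not settle it either, because they can reach higher values for shorter lists.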

**Figure 7:**
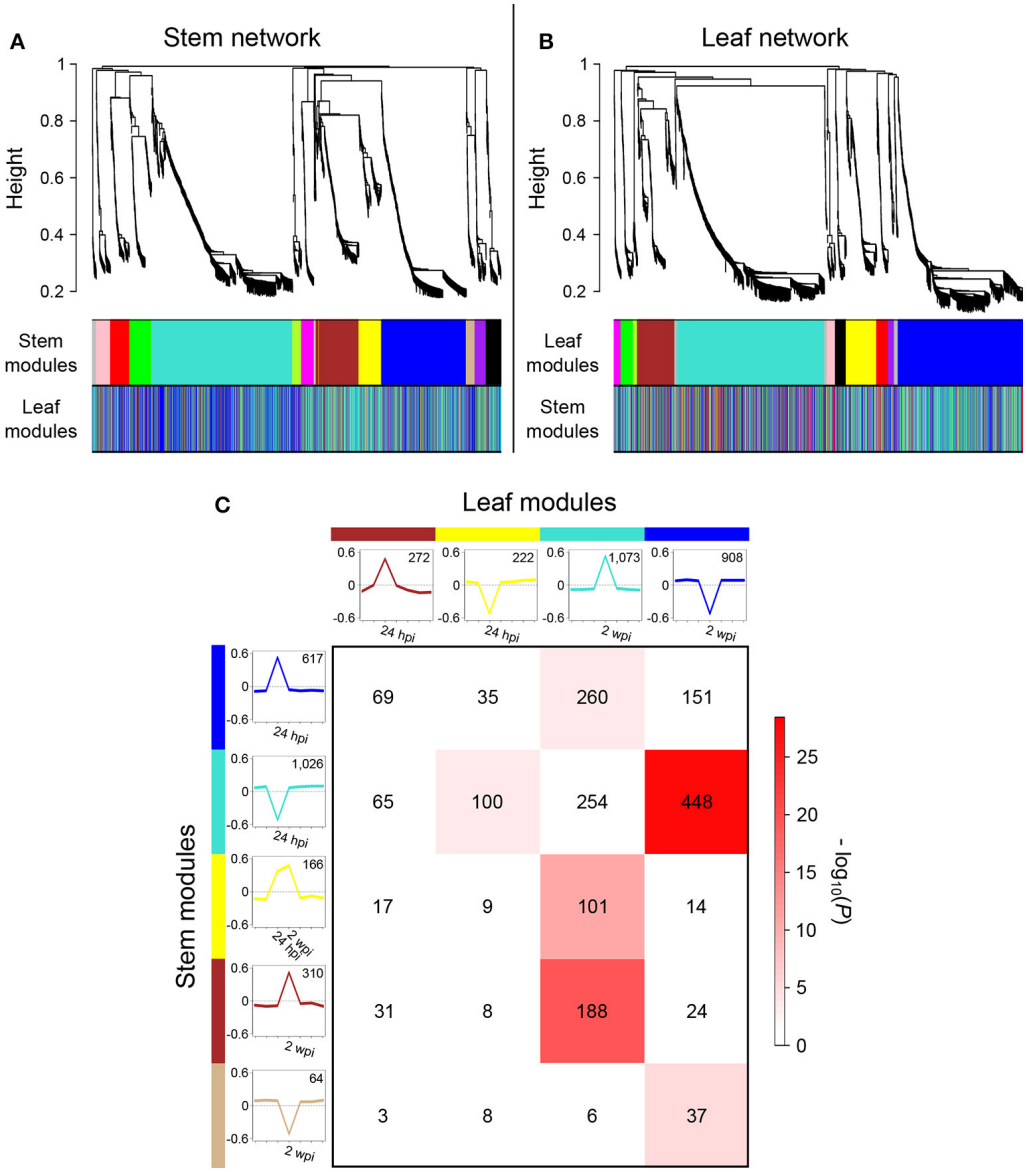
Comparison of stem and leaf co-expression networks. **(A)** Hierarchical clustering tree (dendrogram) of genes based on stem network. Each short vertical line corresponds to one gene. The colored rows below the dendrogram indicate module membership in the stem modules and in the leaf network. **(B)** Hierarchical clustering tree of genes based on the leaf network. The color rows below the dendrogram indicate module membership in the leaf modules and in the stem network. **(C)** Cross-tabulation of stem (rows) and leaf modules (columns) showing a transcriptional modulation at 24 hpi and 2 wpi. Each row and column is represented by the corresponding module color. In the table, numbers give counts of genes in the intersection of the corresponding row and column module. The table is color-coded by -log*(P*), the Fisher exact test *P*-value, according to the color legend on the right. For each module, the eigengene expression profile is color-coded with the corresponding module color and the module size is indicated. The eigengene can be interpreted as a weighted average gene expression profile (Langfelder et al., 2011).

**Table 1:** Enriched functional categories (*P* ≤ 0.01) in the five largest overlaps between modules of co-expressed genes in stem and leaves during *N. parvum* infection.

**Module overlap**	**Modulation**		**Functional category**	**Gene number**			***P*-value**
**Stem-Leaf (n°)**	**Stem**	**Leaf**		**Stem**	**Leaf**	**Overlap**	
Turquoise-Yellow (100)	↓ 24 hpi	↓ 24 hpi	Photosynthesis-Antenna proteins	8	6	6	4.42E-11
			Photosynthesis-Reaction center pigment biosynthesis	3	3	2	5.94E-04
			Plant photosystem I supercomplex	7	7	6	8.69E-09
			Chlorophyll biosynthesis	3	3	2	1.12E-03
			Thylakoid targeting pathway	9	5	5	7.77E-07
			HSP-mediated protein folding	29	18	11	2.45E-12
			Protein processing in endoplasmic reticulum	21	10	6	1.03E-04
			Circadian clock signaling	5	3	3	2.46E-03
			Nudix hydrolase family	2	2	2	3.66E-03
			Inward rectifier K+ channel	2	1	1	9.98E-03
Brown-Turquoise (188)	↑ 2 wpi	↑ 2 wpi	Xyloglucan modification	15	13	9	5.82E-12
			Peroxisome organization and biogenesis	7	9	6	6.75E-06
			Glyoxylate and dicarboxylate metabolism	5	11	4	1.35E-03
			Glutathione metabolism	6	13	5	2.06E-03
			Cytochrome P450 oxidoreductase	7	13	6	9.89E-03
			Virus stress response	2	2	2	6.24E-03
			ERF subfamily transcription factor	3	6	3	5.28E-03
			Carbon fixation	6	9	4	5.68E-03
Blue-Turquoise (260)	↑ 24 hpi	↑ 2 wpi	Protein kinase	53	85	31	7.26E-06
			Calcium sensors and signaling	17	25	13	2.19E-05
			Salicylic acid-mediated signaling pathway	5	3	3	2.20E-05
			Jasmonate-mediated signaling pathway	10	9	4	6.47E-03
			WRKY family transcription factor	7	12	5	2.04E-04
			Plant-pathogen interaction	12	18	9	1.95E-03
			Cell death	4	8	3	7.90E-03
			Sugar transport	7	8	6	2.30E-04
Turquoise-Blue (448)	↓ 24 hpi	↓ 2 wpi	ABA-responsive	3	3	3	2.61E-04
			Cell wall organization and biogenesis	6	5	5	1.05E-03
			Cell growth and death	27	36	25	9.91E-12
			Regulation of cell cycle	18	22	17	2.85E-11
			Chromatin assembly	7	13	6	2.30E-04
			Cytoskeleton organization and biogenesis	4	4	4	1.60E-03
			Microtubule-driven movement	13	12	9	2.79E-05
			Myosin-driven movement	3	3	3	1.21E-03
			Beta-1,3 glucan catabolism	8	11	7	1.05E-03
			AUX/IAA family transcription factor	3	4	3	3.57E-03
			HMG family transcription factor	5	4	3	1.73E-03
			C2C2-DOF family transcription factor	3	3	3	5.98E-03
			Starch and sucrose metabolism	15	15	10	4.14E-03
			Phagosome	7	8	6	5.73E-03
Yellow-Turquoise (101)	↑ 24 hpi - 2 wpi	↑ 2 wpi	Protein kinase	21	85	15	1.48E-04
			Ethylene-mediated signaling pathway	7	18	5	1.55E-03
			Cell death	3	8	3	5.41E-04
			Starch and sucrose metabolism	4	13	4	9.72E-03
			Trehalose metabolism	2	5	2	3.21E-03
			P-type ATPase phospholipid transporting	2	2	2	7.26E-04

We also observed overlap between stem and leaf co-expression modules with similar temporal expression patterns in the two organs, such as the stem “turquoise” and leaf “yellow” modules (100 genes down-regulated at 24 hpi) and the stem “brown” and leaf “turquoise” modules (188 genes presenting an overexpression at 2 wpi). Shared genes in the stem “turquoise” and leaf “yellow” modules included 11 genes belonging to five significantly enriched photosynthesis-related FCTs and 11 others to “HSP-mediated protein folding” overrepresented FCT. Photosynthesis-associated genes have been reported to be down-regulated in plants upon challenge by both virulent and avirulent pathogens (Rojas et al., 2014), as well as in leaves of Esca-affected vines, preceding and following the appearance of foliar symptoms (Letousey et al., 2010; Magnin-Robert et al., 2011). The “Xyloglucan modification” FCT was significantly overrepresented in the genes shared by the stem “brown” and leaf “turquoise” modules. This category contained nine xyloglucan endotransglycosylase/hydrolase genes, including a genomic cluster of five adjacent genes, suggesting a possible co-regulation of these genes in response to infection. The “Peroxisome organization and biogenesis” FCT was also significantly enriched, including two catalase genes, the glycolate oxidase gene *VvGOX* (*VIT_10s0003g03830*), a xanthine dehydrogenase/oxidase and two acyl-CoA oxidase genes, as well as the “Gluthatione metabolism” with four gluthatione *S*-transferase genes, suggesting that both production and scavenging of ROS was modulated in response to *N. parvum* at 2 wpi in the two organs. 

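At 2 wpi, VvGOX had 91.5 ± 2.91 CPM in IW and 43.9 ± 3.30 CPM in NINW stems (SD, n = 3; log2 fold change 1.06, standard error 0.154, edgeR adjusted p = 0.00516). In leaves, where its counts were higher, it had 1418 ± 273 CPM in IW and 1020.0 ± 36.8 CPM in NINW (SD, n = 3; log2 fold change 0.48, standard error 0.133, edgeR adjusted p = 0.0201). The leaf call was lost without IW replicate 1 (0.0567), NINW replicate 1 (0.0594) and NINW replicate 2 (0.0797), and in the fits over all 63 libraries with edgeR (adjusted p = 0.156) and DESeq2 (0.131; lowest over the alternatives 0.00435).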

Gene expression trends of stems and leaves at 24 hpi and 2 wpi in the five largest module overlaps were confirmed by RT-qPCR (*R* = 0.94; *P* < 10^−8^; Figure S5).

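Some genes measured by RT-qPCR can be followed in the counts. SNG (VIT_19s0090g00330) was counted at low levels, with 1.86 ± 0.190 CPM in IW and 0.171 ± 0.0812 CPM in NINW stems at 24 hpi (SD, n = 3; log2 fold change 3.36, standard error 0.898, edgeR adjusted p = 0.0279). The stem call for SNG was lost without IW replicate 1 (0.0647), IW replicate 3 (0.0808), NINW replicate 1 (0.0908), NINW replicate 2 (0.0684) and NINW replicate 3 (0.0945). SNG was also higher in IW leaves at 2 wpi (log2 fold change 2.04, standard error 0.396, edgeR adjusted p = 0.00305). Un1 (VIT_01s0010g00060) was up-regulated at 2 wpi in stems (log2 fold change 1.35, standard error 0.209, edgeR adjusted p = 0.00661) and in leaves (log2 fold change 1.47, standard error 0.191, edgeR adjusted p = 2.60e-04). In leaves it became a wound gene in both fits over all 63 libraries and without IW replicate 1 (0.0331), IW replicate 3 (0.0383) and NIW replicate 1 (0.00434), the adjusted p of NIW vs. NINW in parentheses. REV1 (VIT_04s0079g00410) was down-regulated at 24 hpi in stems (log2 fold change -1.99, standard error 0.535, edgeR adjusted p = 0.0282) and in leaves (log2 fold change -1.67, standard error 0.327, edgeR adjusted p = 0.00901), and up-regulated at 2 wpi in leaves (log2 fold change 1.97, standard error 0.450, edgeR adjusted p = 0.00729). Its stem call was lost without IW replicate 1 (0.102), IW replicate 3 (0.106), NINW replicate 1 (0.0840), NINW replicate 2 (0.0590) and NINW replicate 3 (0.0585). VvMYB14 (VIT_07s0005g03340) had 337 ± 42.8 CPM in IW, 130.2 ± 64.5 in NIW and 21.2 ± 6.81 in NINW stems at 24 hpi (SD, n = 3; log2 fold change 3.99, standard error 0.372, edgeR adjusted p = 4.53e-04). It was left out there as a wound gene, with an edgeR adjusted p of 0.0120 in NIW vs. NINW and 0.0508 in IW vs. NIW. DESeq2, in either fit, edgeR with DESeq2's size factors, and edgeR without a low-count filter called IW vs. NIW, as did fits without IW replicate 2 (0.0485) and NIW replicate 3 (0.0115). NIW vs. NINW was not called without NINW replicate 1 (0.0865) and NINW replicate 3 (0.0586). At 2 wpi VvMYB14 was up-regulated in stems (log2 fold change 4.30, standard error 0.595, edgeR adjusted p = 0.00443) and leaves (log2 fold change 1.81, standard error 0.355, edgeR adjusted p = 0.00324). It was not called in leaves at 24 hpi (log2 fold change 0.95, edgeR adjusted p = 0.100) except without NINW replicate 3 (0.0115) and with DESeq2 (0.0495; highest over the alternatives 0.208). Stem minus leaf at 24 hpi was 2.96 (standard error 0.501, edgeR adjusted p = 0.00137).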

### Co-expression module topology and promoter motif analysis of the five largest module overlaps between local and distal responses

We analyzed the topology of the two co-expression gene networks to identify the transcription factor (TF) families that are potentially involved in the regulation of the responses to *N. parvum* in the two organs. Because intramodular hubs potentially include major transcriptional regulators of the co-expressed gene modules they belong to Ma et al. (2013), we focused on TFs that are highly connected. The two weighted networks were converted into two unweighted networks preserving all connections with a topological overlap mapping metric (TOM) > 0.1 (Data S4). Among the highly-connected genes (top 5%), 34 and 32 TF-encoding genes were found in the stem and leaf networks, respectively (Data S4). Stem and leaf hubs contained genes belonging to 10 common TF families, such as the bHLH (basic Helix-Loop-Helix), MYB (myeloblastosis), AP2/EREBP (APETALA 2/ethylene response element binding protein), WRKY, NAC [no apical meristem (NAM), ATAF1/2, cup-shaped cotyledon2 (CUC2)], and HALZ (homeobox-leucine zipper) gene families. 

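VIT_02s0025g02590, a gene of the homeobox-leucine zipper family, fell at 24 hpi from 64.4 ± 10.8 to 21.3 ± 3.54 CPM in stems (SD, n = 3; log2 fold change -1.60, standard error 0.224, edgeR adjusted p = 0.00212). In leaves at 24 hpi it fell from 14.9 ± 5.68 to 2.87 ± 1.12 CPM (SD, n = 3; log2 fold change -2.41, standard error 0.333, edgeR adjusted p = 0.00122). Both calls were made in all 9 fits that left out one library and under the 6 other settings, with an adjusted p of at most 0.0206 in stems and 0.0202 in leaves. At 2 wpi the gene was higher in IW leaves, at 5.11 ± 6.19 against 0.580 ± 0.0275 CPM (SD, n = 3; log2 fold change 3.14, standard error 0.844, edgeR adjusted p = 0.0169). The call at 2 wpi was lost without NINW replicate 1 (0.0595), NINW replicate 2 (0.0600) and NINW replicate 3 (0.0525), and without IW replicate 1 the log2 fold change was 1.39 and the gene counted as a wound gene.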

The HALZ gene *VIT_02s0025g02590* was found among both stem “turquoise” and leaf “yellow” hubs, as well as in the corresponding module overlap, suggesting a potential regulatory role of this gene in the down-regulation of the other 99 genes in both tissues at 24 hpi. Genes encoding members of 12 other TF families were found among the stem hubs, including B3, bZIP (basic leucine zipper), GATA, and C3H zinc fingers. The TCP (TEOSINTE BRANCHED 1, CYCLOIDEA, and PCF1), HSF (heat stress factor), LIM, and bromodomain TF family genes were found among leaf hubs. 

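VvWRKY33 (VIT_06s0004g07500) rose in leaves at 2 wpi from 18.5 ± 6.85 to 134 ± 25.3 CPM (SD, n = 3; log2 fold change 2.85, standard error 0.257, edgeR adjusted p = 3.87e-05). In stems at 24 hpi it rose from 62.9 ± 9.18 to 365 ± 72.3 CPM (SD, n = 3; log2 fold change 2.54, standard error 0.383, edgeR adjusted p = 0.00273). The rise over NINW was called in every fit that left out one library, but the exclusion of wound genes changed. In leaves at 2 wpi IW vs. NIW was not called without IW replicate 1 (0.0623), IW replicate 2 (0.0546), NIW replicate 1 (0.0858) and NIW replicate 2 (0.0673), nor in the fits over all 63 libraries. In stems at 24 hpi VvWRKY33 counted as a wound gene without NIW replicate 1 (0.0401), the edgeR adjusted p of NIW vs. NINW, with DESeq2, and in the fits over all 63 libraries. In leaves at 24 hpi it was not called (log2 fold change -0.11, edgeR adjusted p = 0.759), and stem minus leaf was 2.57 at that time point (standard error 0.425, edgeR adjusted p = 0.00116).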

Interestingly, the hubs of the leaf “turquoise” module included *VvWRKY33* (*VIT_06s0004g07500*), which was previously shown to be induced in grape leaves by both downy mildew and dehydration stress (Merz et al., 2015; Hopper et al., 2016), as well as in grape flowers by *Botrytis cinerea* (Haile et al., 2017).

We also explored the possibility that co-expressed genes in both organs, either modulated at a similar or a different time point, are regulated by common transcriptional regulators. Using the MEME motif discovery analysis (Bailey et al., 2009), we first identified recurrent DNA motifs in the promoter regions (up to 1 and 5 kb upstream of the coding sequence) of the genes belonging to the each of the five largest module overlaps. Shared motifs were then compared to known plant TF-binding motifs from the PlantTFDB v4.0 database (Jin et al., 2017; Data S5). TF-binding motif families shared by all the genes of each module overlap are provided in Data S5 Table D. Common TF-binding motifs to all genes belonging to each module overlap were found among both 1 and 5 kb upstream regions except for the genes belonging to the overlap between the stem “turquoise” and leaf “blue” modules that did not present any common annotated motif in their 1 kb upstream region. Among these common motifs, we found motifs corresponding to several TF families, such as AP2, ERF, MYB, NAC, GRAS, and zinc fingers. These results suggest that genes co-expressed, synchronously or asynchronously, in both organs might be co-regulated by common transcriptional regulators.

## Discussion

### *N. parvum* infection triggers major transcriptomic reprogramming in both stems and leaves in an asynchronous way

In this study, we show that grapevine stems and leaves undergo major transcriptional reprogramming in response to *N. parvum* infection (Figure 3B). 

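At 24 hpi, N. parvum transcripts received 981 ± 268 CPM of all counted reads in IW stems, 33.0 ± 5.00 in NIW stems and 16.9 ± 4.95 in NINW stems (SD, n = 3 each). The lowest IW stem had 741 CPM and the highest uninoculated stem 36.8.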

Mapping on the combined reference transcriptome confirmed that *N. parvum* was present and transcriptionally active in stem samples, indicating that the local response at 24 hpi is the result of a direct interaction between the pathogen and the grapevine stem cells and tissues. Not surprisingly, the negligible number of reads assigned to the fungal transcriptome confirmed that *N. parvum* does not colonize leaves. Therefore, the delayed responses observed in leaves are not due to direct interaction between the pathogen and the leaf cells and tissues. We can hypothesize that leaves “perceive” infection as a result of the damage caused to the stem, potentially as reduced water conductivity due to necrosis. Alternatively, leaf responses could be: (i) activated by the perception of plant endogenous molecules produced by or in response to fungal activity, (ii) caused by phytotoxic metabolites secreted by the pathogen at the point of infection and translocated to the leaves, and/or (iii) induced as part of SAR.

Leaf responses may be due to the production and/or accumulation of molecules resulting from tissue or cellular damage, named Damage-Associated Molecular Patterns (DAMPs), and their relocation. Plants can detect the presence of pathogens through the perception of endogenous molecules, such as pectin derived oligosaccharides (PDOs) released from the plant cell wall, polypeptides/peptides produced from larger precursor proteins, extracellular ATP, and High Mobility Group Box 1-related proteins (Choi and Klessig, 2016). PDOs are oligomers of α-1,4-linked galacturonosyl residues released from plant cell walls upon partial degradation of homogalacturonan backbone by either microbial polygalacturonases during infection (Cervone et al., 1989; Cantu et al., 2008) or endogenous polygalacturonases induced by mechanical damage (Orozco-Cardenas and Ryan, 1999). We have previously reported the up-regulation of two *N. parvum* pectate lyase-encoding genes at 24 hpi in woody stems (Massonnet et al., 2016). Pectate lyase activity may contribute to the accumulation of PDOs at the point of infection (An et al., 2005). In *Arabidopsis*, a member of the Wall-Associated Kinase (WAK) family has been identified as receptor of PDOs (Brutus et al., 2010). This perception triggers several defense responses, such as ROS accumulation through the activation of the NADPH oxidase AtRbohD, nitric oxide production, callose deposition, and MAPK-mediated activation of defense gene expression (Ferrari et al., 2013). In this study, the up-regulation of seven genes encoding WAKs at 2 wpi may suggest that leaves are perceiving PDOs released in the stem. The systemic spread of fungal phytotoxins may also contribute to the activation of leaf responses, as shown in soybean affected by “sudden death syndrome” (Navi and Yang, 2008) and as proposed by Mugnai et al. (1999) in grapevines with Esca. Transcriptome dynamics during infection suggested that *N. parvum* activates co-expressed clusters of genes involved in secondary metabolism at 2 wpi (Massonnet et al., 2016). The identification of the compound(s) synthesized and secreted by *N. parvum* at 2 wpi *in planta*, as well as the breakdown products of the plant and fungal cell walls, will help shed light on the role of toxins and DAMPs in the expression of disease symptoms in distal parts of the plant.

Leaf responses could also be due in part to SAR. In plants, distal tissues can activate defenses to a broad-spectrum of pathogens in response to local infection (Conrath, 2006). This phenomenon depends on an effective long-distance communication between plant organs, relying on the generation and transport of signals (Shah and Zeier, 2013; Gao et al., 2015). These signals lead to the production of antimicrobial compounds in distal tissues that protect the rest of the plant from secondary infections (Durrant and Dong, 2004). In *Arabidopsis*, the onset of SAR is dependent on the transcription cofactor NPR1 (Nonexpressor of PR genes) and its associated TFs, such as TGAs (Fu and Dong, 2013). 

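VvNPR1.1 (VIT_11s0016g01990) had 87.0 ± 12.7 CPM in IW and 54.0 ± 3.96 CPM in NINW stems at 24 hpi (SD, n = 3; log2 fold change 0.69, standard error 0.151, edgeR adjusted p = 0.0129), a call lost without IW replicate 1 (0.0509), IW replicate 3 (0.0558) and NINW replicate 1 (0.0543). In leaves at 24 hpi the gene was higher in all 3 IW libraries than in NINW, but not called (log2 fold change 0.52, standard error 0.175, edgeR adjusted p = 0.0982). Among the fits that left out one library, it was called there without NIW replicate 3 (0.0436). The changes in stems and leaves at 24 hpi were not shown to differ (stem minus leaf 0.10, standard error 0.235, edgeR adjusted p = 0.827). VvNPR1.1 was an infection DEG in leaves at 2 wpi (log2 fold change 0.42, standard error 0.0897, edgeR adjusted p = 0.00536), except in the fits over all 63 libraries with edgeR (adjusted p = 0.124) and DESeq2 (0.114; lowest over the alternatives 0.00198).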

In our study, *VvNPR1.1* (*VIT_11s0016g01990*; Le Henanff et al., 2011) was up-regulated at 24 hpi in stems and at both 24 hpi and 2 wpi in leaves, suggesting that the distal response could be associated with activation of SAR, which started at 24 hpi and was fully established by 2 wpi. Further experiments are necessary to establish if broad-spectrum defenses are activated in distal tissues in response to *N. parvum* infection. In addition, the up-regulation at 2 wpi of the two key TF-encoding genes previously characterized to be involved in biotic stresses in grape leaves *VvWRKY2* (*VIT_01s0011g00220*; Mzid et al., 2007) and *VvNAC1* (*VIT_08s0007g07670*; Le Henanff et al., 2013) suggests that the distal response to *N. parvum* infection consists of a combination of multiple stress responses.

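VvNAC1 had counts of 40, 8 and 6 in the 3 IW leaf libraries of 2 wpi, of 3, 1 and 1 in NIW and of 1, 0 and 3 in NINW. With so few counts the gene did not pass the low-count filter of edgeR and was not tested in the fit of these 9 libraries. It was an infection DEG in the 4 settings without this filter or with the filter applied to all 63 libraries, for example with DESeq2 (log2 fold change 3.69, adjusted p = 0.00522; range over these settings 0.00522 to 0.0419). In stems at 2 wpi it had 35.0 ± 43.2 CPM in IW and 3.57 ± 3.68 CPM in NINW (SD, n = 3; log2 fold change 3.23, standard error 0.998, edgeR adjusted p = 0.0879), with 2 of the 3 IW libraries above all NINW libraries. DESeq2 called it in stems (adjusted p = 0.0301), as did both fits over all 63 libraries and a fit without IW replicate 3 (0.0230), and the adjusted p lay between 0.00713 and 0.136 over the alternatives.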

### The temporal shift of the response was characterized by numerous co-expressed genes involved in several plant defense-related mechanisms

Co-expression network analysis showed that both local and distal responses involved the co-expression of common sets of genes differentially regulated at 24 hpi in stems and 2 wpi in leaves. These common, but asynchronous, transcriptomic rearrangements affected genes involved in both signal perception and transduction, as well as several downstream biological processes. The asynchronous co-induction of the alternative NAD(P)H dehydrogenase gene *VvaND1* and the alternative oxidase (AOX) gene *VvAOX23* in both tissues at 24 hpi in stems and at 2 wpi in leaves suggests that the two organs undergo oxidative stress at different time points after infection (Vanlerberghe, 2013). Alternative NAD(P)H dehydrogenases and AOXs are part of a non-phosphorylating respiratory pathway, the role of which is to prevent over-reduction of the mitochondrial respiratory chain and to help balance cellular redox levels in response to cellular stress (Van Aken et al., 2009). Several studies have shown that mitochondrial dysfunctions, often associated with oxidative stress, result in the induction of AOX at the transcript and protein level, thus making AOX a general marker of mitochondrial dysfunction and/or cellular oxidative stress (Vanlerberghe, 2013). At the cellular level, oxidative stress can cause damage to several biomolecules, such as lipids, proteins and DNA. These reactions can alter intrinsic membrane properties like fluidity, ion transport, loss of enzyme activity, protein cross-linking, inhibition of protein synthesis, DNA damage, and ultimately lead to cell death (Khan et al., 2017). In wood, oxidative stress might promote lignin polymerization in the apoplast, potentially as a defense mechanism against pathogen colonization (Vanholme et al., 2010). In leaves, processes associated with oxidative stress may contribute to leaf scorching and senescence (Sedigheh et al., 2011), symptoms we found in leaves of IW plants.

In addition, the significant overrepresentation of the FCTs “Regulation of the cell cycle” and “Microtubule organization and biogenesis” among the stem “blue”—leaf “turquoise” module overlap, corresponding to genes presenting a down-regulation at 24 hpi in stems and 2 wpi in leaves (stem “turquoise”—leaf “blue” module overlap), suggests an inhibition of cell proliferation in both organs in response to *N. parvum* colonization, while the enriched FCT “Cell wall organization and biogenesis” including the two α-expansin genes *VvEXPA6* (*VIT_06s0004g04860*) and *VvEXPA18* (*VIT_17s0053g00990*) indicate that also cell expansion is affected in diseased vines (Rose et al., 1997; Cosgrove, 2000). Both biotic and abiotic stresses are known to negatively affect plant growth through inhibition of the cell-cycle machinery (De Veylder et al., 2007). In addition, treatment with pathogen-derived molecules have been showed to trigger the down-regulation of some cell cycle-related genes (Suzuki et al., 2006; Kawaguchi et al., 2012). 

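VvEXPA6 fell from 233 ± 33.3 to 110.4 ± 3.66 CPM in stems at 24 hpi (SD, n = 3; log2 fold change -1.08, standard error 0.172, edgeR adjusted p = 0.00344). This call was lost in the fits over all 63 stem libraries with edgeR (adjusted p = 0.0831) and DESeq2 (0.0763; lowest over the alternatives 8.56e-07). In leaves at 2 wpi VvEXPA6 fell from 75.0 ± 3.50 to 23.2 ± 6.94 CPM (SD, n = 3; log2 fold change -1.70, standard error 0.198, edgeR adjusted p = 1.42e-04), and it counted as a wound gene only without NIW replicate 1 (0.0127). At 2 wpi it was not called in stems (log2 fold change -0.19, edgeR adjusted p = 0.661), and stem minus leaf was 1.55 (standard error 0.307, edgeR adjusted p = 0.00751). VvEXPA18 fell in stems at 24 hpi from 35.4 ± 14.7 to 9.89 ± 3.18 CPM (SD, n = 3; log2 fold change -1.83, standard error 0.521, edgeR adjusted p = 0.0346). Its stem call was lost without IW replicate 1 (0.0696), IW replicate 2 (0.0692), IW replicate 3 (0.125), NINW replicate 1 (0.119), NINW replicate 2 (0.0647) and NINW replicate 3 (0.0515). In leaves at 2 wpi VvEXPA18 was lower in IW (log2 fold change -1.89, standard error 0.171, edgeR adjusted p = 3.88e-05), but also in NIW leaves (edgeR adjusted p = 0.00309 against NINW and 0.0594 for IW vs. NIW), and was left out as a wound gene. It was an infection DEG there with DESeq2, in both fits over all 63 libraries, without a low-count filter, and without IW replicate 1 (0.0459) and NINW replicate 3 (0.0163), the edgeR adjusted p of IW vs. NIW in parentheses. In each fall all 3 IW libraries lay below the 3 NINW libraries.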

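The gene VIT_01s0011g05950 had 6.14 ± 1.90 CPM in IW and 2.25 ± 0.346 CPM in NINW stems at 24 hpi (SD, n = 3; log2 fold change 1.45, standard error 0.345, edgeR adjusted p = 0.0177). This call was lost without IW replicate 1 (0.0666), IW replicate 3 (0.0722), NINW replicate 1 (0.0527), NINW replicate 2 (0.0660) and NINW replicate 3 (0.0503). At 2 wpi in leaves it did not pass the low-count filter of edgeR. DESeq2 called it there (log2 fold change 2.97, adjusted p = 0.00423), as did edgeR without the filter and both fits over all 63 libraries (adjusted p between 0.00401 and 0.0206), and 7 of the 9 fits that left out one library, in which it passed the filter. VIT_05s0062g00790 was an infection DEG in stems at 24 hpi (log2 fold change 0.80, standard error 0.176, edgeR adjusted p = 0.0131), except without IW replicate 3 (0.0535), and in leaves at 2 wpi, with 58.4 ± 7.76 CPM in IW and 22.3 ± 1.45 CPM in NINW (SD, n = 3; log2 fold change 1.38, standard error 0.146, edgeR adjusted p = 7.79e-05). In stems at 2 wpi VIT_05s0062g00790 was not called (log2 fold change 0.12, edgeR adjusted p = 0.701), and stem minus leaf at 2 wpi was -1.23 (standard error 0.197, edgeR adjusted p = 0.00222).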

An extensive alteration of cell cycle in the infected vines is also supported by the significant enrichment in the “Cell death” FCT among the stem “blue”—leaf “turquoise” module overlap, which included two genes encoding proteins containing a membrane-attack complex/perforin (MACPF) domain (*VIT_01s0011g05950*; *VIT_05s0062g00790*). MACPF domains were reported to be negative regulators of the cell death programs and defense responses in *Arabidopsis* (Morita-Yamamuro et al., 2005; Noutoshi et al., 2006).

### Local-specific response during *N. parvum* infection

Differential gene expression analysis identified a greater number of DEGs in the stems compared to the leaves, suggesting a more intense response at the transcriptomic level at the point of infection than in distal tissue. This phenomenon has been also observed in other plant biotic interactions (Babst et al., 2009; Zhang et al., 2012; Ling et al., 2015). 

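Summed over the 7 time points, the infection DEGs came to 6865 in stems and 8417 in leaves. The leaf sum includes 973 genes of 0 hpi, where IW vs. NIW called no leaf gene. The sums were 13754 and 9629 with DESeq2, 12304 and 6531 in one edgeR fit over all 63 libraries of an organ, and 14100 and 7337 in such a fit with DESeq2. As with the number of different genes, edgeR on the 9 libraries of a time point gave more calls in leaves and these 3 settings gave more in stems.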

In our study the more intense transcriptional reprogramming in stem is likely due to the direct and continuous interaction between the stem and the pathogen during the experiment time course. The colonization of the woody tissue by *N. parvum* and consequent canker development is due to extensive decomposition of the plant cell walls, damage to the vascular tissue, and necrosis of the living cells in the organ (Rolshausen et al., 2008; Galarneau et al., 2016). Oxidative burst and release of ROS in the tissues attacked by the pathogen (Camejo et al., 2016) may explain the overexpression of more numerous genes involved in ROS scavenging in the stems compared to the leaves. This strong oxidative stress in the woody stem may be associated with the induction of the citric acid cycle at 24 hpi, suggested by the significant up-regulation of genes encoding proteins of the cycle (Mailloux et al., 2007; Avin-Wittenberg et al., 2012). Plant respiration is known to be stimulated during biotic stress (Bolton, 2009), as well as the up-regulation of citric acid cycle-associated genes (Less et al., 2011). The induction of these genes affects downstream defense responses, such as the generation of ROS and the activation of PR genes (Rojas et al., 2014).

Lignin and stilbene biosynthesis were among the pathways exclusively activated in the stem. Increased lignification of the tissue during the interaction may be interpreted as an attempt of the plant to reinforce and/or repair the plant cell walls affected by *N. parvum* colonization, thus limiting further spread of the pathogen (Smith et al., 2007; Miedes et al., 2014). Stilbene biosynthesis is also a widely deployed inducible defense mechanism in plants (Chong et al., 2009). Stilbenes act as antimicrobial compound and at the same time participate to scavenging the ROS that accumulate during the interaction with the pathogen (Teguo et al., 1998; Morales et al., 2000; Jeandet et al., 2002). In grapevine, the induction of STS genes and the accumulation of stilbene compounds have been reported in many studies focused on both biotic and abiotic stresses (Bézier et al., 2002; Wang et al., 2010; Malacarne et al., 2011; Vannozzi et al., 2012; Amrine K. C. H. et al., 2015). Stilbene accumulation was also found in grapevine trunks with Botryosphaeria dieback symptoms. The absence of an induction of stilbene biosynthesis in leaves during *N. parvum* infection confirmed previous observations in the same cultivar we used in this study, “Cabernet Sauvignon” (Bellée et al., 2016). The up-regulation of STS genes in leaves of “Merlot” and “Ugni-blanc” indicates that grapevine responses to *N. parvum* may be different in the different genetic backgrounds.

## Conclusions

This work begins to highlight the underlying complexity of the systemic responses to a trunk pathogen in grapevines. The identified responses in stems and leaves provide a first glimpse of the functions activated in the two organs and their temporal regulation. We cannot rule out that the patterns observed in this study are specific to “Cabernet Sauvignon.” Variability in susceptibility to trunk pathogens has been described (Bruez et al., 2013; Travadon et al., 2013; Murolo and Romanazzi, 2014). As similar studies are carried out in more genotypes, associations between level of tolerance/susceptibility to a trunk pathogen and gene expression can be determined. This information not only can help dissect the molecular bases of the interaction, but can also be incorporated in breeding programs that aim to reduce grape susceptibility to trunk pathogens. Our results suggest that leaves perceive pathogen colonization of the stem and activate responses that partially overlap with those activated at the site of infection. Topology analysis of each gene co-expression modules pointed out several highly-connected genes encoding transcriptional factors that are potentially involved in the regulation of their corresponding co-expression module members. Promoter motif analysis of the co-expressed genes modulated at different time points during *N. parvum* colonization suggests that an asynchronous co-regulation might be at the origin of the temporal shift of transcriptional reprogramming between the two organs. Understanding the signals that are responsible for the communication between different grapevine organs during infection will help shed light into the systemic signaling mechanisms in woody plants. The identification of molecular patterns that accumulate in leaves specifically in presence of trunk infection will enable early detection of trunk diseases and the timely removal of infected parts.

## Author contributions

KB and DC conceived the study. EG, DL, and KB carried out the plant experiment. RF performed the RNA extraction and RNAseq libraries. QS carried out the microscopy. CW performed the metabolite profiling assays and EG analyzed the generated results. MM carried out the computational analysis. SM and MM conducted the RT-qPCR experiments. MM and DC wrote the manuscript. All authors read and approved the final manuscript.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Neofusicoccum parvum Colonization of the Grapevine Woody Stem Triggers Asynchronous Host Responses at the Site of Infection and in the Leaves
**Source:** Front Plant Sci. 2017 Jun 28;8:1117. doi: 10.3389/fpls.2017.01117
**Supplement:** Supplementary file 10

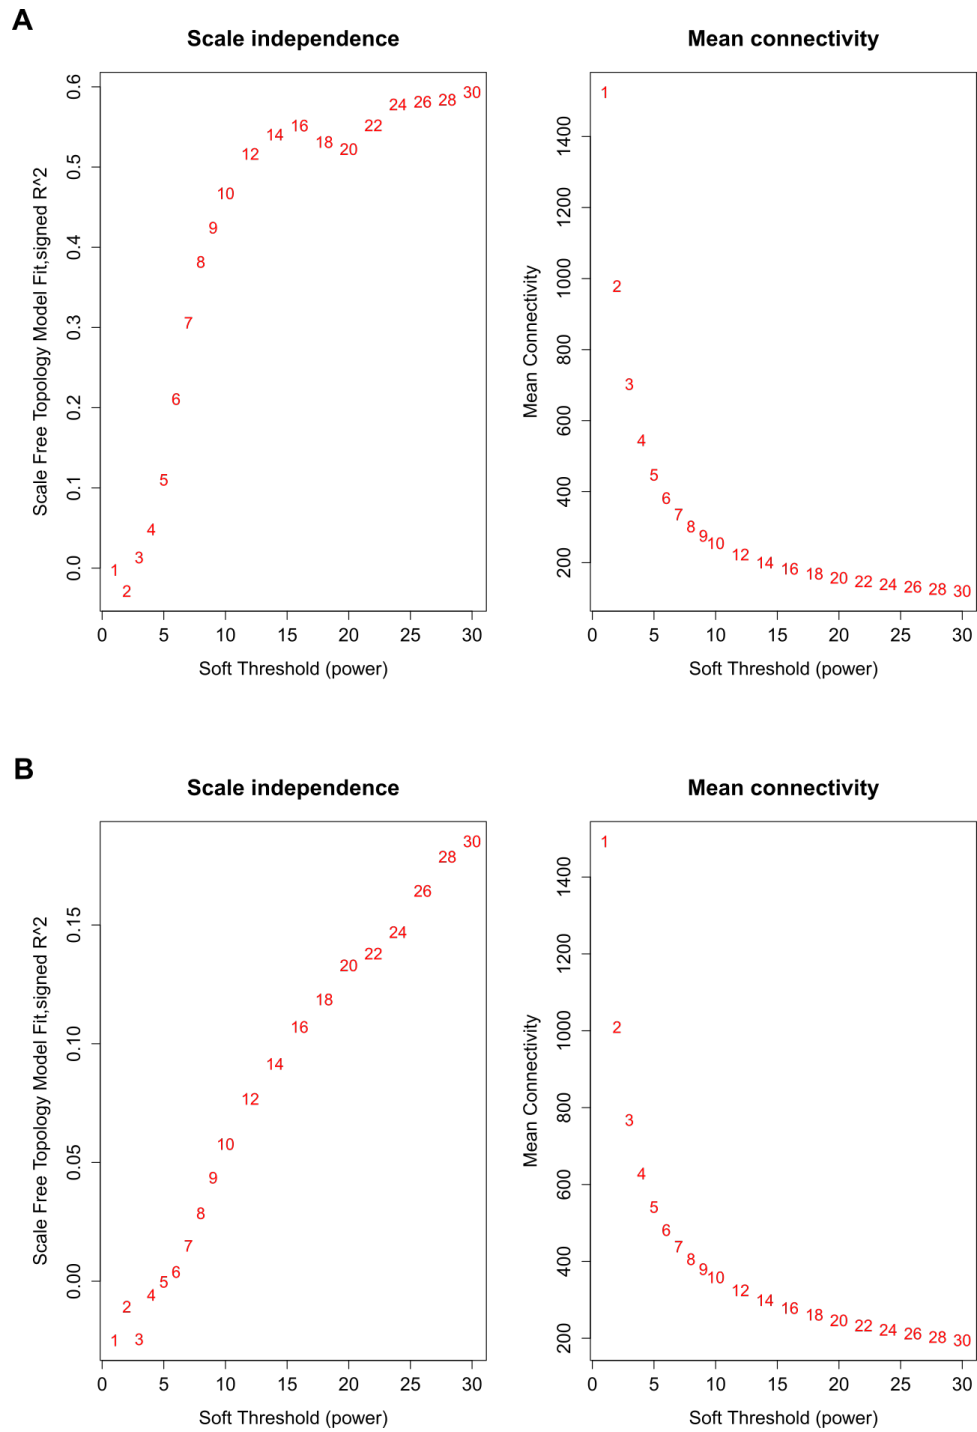

**Figure S1:** Analysis of network topology for various soft-thresholding powers among stem (**A**) and leaf (**B**) samples. The left panel shows the scale-free fit index (y-axis) as a function of the soft-thresholding power (x-axis). The right panel displays the mean connectivity (degree, y-axis) as a function of the soft-thresholding power (x-axis). This analysis was processed on the  $\log_2$ -FC values (IW/NINW) of the 2,978 DEGs shared by both local and distal responses at each time point.

# Supplementary material for: Neofusicoccum parvum Colonization of the Grapevine Woody Stem Triggers Asynchronous Host Responses at the Site of Infection and in the Leaves
**Source:** Front Plant Sci. 2017 Jun 28;8:1117. doi: 10.3389/fpls.2017.01117
**Supplement:** Supplementary file 11

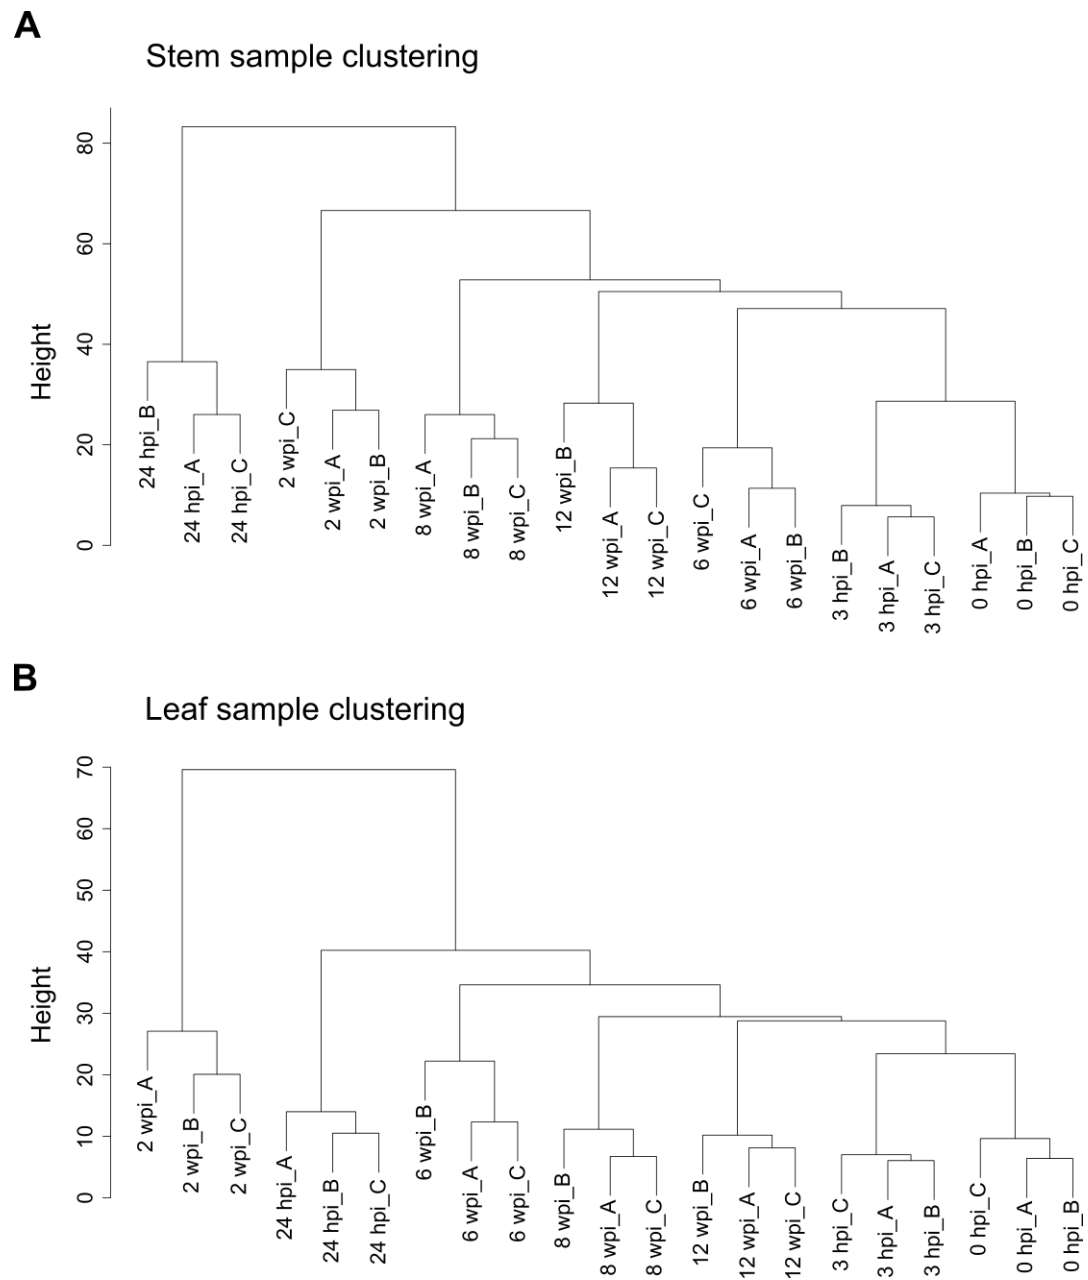

**Figure S2:** Clustering dendrograms of stem (**A**) and leaf (**B**) samples based on their Euclidean distance. This analysis was processed on the  $\log_2$ -FC values (IW/NINW) of the 2,978 DEGs shared by both local and distal responses at each time point.

# Supplementary material for: Neofusicoccum parvum Colonization of the Grapevine Woody Stem Triggers Asynchronous Host Responses at the Site of Infection and in the Leaves
**Source:** Front Plant Sci. 2017 Jun 28;8:1117. doi: 10.3389/fpls.2017.01117
**Supplement:** Supplementary file 12

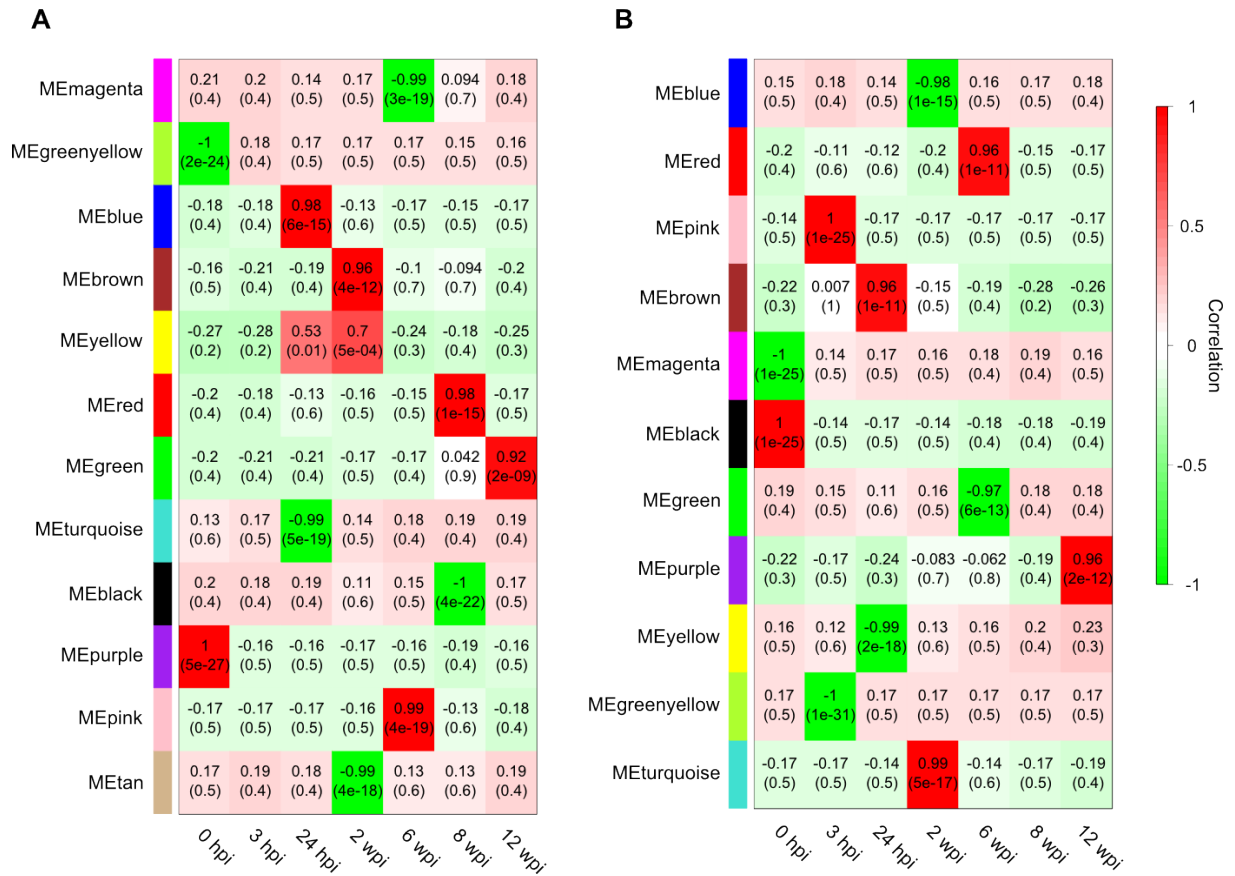

**Figure S3:** Module-trait (time point) associations in stem (A) and leaf (B) networks. Each row corresponds to a module eigengene and each column to a time point. Each cell contains the corresponding correlation and *P*-value. The table is color-coded by correlation according to the color legend.

# Supplementary material for: Neofusicoccum parvum Colonization of the Grapevine Woody Stem Triggers Asynchronous Host Responses at the Site of Infection and in the Leaves
**Source:** Front Plant Sci. 2017 Jun 28;8:1117. doi: 10.3389/fpls.2017.01117
**Supplement:** Supplementary file 13

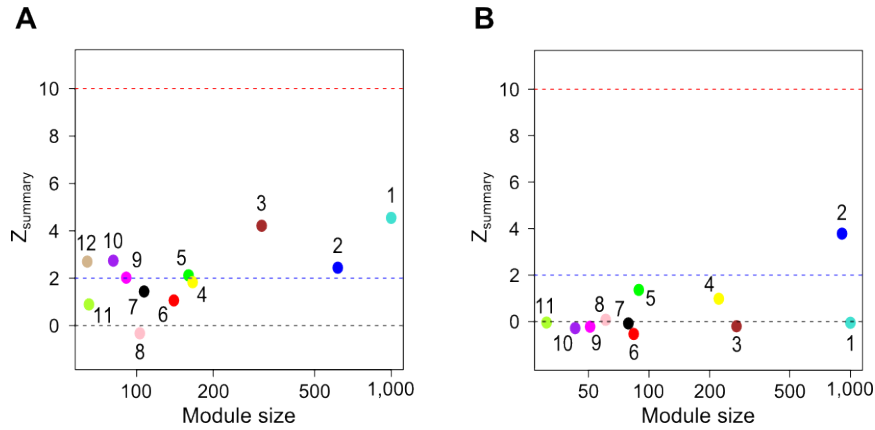

**Figure S4:** Composite preservation statistics of stem modules in leaf samples (A) and vice versa (B). The overall significance of the preservation statistics was assessed using  $Z_{\text{summary}}$  that combines multiple preservation statistics into a single overall measure of preservation (Langfelder *et al.*, 2011). According Langfelder *et al.* (2011), if  $Z_{\text{summary}} > 10$  there is strong evidence that the module is preserved; if  $2 < Z_{\text{summary}} < 10$  there is weak to moderate evidence of preservation; if  $Z_{\text{summary}} < 2$ , there is no evidence that the module is preserved. (A) The summary statistic  $Z_{\text{summary}}$  (y-axis) of stem modules as a function of the module size. Each point represents a module, labelled by color and a secondary numeric label (1=turquoise, 2=blue, 3=brown, 4=yellow, 5=green, 6=red, 7=black, 8=pink, 9=magenta, 10=purple, 11=greenyellow, 12=tan). (B) The summary statistic of leaf modules as a function of the module size. Each point represents a module, labelled by color and a secondary numeric label (1=turquoise, 2=blue, 3=brown, 4=yellow, 5=green, 6=red, 7=black, 8=pink, 9=magenta, 10=purple, 11=greenyellow). The dashed blue and red lines indicate the thresholds  $Z=2$  and  $Z=10$ , respectively.

# Supplementary material for: Neofusicoccum parvum Colonization of the Grapevine Woody Stem Triggers Asynchronous Host Responses at the Site of Infection and in the Leaves
**Source:** Front Plant Sci. 2017 Jun 28;8:1117. doi: 10.3389/fpls.2017.01117
**Supplement:** Supplementary file 14

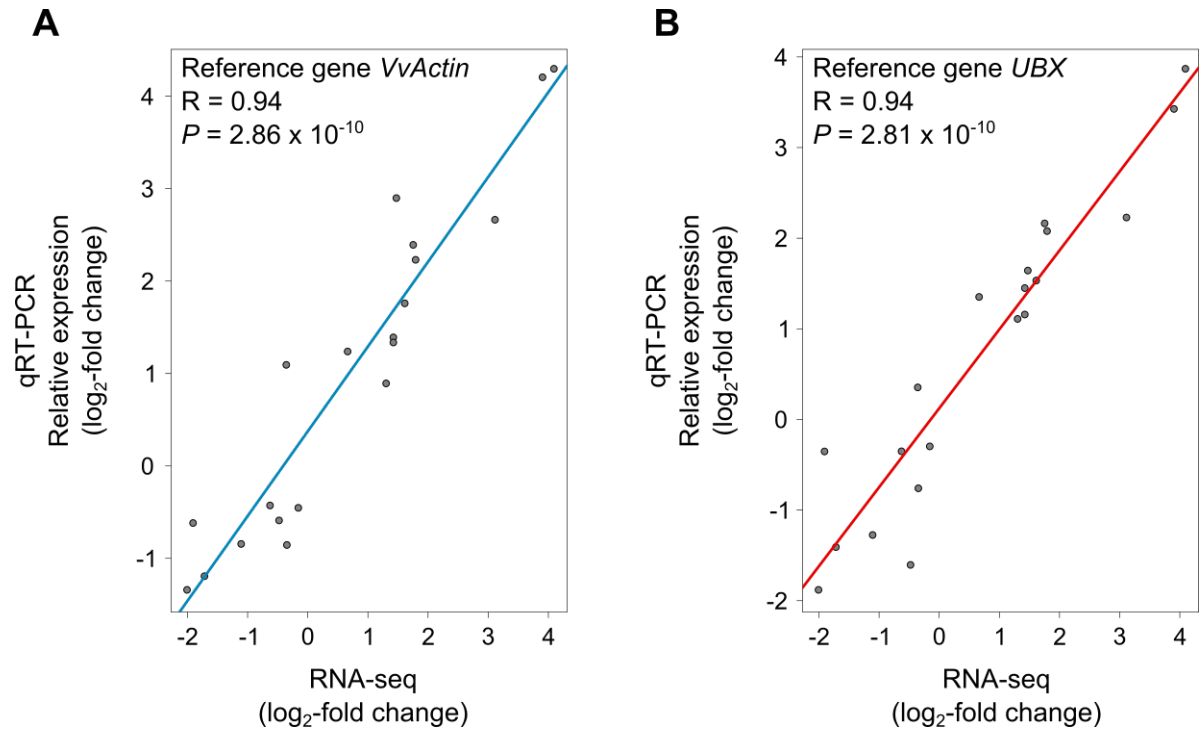

**Figure S5:** Scatterplots showing the correlation between the fold changes (log<sub>2</sub>) in expression obtained by RNAseq and the fold changes (log<sub>2</sub>) measured by qRT-PCR. Relative expression was calculated using *VvActin* (**A**) and a UBX-domain-containing protein gene (*UBX*) (**B**) as reference genes. Linear trends, correlation coefficient factors (R) and P-values are provided.

# Supplementary material for: Neofusicoccum parvum Colonization of the Grapevine Woody Stem Triggers Asynchronous Host Responses at the Site of Infection and in the Leaves
**Source:** Front Plant Sci. 2017 Jun 28;8:1117. doi: 10.3389/fpls.2017.01117
**Supplement:** Supplementary file 15

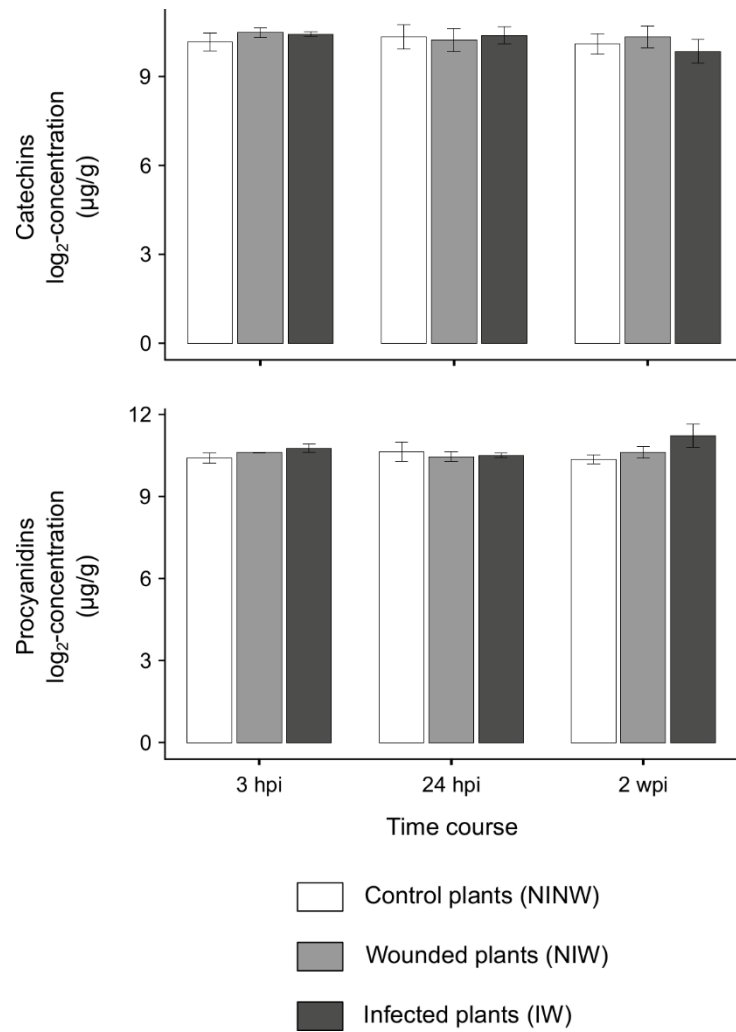

**Figure S6:** Catechins and procyanidins compounds concentration profiling in woody stems. Catechins and procyanidins concentrations in stems were determined at three time points post-inoculation by HPLC assays. Data are expressed as mean  $\pm$  standard deviation. ANOVA with Tukey's post hoc test was used to compare the log<sub>2</sub>-transformed concentrations between the three treatment conditions (IW, NIW, NINW) at each time point. Any comparison was considered statistically significant (adjusted  $P < 0.05$ ).

# Supplementary material for: Neofusicoccum parvum Colonization of the Grapevine Woody Stem Triggers Asynchronous Host Responses at the Site of Infection and in the Leaves
**Source:** Front Plant Sci. 2017 Jun 28;8:1117. doi: 10.3389/fpls.2017.01117
**Supplement:** Supplementary file 16

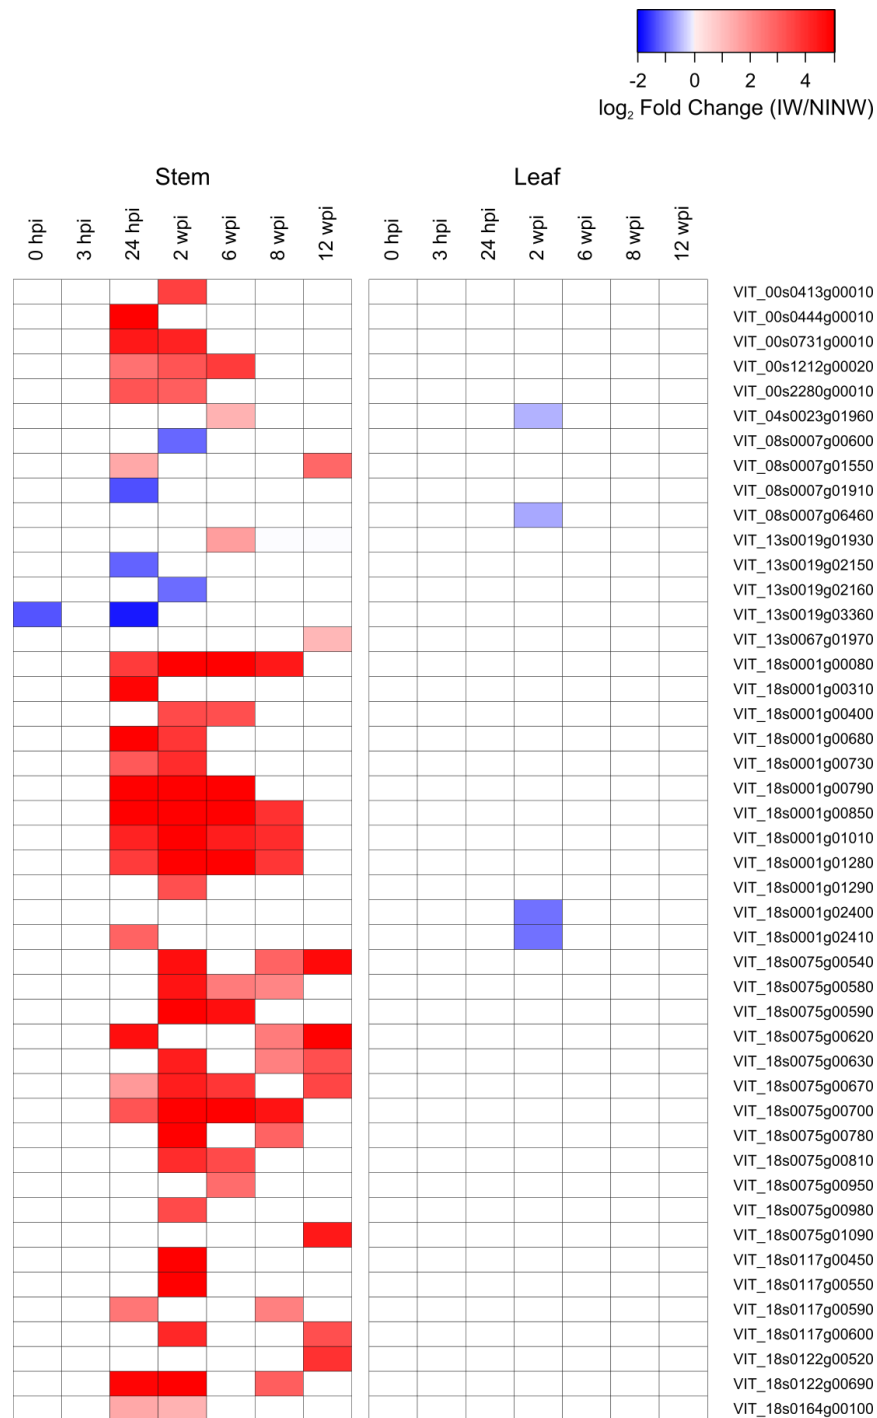

**Figure S7:** Heat map of the laccase-coding genes modulated during *N. parvum* colonization in woody stems.

# Supplementary material for: Neofusicoccum parvum Colonization of the Grapevine Woody Stem Triggers Asynchronous Host Responses at the Site of Infection and in the Leaves
**Source:** Front Plant Sci. 2017 Jun 28;8:1117. doi: 10.3389/fpls.2017.01117
**Supplement:** Supplementary file 17

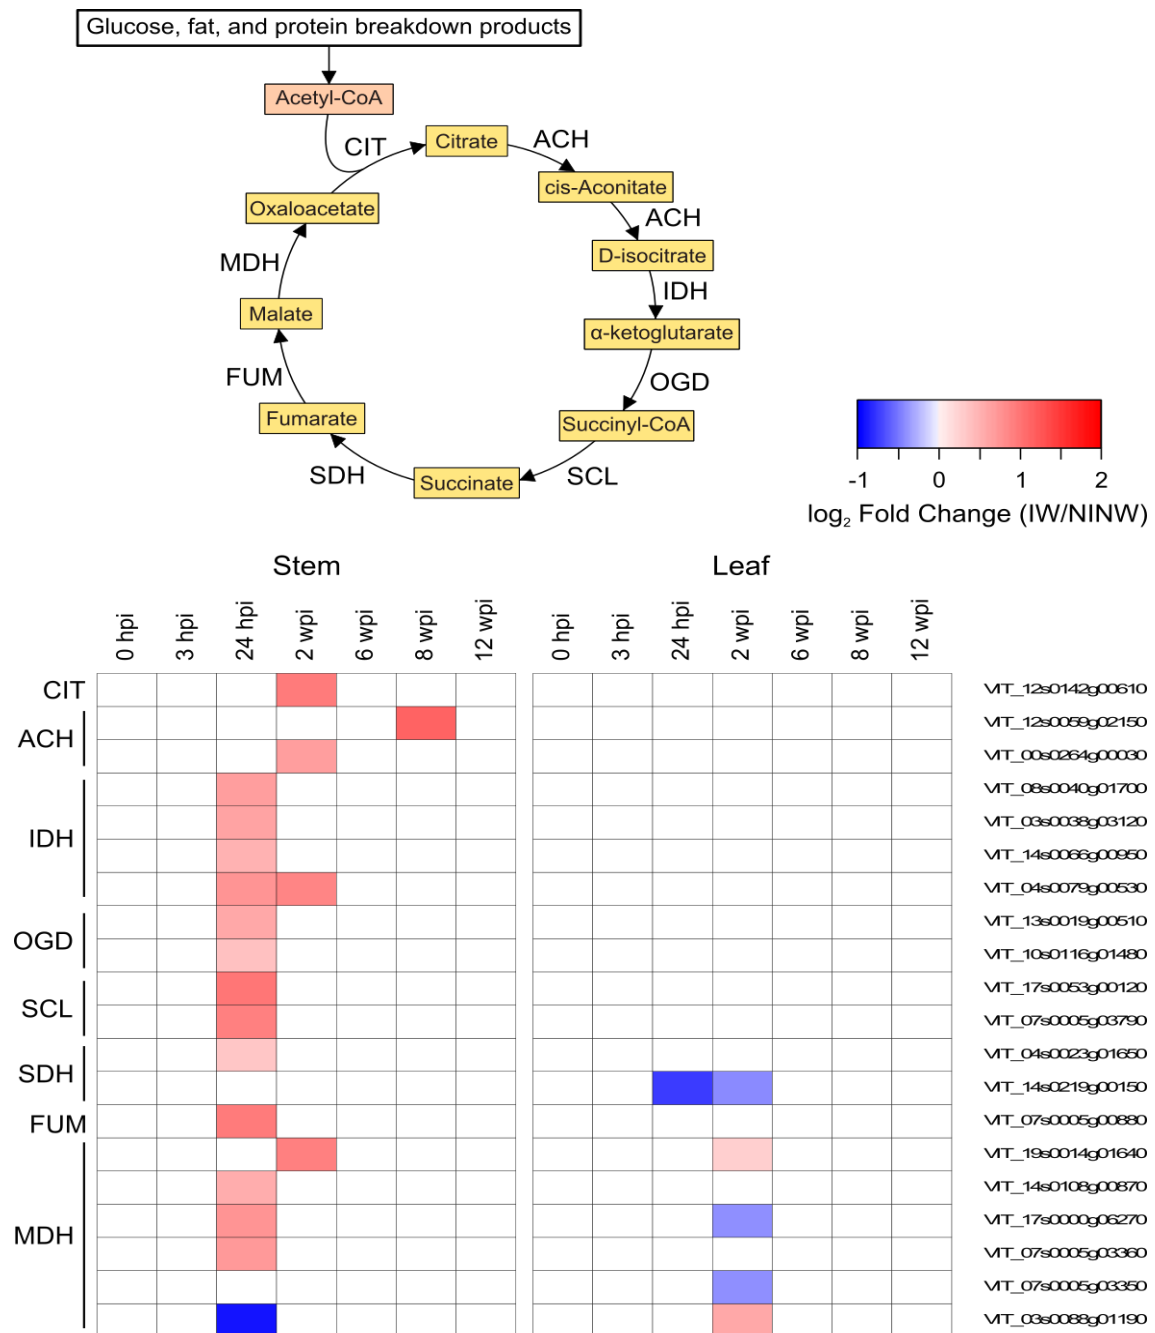

**Figure S8:** Heat map of the citric acid cycle-associated genes which expression was modulated during *N. parvum* infection. CIT, Citrate synthase; ACH, Aconitate hydratase; IDH, Isocitrate dehydrogenase; OGD, 2-oxoglutarate dehydrogenase; SCL, Succinyl-CoA ligase; SDH, Succinate dehydrogenase; FUM, Fumarate hydratase; MDH, Malate dehydrogenase.

# Supplementary material for: Neofusicoccum parvum Colonization of the Grapevine Woody Stem Triggers Asynchronous Host Responses at the Site of Infection and in the Leaves
**Source:** Front Plant Sci. 2017 Jun 28;8:1117. doi: 10.3389/fpls.2017.01117
**Supplement:** Supplementary file 18

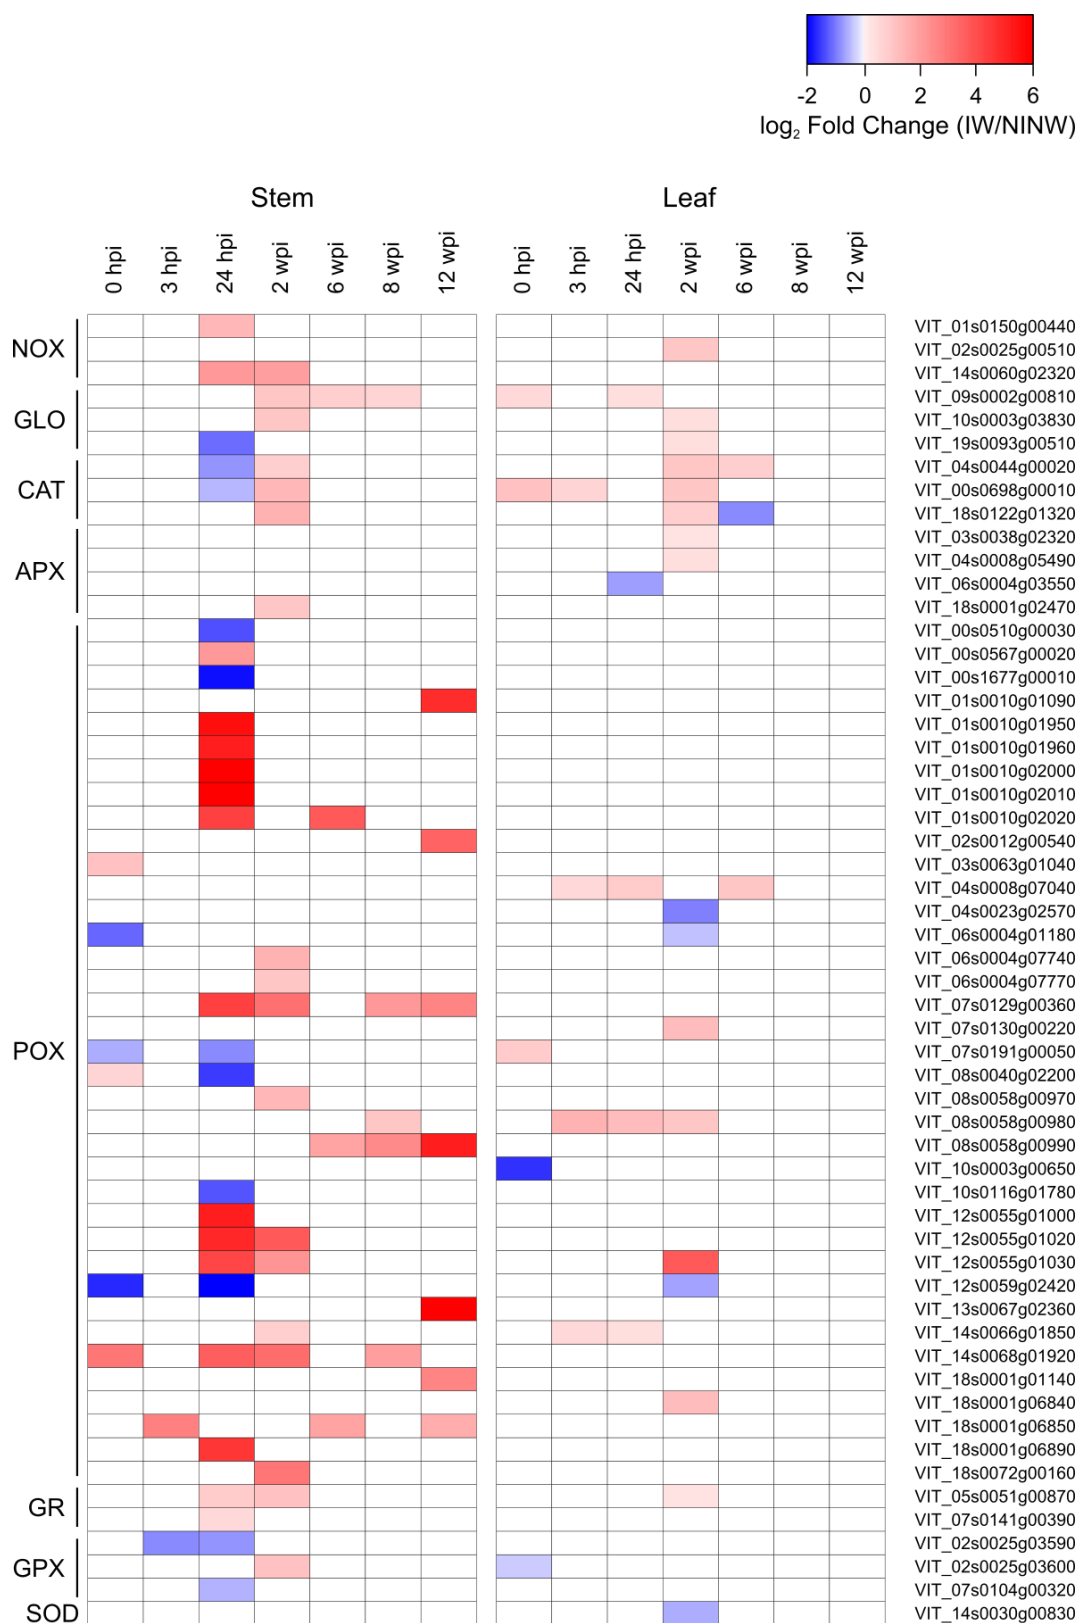

**Figure S9:** Heat map of ROS production- and scavenging-associated genes whose expression was modulated during *N. parvum* infection. NOX, NADPH oxidase; GLO, peroxisomal S-2-hydroxy-acid oxidase; CAT, Catalase; APX, L-ascorbate peroxidase; POX, Class III peroxidase; GR, Glutathione reductase; GPX, Glutathione peroxidase; SOD, Cu/Zn superoxide dismutase.

# Supplementary material for: Neofusicoccum parvum Colonization of the Grapevine Woody Stem Triggers Asynchronous Host Responses at the Site of Infection and in the Leaves
**Source:** Front Plant Sci. 2017 Jun 28;8:1117. doi: 10.3389/fpls.2017.01117
**Supplement:** Supplementary file 19

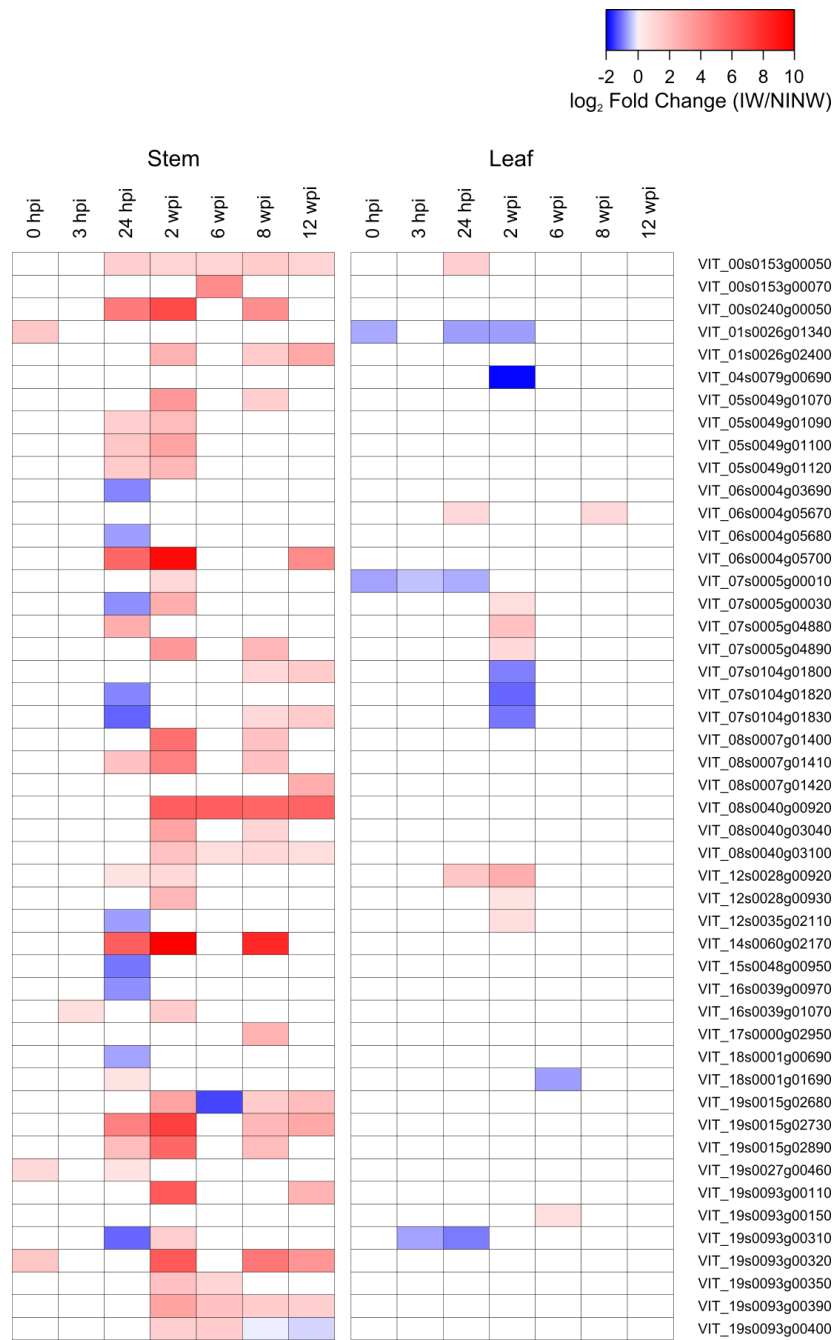

**Figure S10:** Heat map of the glutathione *S*-transferase (GST)-encoding genes identified as differentially expressed in response to *N. parvum* infection.

# Supplementary material for: Neofusicoccum parvum Colonization of the Grapevine Woody Stem Triggers Asynchronous Host Responses at the Site of Infection and in the Leaves
**Source:** Front Plant Sci. 2017 Jun 28;8:1117. doi: 10.3389/fpls.2017.01117
**Supplement:** Supplementary file 20

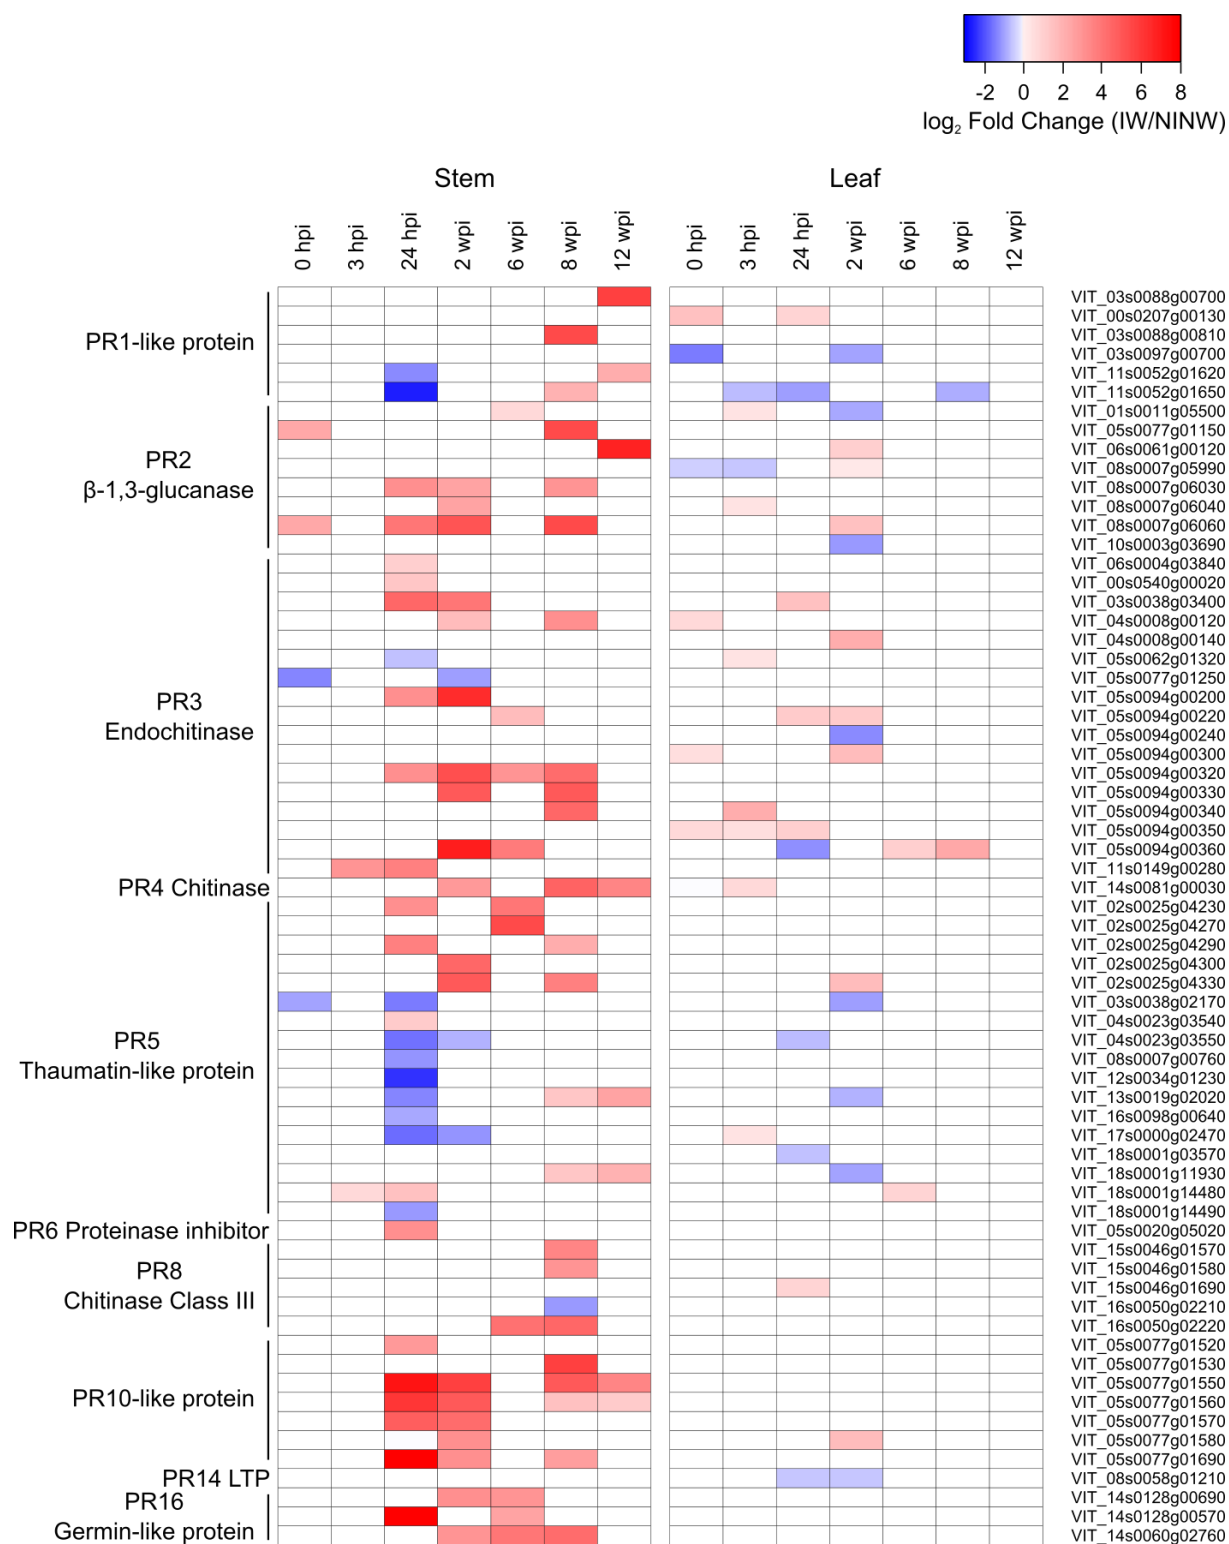

**Figure S11:** Heat map of the main pathogenesis-related (PR) protein-encoding genes differentially regulated in grapevine during *N. parvum* colonization. LTP, Lipid transfer protein.

# Supplementary material for: Neofusicoccum parvum Colonization of the Grapevine Woody Stem Triggers Asynchronous Host Responses at the Site of Infection and in the Leaves
**Source:** Front Plant Sci. 2017 Jun 28;8:1117. doi: 10.3389/fpls.2017.01117
**Supplement:** Supplementary file 21

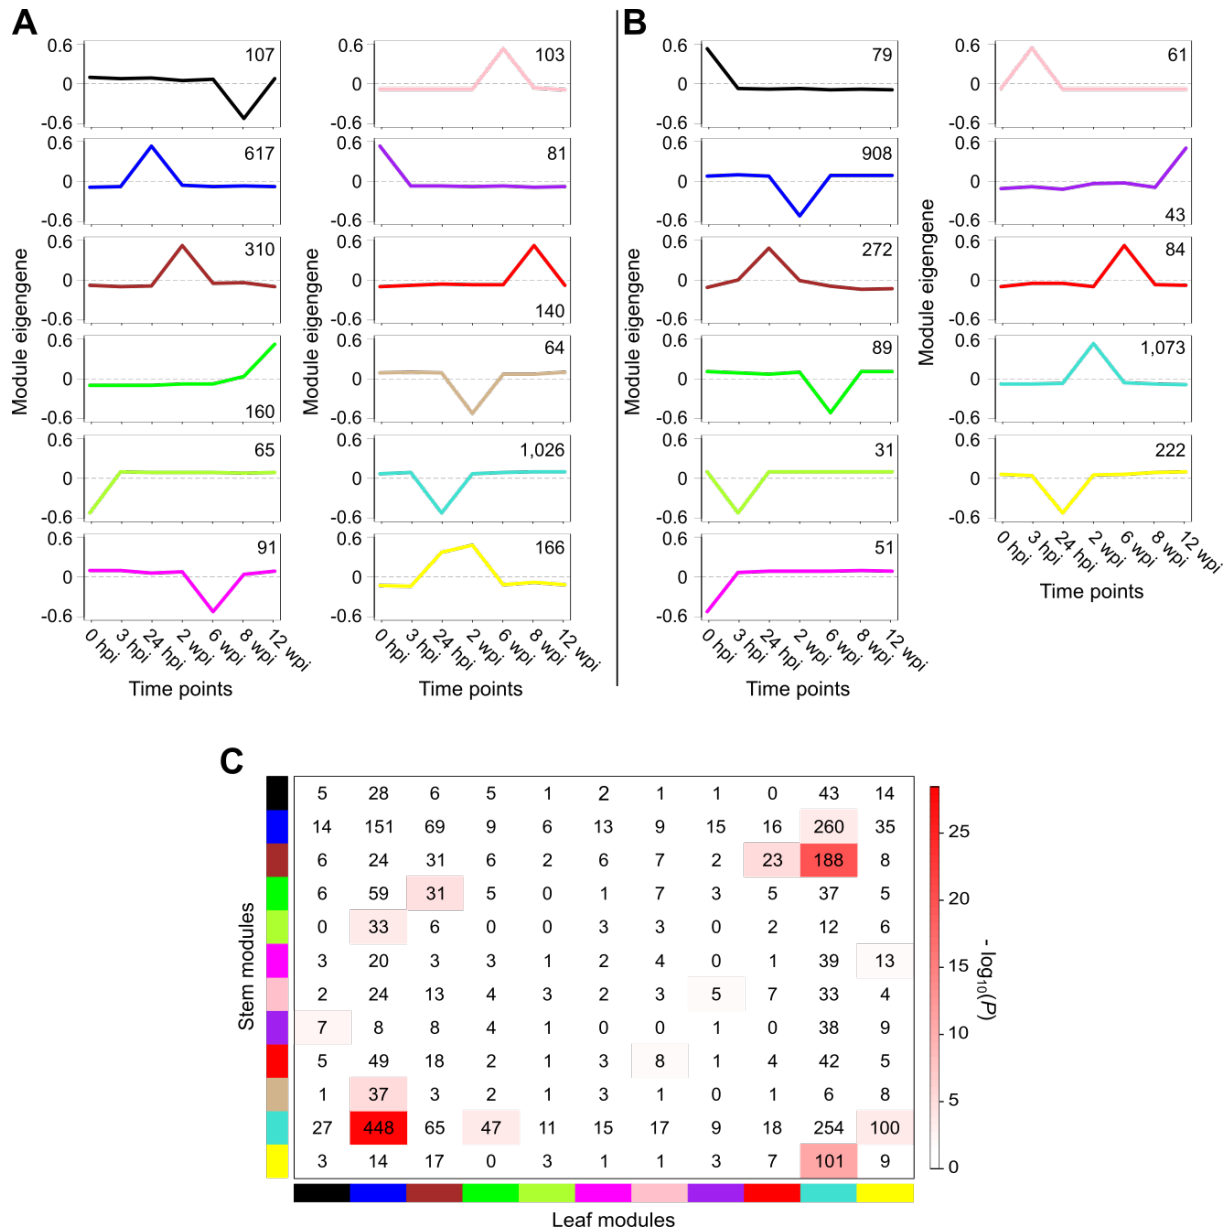

**Figure S12:** Comparison of stem and leaf co-expression modules. **(A)** Module eigengenes in stem network. **(B)** Module eigengenes in leaf network. The eigengene can be interpreted as a weighted average gene expression profile (Langfelder *et al.*, 2011). For each module, the eigengene expression profile is color-coded as the corresponding module color and the module size is indicated. **(C)** Cross-tabulation of stem (rows) and leaf modules (columns). Each row and column is represented by the corresponding module color. In the table, numbers give counts of genes in the intersection of the corresponding row and column module. The table is color-coded by  $-\log(P)$ , the Fisher exact test  $P$  value, according to the color legend on the right.

How the deposited data were processed for this re-analysis (not part of the article)

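RNA was sequenced from wood around the inoculation site (stem) and from distal leaves of plants that were inoculated and wounded (IW), wounded only (NIW) or neither (NINW), at 0, 3 and 24 hpi and at 2, 6, 8 and 12 wpi, with 3 replicates each. The authors trimmed single-end reads of 50 nucleotides with scythe and sickle, mapped them with Bowtie2 to the joined transcripts of N. parvum and of the grape reference PN40024, and counted reads per transcript with sam2counts. The values are the raw counts as deposited by the authors, with no normalization, and they were used here as they are. Each library's column was matched to its label, and its sums of grape and of N. parvum counts were checked against Table S1. Libraries, not plants of a pool, are the units of every test.

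Stem libraries held a median of 11580709 counts (5081751 to 16110087) and leaf libraries 14713704 (11302842 to 20157044). The lowest number of grape counts was 4650292, in an IW stem rich in N. parvum. N. parvum counts stayed out of the library sizes of grape tests. With 3 libraries per group, small changes in genes with few counts are missed.

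For each organ and time point, the 9 libraries were fitted with edgeR 4.0.16 in R 4.3.3 (quasi-likelihood tests, TMM normalization, low-count filter filterByExpr with a minimum count of 10, a minimum total count of 15 and a minimum proportion of 0.7). The contrasts IW vs. NINW, NIW vs. NINW and IW vs. NIW were tested, with p adjusted by Benjamini and Hochberg over the genes of a contrast and a threshold of 0.05. Infection DEGs are genes called in IW vs. NINW, without those also called in NIW vs. NINW and not in IW vs. NIW (wound genes). A gene that the filter removes is not tested. CPM values printed are scaled with TMM. The paper used DESeq2 at each time point, and DESeq2 1.42.0 on the same 9 libraries is one of the alternatives. The others were DESeq2's size factors in edgeR, no low-count filter, the replicate number as a block, one fit over all 63 libraries of an organ with edgeR or DESeq2, no exclusion of wound genes, and each library left out in turn. An adjusted p that DESeq2 does not give was not counted as a lost call. Ranges of an adjusted p over the alternatives do not include the fits with a library left out.

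The relative overlap of 2 gene lists is the number called in the same direction in both, as a percentage of their union. Correlations of log2 fold changes are across genes, which are not independent replicates, and have no p. Differences between organs were tested with edgeR as the log2 fold change in stems minus that in leaves, on the 18 libraries of a time point. N. parvum counts per library were compared on the scale of log2(CPM + 1), IW against NIW and NINW together, with exact permutation tests, and leaves with a permutation test of 100000 resamples. The coefficient of variation of a gene is the SD over the mean of its TMM-scaled CPM. Other splits of the 9 libraries into groups of 3, 100 of 1680 including the real one, show how many genes are called when libraries are regrouped at random.

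Named genes are those that the text or the primer table of the paper gives with an identifier. To these come, for stems at 24 hpi and leaves at 2 wpi, the 3 infection DEGs with the largest rise and the 3 with the largest fall, among genes with a mean of at least 5 CPM and no overlap between the 3 IW and the 3 NINW libraries. This rule was fixed in advance, but the paper's own statements on its named genes were known. Where all NINW counts are 0, a fold change is given as a lower bound, with NINW set to 3 counts.

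The fits were tested on simulated data with 200 changed genes and 200 wound genes. For stems at 24 hpi (17853 genes), edgeR recovered 190 of the 200 with 7.1% false calls, and DESeq2 (18497 genes) 196 with 24.8%. For leaves at 2 wpi, edgeR (18359 genes) recovered 200 with 9.5% and DESeq2 (18715 genes) 200 with 14.2%. Wound genes left after the exclusion, 7 with edgeR and 1 with DESeq2 in stems, were not counted as false calls. Counts were also processed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9, and limma 3.58.1 was loaded by edgeR.

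Stilbene synthase and laccase families and functional categories were not analysed here, because the gene table used does not carry the identifiers of the counts. Co-expression modules, promoter motifs, qPCR, lesions and phenolics were not analysed here either.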

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

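The tests of the N. parvum reads in uninoculated stems were chosen after these reads had been seen.

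Reads on N. parvum transcripts in stems that were not inoculated are a signal in samples whose N. parvum reads the text of the paper does not discuss, although Table S1 lists their number in every library. The 42 NIW and NINW stems held 481 such reads on average (SD 642, 10 to 3455, median 278.5), against 5.48 in the 63 leaves (1 to 15). Reads carried over from inoculated stems would fall on as many transcripts as reads drawn from the profile of those stems. The number of transcripts hit was 0.356 of that expectation in the median (0.0616 to 0.848), and 0.879 in IW stems from 24 hpi on (0.678 to 1.03), which argues against carry-over as the only source. Reads of other organisms that resemble a few N. parvum transcripts are a candidate explanation: the 10 transcripts with most reads in replicates 1 and 2 of the uninoculated stems took 27.3% of the reads in replicate 3 and 1.52% in IW stems from 24 hpi on. IW stems at 0 and 3 hpi had a share of 31.6% and hit 0.481 of the expected transcripts. The paper reports that culturing NIW and NINW stems never yielded the pathogen, on plants other than those used for RNA. This argues against N. parvum in these plants at a level that culture detects. A lower level of N. parvum in all plants stays open. So do fungi related to N. parvum that live in the wood and small amounts carried over between samples, since no other genome was searched. Total depth is no explanation, because leaves had more reads than stems.

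The difference between IW and NINW was not the same in both organs for some named genes. The log2 fold change (IW vs. NINW) in stems minus that in leaves was tested for 22 genes at 7 time points (154 tests), and 10 differences were called. Positive ones were 1.84 for MYC2 at 3 hpi (edgeR adjusted p = 0.0393), 2.01 for MYC2 at 24 hpi (edgeR adjusted p = 0.00464), 1.54 for VvPAD4 at 3 hpi (edgeR adjusted p = 0.0274), 2.67 for VvPAD4 at 24 hpi (edgeR adjusted p = 4.06e-04), 2.57 for VvWRKY33 at 24 hpi (edgeR adjusted p = 0.00116), 2.96 for VvMYB14 at 24 hpi (edgeR adjusted p = 0.00137) and 1.55 for VvEXPA6 at 2 wpi (edgeR adjusted p = 0.00751). Negative ones were -1.23 for VIT_05s0062g00790 at 2 wpi (edgeR adjusted p = 0.00222), -2.72 for VvMPK12 at 2 wpi (edgeR adjusted p = 0.00106) and -0.68 for VvNPR1.2 at 2 wpi (edgeR adjusted p = 0.0350). Of the 12 fits that left out 1 library, the call for MYC2 at 3 hpi was lost without leaf IW replicate 1 (0.0848), leaf IW replicate 2 (0.122), leaf IW replicate 3 (0.0844), leaf NINW replicate 1 (0.109), leaf NINW replicate 2 (0.0717), leaf NINW replicate 3 (0.0859), stem IW replicate 1 (0.0644), stem IW replicate 3 (0.0927) and stem NINW replicate 1 (0.0736). That for VvPAD4 at 3 hpi was lost without leaf IW replicate 2 (0.0788), leaf IW replicate 3 (0.0865), leaf NINW replicate 3 (0.0674) and stem IW replicate 1 (0.0665), and that for VvNPR1.2 at 2 wpi without leaf IW replicate 1 (0.0797), leaf IW replicate 3 (0.0595), leaf NINW replicate 1 (0.0528), leaf NINW replicate 2 (0.0846), leaf NINW replicate 3 (0.0822), stem NINW replicate 1 (0.0676) and stem NINW replicate 3 (0.0614). The other 7 were called in all 12. At 3 hpi, MYC2 and VvPAD4 rose as much in wounded, uninoculated stems (NIW vs. NINW 2.13, edgeR adjusted p = 0.0150, and 1.70, edgeR adjusted p = 0.00616) and were not called in IW vs. NIW (edgeR adjusted p = 0.894 and 0.820), so these 2 differences are not shown to come from infection. VvPAD4 and VvMYB14 also counted as wound genes in stems at 24 hpi with edgeR. Some fits without 1 library lost the call of MYC2 over NINW in stems at 24 hpi. In these, IW vs. NIW was not called (edgeR adjusted p 0.235 to 0.443), nor was NIW vs. NINW (0.524 to 0.803). For MYC2 at 24 hpi these fits therefore do not separate infection from wounding.

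Stem replicates were single plants and leaf replicates pools of 4, and stems had fewer reads on grape transcripts, so the 2 organs differ in precision as well as in biology. Such differences in spread and depth change the error of a difference and not its direction, but a stem sample is also a mixture of tissues around a wound. Reads shared between similar gene copies were not examined. The study chose these genes on the same samples. A biological difference between the organs stays open and was not tested on other samples.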

How the results depend on the processing

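Every alternative was set before the data were examined, except those added after values had been seen. For N. parvum, these were transcripts without a read in uninoculated stems of other time points. For the UBX gene, they were the mean within triplicates, stem libraries only and leaf libraries only. For stem counts, they were the fits with one spread per gene for all time points without 1 library. Counts of genes are taken as changed when they move by more than 1.5 times. For every change given here the cause was not tested, unless the alternative's own construction shows it.

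With edgeR on the 9 libraries of each time point, infection DEGs numbered 81 at 0 hpi, 55 at 3 hpi, 3671 at 24 hpi, 1291 at 2 wpi, 714 at 6 wpi, 1053 at 8 wpi and 0 at 12 wpi in stems, and 973 at 0 hpi, 695 at 3 hpi, 1370 at 24 hpi, 5341 at 2 wpi, 0 at 6 wpi, 31 at 8 wpi and 7 at 12 wpi in leaves. No call at 12 wpi in stems stands beside 3515 genes at an unadjusted p under 0.05 in IW vs. NINW (1241 called by DESeq2). At 6 wpi in leaves the numbers were 3224 and 721. Over all time points there were 5328 in stems and 2192 shared by both organs. Means per time point were 1023 for IW vs. NINW in stems and, for NIW vs. NINW, 72 in stems and 265 in leaves.

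Of 150 counts under alternatives, 56 changed. With DESeq2 on the same 9 libraries, infection DEGs came to 850 at 0 hpi, 443 at 3 hpi, 2252 at 2 wpi, 2436 at 6 wpi, 2154 at 8 wpi and 1211 at 12 wpi in stems, and 533 at 6 wpi, 339 at 8 wpi and 201 at 12 wpi in leaves. Over all time points DESeq2 gave 8907 in stems and 3590 shared by both organs, and its means per time point were 2127 for IW vs. NINW in stems and, for NIW vs. NINW, 303 in stems and 529 in leaves. In the simulated data, DESeq2 made more false calls than edgeR.

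One edgeR fit over all 63 libraries of an organ gave 0 at 0 hpi, 89 at 3 hpi, 2299 at 2 wpi, 1227 at 6 wpi and 2652 at 12 wpi in stems (1836 genes at an unadjusted p under 0.05 at 0 hpi), and 557 at 0 hpi, 23 at 3 hpi, 3242 at 2 wpi, 518 at 6 wpi, 244 at 8 wpi and 649 at 12 wpi in leaves. It gave 8505 stem genes over all time points, and means of 1839 (IW vs. NINW, stems), 137 (NIW vs. NINW, stems) and 116 (NIW vs. NINW, leaves). With DESeq2 over all 63 libraries, stems had 14 at 0 hpi, 296 at 3 hpi, 2466 at 2 wpi, 1698 at 6 wpi and 2952 at 12 wpi, leaves 618 at 0 hpi, 106 at 3 hpi, 3405 at 2 wpi, 677 at 6 wpi, 398 at 8 wpi and 852 at 12 wpi, stems over all time points 9417, and the stem means were 2159 (IW vs. NINW) and 246 (NIW vs. NINW). These fits take 1 spread per gene from all time points.

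Without a low-count filter the changed counts were 286 at 0 hpi and 184 at 12 wpi in stems and 1 at 6 wpi in leaves. Without leaving out wound genes they were 253 at 3 hpi in stems and 1659 at 0 hpi and 1 at 6 wpi in leaves, a change that the added genes explain. DESeq2's size factors in edgeR changed no count by more than 1.5 times and no share of up-regulated genes by more than 10 points. With the replicate number as a replicate block, edgeR gave 10 at 0 hpi, 18 at 3 hpi, 150 at 6 wpi and 272 at 12 wpi in stems, 7 at 8 wpi and 0 at 12 wpi in leaves (1695 genes at an unadjusted p under 0.05 at 12 wpi, DESeq2 201) and a mean of 435 for NIW vs. NINW in leaves. Correlations between libraries of the same number in different treatments gave no general sign of pairing. Their median was 0.0568 (range -0.626 to 0.613) over 42 sets, with all above 0.1 in 3 of them. In leaves at 24 hpi, however, the block raised the calls from 1663 to 2560 in IW vs. NINW. For NIW vs. NINW they rose from 508 to 1519 and for IW vs. NIW from 300 to 828. In leaves at 3 hpi, by contrast, calls in IW vs. NINW fell from 786 to 600. Pairing at 24 hpi in leaves therefore stays open. Among the named genes, the block fit did not call MYC2 in stems at 3 hpi (edgeR adjusted p = 0.0769), VvPAD4 in stems at 3 hpi (0.0544), REV1 in stems at 24 hpi (0.0567) and stem minus leaf of MYC2 at 3 hpi (0.0546), all called without it. It called VvNPR1.2 (0.0180) and VvNPR1.1 (0.0185) in leaves at 24 hpi, and it called IW vs. NIW, and so kept as infection DEGs, VvPAD4 in stems at 24 hpi (0.0266) and VvEXPA18 in leaves at 2 wpi (0.0314).

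Leaving out 1 library changed 68 of 756 counts. Infection DEGs in stems ranged from 4 to 357 at 0 hpi, 1 to 491 at 3 hpi, 1543 to 5100 at 24 hpi, 448 to 1879 at 2 wpi, 26 to 1643 at 6 wpi, 27 to 2076 at 8 wpi and 0 to 336 at 12 wpi. In leaves the ranges were 529 to 1180 at 0 hpi, 342 to 816 at 3 hpi, 736 to 1727 at 24 hpi, 3531 to 5865 at 2 wpi, 0 to 554 at 6 wpi, 0 to 123 at 8 wpi and 0 to 25 at 12 wpi. The libraries behind these changes are named with the counts. Stems at 3 hpi, for instance, went to 1 without NINW replicate 2 and to 491 without NINW replicate 3, and stems at 6 wpi to 26 without NINW replicate 2 and to 1643 without IW replicate 3. The totals over all time points, the shared genes and the means per time point stayed within 1.5 times. Stems at 24 hpi and leaves at 2 wpi had the most infection DEGs of their organ without any one library and under each alternative. In IW vs. NIW, however, more stem genes were called at 8 wpi (2758 with edgeR) than at 24 hpi (784).

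Given as the number of splits with a count as large, out of 100 drawn from 1680 and the real one included, other splits of the same libraries into groups of 3 excluded chance, at fewer than 5 in 100, for the infection DEGs of stems at 0 hpi, 24 hpi, 2 wpi, 6 wpi and 8 wpi and of leaves at 0 hpi, 3 hpi, 24 hpi and 2 wpi (1 each). For stems at 3 hpi and leaves at 8 and 12 wpi (2 each) the number is also under 5, but 1 of the other splits gave a larger count than the real one (138, 1844 and 9 genes), so chance is excluded less firmly there. Chance is also excluded for the totals over time points and the means of IW vs. NINW (1 each), and, with 3 other splits as large, for the mean of NIW vs. NINW in leaves (4). Chance was not excluded for the mean of NIW vs. NINW in stems (7). For stems at 12 wpi and leaves at 6 wpi edgeR left no infection DEG (3515 and 3224 genes at an unadjusted p under 0.05, DESeq2 1211 and 533 infection DEGs), so every split is as large (100 each) and says nothing on chance. For the shared genes and both overlaps of stem 24 hpi with leaf 2 wpi (1 each), most other splits left no infection DEG that could be shared, so these numbers do not show whether the organs share more genes than chance.

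The overlaps of stems at 24 hpi with leaves at 2 wpi lay between 9.34% and 10.6% for up-regulated and between 9.60% and 12.2% for down-regulated genes under the alternatives. Without 1 library they ranged from 6.35 to 10.5% and from 4.41 to 13.2%, lowest in both cases without stem IW replicate 3. The correlation of log2 fold changes, 0.245 with edgeR, was 0.193 with DESeq2, 0.189 without a low-count filter, 0.172 with DESeq2 over all 63 libraries and 0.165 with Spearman's coefficient, positive in each case.

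The log2 difference in N. parvum reads between IW and uninoculated stems stayed positive from 24 hpi on under every alternative and without any one library. With NINW alone as control it was 5.78 at 24 hpi, 8.56 at 2 wpi, 10.96 at 6 wpi, 7.55 at 8 wpi and 7.19 at 12 wpi, with p = 0.1 in the exact test, the smallest that 3 against 3 libraries allow. The small difference at 0 hpi changed sign with this control (0.0424). It also did when only transcripts without reads in uninoculated stems of other time points were counted (0.78, exact permutation test, p = 0.0833). In the latter case that at 3 hpi changed sign too (0.47, exact permutation test, p = 0.583). Without 1 library the difference ranged from -0.53 to 0.59 at 0 hpi and from -1.27 to 0.42 at 3 hpi, positive at 0 hpi without IW replicate 1, NINW replicate 1 or NIW replicate 3, and at 3 hpi without IW replicate 3.

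For the UBX gene, the coefficient of variation, 8.48% over all libraries, was 1.78% on the log2 scale, 9.73% in stems alone and 5.98% as the mean within triplicates. The value on the log2 scale is not comparable with the others, because there the median of all ranked genes also fell, from 38.8% to 11.4%. Of 360 values of named genes under alternatives, 335 kept their direction and their side of the threshold, 14 were no longer called, 10 became called and 1 changed sign, the log2 fold change of VvNPR1.2 in stems at 24 hpi, from 0.0101 to -0.0210 in one edgeR fit over all 63 libraries. Without 1 library, 456 of 540 values were unchanged, 70 were no longer called, 6 became called and 8 changed sign, none of the latter called. These were VvNPR1.2 in stems at 24 hpi (-0.0459 without IW replicate 1, -0.0165 without IW replicate 3, -0.00816 without NINW replicate 2 and -0.0872 without NINW replicate 3; range -0.0872 to 0.16), MYC2 in leaves at 3 hpi (-0.0161 without IW replicate 3 and -0.0186 without NINW replicate 2; range -0.0186 to 0.18) and VvPAD4 in leaves at 3 hpi (0.0295 without IW replicate 3 and 0.16 without NINW replicate 3; range -0.24 to 0.16). Of the differences between organs, 39 of 40 values under alternatives and 100 of 120 without 1 library were still called.

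Depth limits the genes with few counts: VvNAC1 in leaves at 2 wpi was tested only in fits without the low-count filter or over all 63 libraries. Stilbene synthase and laccase families, functional categories and co-expression modules were not analysed here, so the planned counts of gene families have no value under any setting.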

Differences from the paper's values

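All values of Table S4 and of the text named as the paper's are the paper's; the alternatives compared with them were set before the data were examined, unless stated. A value is listed where one is more than 1.5 times the other and, where the paper gives an SD, the 2 differ by more than the larger SD. Means per time point of 1023 against the paper's 1798 (IW vs. NINW, stems), 72 against 302 (NIW vs. NINW, stems) and 265 against 546 (NIW vs. NINW, leaves) are more than 1.5 times apart, but within that SD. Genes shared by both organs made up 33.3% of the leaf infection DEGs against the paper's 50.3%. DESeq2 (51.9%), edgeR over all 63 libraries (47.6%), DESeq2 over all 63 libraries (52.1%), edgeR without a low-count filter (33.9%) and no exclusion of wound genes (34.0%) came within 1.5 times of the paper's value, DESeq2's size factors in edgeR (33.4%) and a replicate block (31.7%) did not.

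In IW vs. NINW of stems, edgeR called 82 against 833 at 0 hpi, 253 against 703 at 3 hpi, 714 against 1100 at 6 wpi, 1053 against 1738 at 8 wpi and 0 against 790 at 12 wpi (3515 at an unadjusted p under 0.05, DESeq2 1241) in the paper. Within 1.5 times of the paper's counts were DESeq2 at 0 hpi, 3 hpi and 8 wpi, DESeq2's size factors in edgeR at 6 wpi, edgeR over all 63 libraries at 6 wpi and DESeq2 over all 63 libraries at 3 hpi and 8 wpi, and the other settings were not. No alternative came within 1.5 times at 12 wpi.

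In IW vs. NINW of leaves, edgeR called 1 against 1085 at 6 wpi, 31 against 260 at 8 wpi and 7 against 310 at 12 wpi in the paper. Within 1.5 times of the paper's counts were DESeq2 at 8 wpi and 12 wpi, edgeR over all 63 libraries at 8 wpi and DESeq2 over all 63 libraries at 6 wpi, and the other settings were not.

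In NIW vs. NINW of stems, edgeR called 2 against 39 at 0 hpi, 361 against 697 at 3 hpi, 141 against 736 at 24 hpi, 0 against 48 at 2 wpi (704 at an unadjusted p under 0.05, DESeq2 34), 0 against 6 at 6 wpi (438 at an unadjusted p under 0.05, DESeq2 1), 0 against 380 at 8 wpi (1497 at an unadjusted p under 0.05, DESeq2 101) and 0 against 210 at 12 wpi (1606 at an unadjusted p under 0.05, DESeq2 74) in the paper. Within 1.5 times of the paper's counts were DESeq2 at 0 hpi, 3 hpi, 24 hpi and 2 wpi, edgeR over all 63 libraries at 24 hpi and DESeq2 over all 63 libraries at 3 hpi, 24 hpi and 12 wpi, and the other settings were not. No alternative came within 1.5 times at 6 wpi and 8 wpi.

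In NIW vs. NINW of leaves, edgeR called 741 against 1148 at 0 hpi, 102 against 283 at 3 hpi, 508 against 956 at 24 hpi, 499 against 936 at 2 wpi, 5 against 431 at 6 wpi, 0 against 34 at 8 wpi (632 at an unadjusted p under 0.05, DESeq2 17) and 0 against 33 at 12 wpi (599 at an unadjusted p under 0.05, DESeq2 37) in the paper. Within 1.5 times of the paper's counts were DESeq2 at 0 hpi, 3 hpi, 24 hpi, 2 wpi, 6 wpi and 12 wpi, edgeR without a low-count filter at 0 hpi, 3 hpi and 24 hpi and edgeR with a replicate block at 0 hpi, and the other settings were not. No alternative came within 1.5 times at 8 wpi.

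In IW vs. NIW of stems, edgeR called 18 against 432 at 0 hpi, 0 against 46 at 3 hpi (1116 at an unadjusted p under 0.05, DESeq2 8), 784 against 1373 at 24 hpi, 739 against 1508 at 2 wpi, 396 against 2011 at 6 wpi and 0 against 68 at 12 wpi (2063 at an unadjusted p under 0.05, DESeq2 224) in the paper. Within 1.5 times of the paper's counts were DESeq2 at 0 hpi, 2 wpi and 6 wpi, edgeR over all 63 libraries at 24 hpi and 2 wpi and DESeq2 over all 63 libraries at 2 wpi, and the other settings were not. No alternative came within 1.5 times at 3 hpi and 12 wpi.

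In IW vs. NIW of leaves, edgeR called 0 against 1 at 0 hpi (1000 at an unadjusted p under 0.05, DESeq2 0), 17 against 270 at 3 hpi, 300 against 764 at 24 hpi, 0 against 6 at 6 wpi (770 at an unadjusted p under 0.05, DESeq2 0), 0 against 104 at 8 wpi (1053 at an unadjusted p under 0.05, DESeq2 83) and 0 against 22 at 12 wpi (603 at an unadjusted p under 0.05, DESeq2 35) in the paper. Within 1.5 times of the paper's counts were DESeq2 at 3 hpi, 24 hpi and 8 wpi and edgeR with a replicate block at 24 hpi, and the other settings were not. No alternative came within 1.5 times at 0 hpi, 6 wpi and 12 wpi.

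Of the 42 counts in Table S4, 34 differed from those of edgeR, and 39 of the edgeR counts were below the paper's. 13 counts differed with DESeq2, 30 with DESeq2 over all 63 libraries, 32 with edgeR over all 63 libraries and without a low-count filter, 33 with DESeq2's size factors in edgeR and 34 with a replicate block. The paper names DESeq2 at each time point as its method.

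The paper states that more genes responded in stems than in leaves. Here edgeR gave 5328 genes in stems and 6589 in leaves, and leaves also had more with DESeq2's size factors, without a low-count filter, with a replicate block and without exclusion of wound genes. Stems had more with DESeq2 (8907 and 6913), edgeR over all 63 libraries (8505 and 4788) and DESeq2 over all 63 libraries (9417 and 5311). The paper's count for stems at 24 hpi is above that for leaves at 2 wpi, here with edgeR 3671 and 5341. Without leaf NINW replicate 2, the edgeR count for leaves at 2 wpi was 3531, below the 3671 of stems at 24 hpi. The fits over all 63 libraries gave the paper's order, with 5000 and 3242 by edgeR and 5194 and 3405 by DESeq2, and DESeq2 at each time point gave 4408 and 5214.

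The paper finds the largest relative overlap of both up- and down-regulated genes between stems at 24 hpi and leaves at 2 wpi. This held here for down-regulated genes under all 8 settings compared. For up-regulated genes the pair had rank 2, with 9.51% against 9.82% for both organs at 2 wpi, and rank 1 with a replicate block (9.45%). The gap was wider with DESeq2, 9.85% against 12.7%. In the fits over all 63 libraries the values were 9.34% against 11.0% with edgeR and 9.57% against 11.7% with DESeq2. The paper's mean of N. parvum reads at 8 and 12 wpi equals the mean of 12 wpi alone, 14423 reads, while that of 8 wpi was 21329.

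The paper describes VvNPR1.2 as up-regulated in leaves from 24 hpi to 6 wpi. It was called at 2 wpi and, except that DESeq2 made it a wound gene, at 0 hpi, but not at 24 hpi (log2 fold change 0.48, edgeR adjusted p = 0.111, 3 of 3 IW libraries above all NINW libraries) or at 6 wpi (0.51, edgeR adjusted p = 0.200, 3 of 3). Both fits over all 63 libraries called it at 24 hpi and 6 wpi, and the replicate block at 24 hpi (adjusted p over the alternatives 0.0180 to 0.111 at 24 hpi and 0.0144 to 0.243 at 6 wpi). VvNPR1.1, up-regulated at 24 hpi in leaves according to the paper, was called there only with a replicate block and without NIW replicate 3 (log2 fold change 0.52, edgeR adjusted p = 0.0982, 3 of 3 IW libraries above all NINW libraries, adjusted p over the alternatives 0.0185 to 0.0957).

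The paper places VvWRKY2 in a group of genes whose expression peaks at 24 hpi in stems and 2 wpi in leaves. In stems at 24 hpi it was not called under any setting (log2 fold change 0.59, edgeR adjusted p = 0.129, 3 of 3 IW libraries above all NINW libraries, 0.0957 to 0.165 over the alternatives). VvPAD4, in the same group of the paper, rose in stems at 24 hpi (log2 fold change 3.06, edgeR adjusted p = 0.00105, 3 of 3 IW libraries above all NINW libraries) but was left out as a wound gene by edgeR, and kept with DESeq2, both fits over all 63 libraries and the replicate block. VvEXPA18 fell in leaves at 2 wpi (log2 fold change -1.89, edgeR adjusted p = 3.88e-05, 3 of 3 IW libraries below all NINW libraries) and was left out likewise, and kept with DESeq2, both fits over all 63 libraries, the replicate block and no low-count filter. VvNAC1 and the gene VIT_01s0011g05950 had too few counts in leaves at 2 wpi to pass the filter of edgeR. DESeq2 called both (log2 fold change 3.69, adjusted p = 0.00522, and 2.97, adjusted p = 0.00423), as did edgeR without a filter and both fits over all 63 libraries.

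The paper gives a coefficient of variation of 6% for the UBX gene. It was 8.48% over all libraries, less than 1.5 times as much, and 5.98% as the mean within triplicates, which was chosen after the values had been seen.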

Other observations

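The tests of time of day, list length, depth and spread were set before their results were seen. The count of N. parvum reads on transcripts without reads in uninoculated stems of other time points was chosen after values had been seen. So were the fits with one spread for all time points without 1 library.

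Leaves had 973 infection DEGs at 0 hpi, a time point that leaves a distal organ little time to respond. If a difference in time of day at harvest were the cause, these genes would move along with, or against, the change from 0 to 3 hpi in NIW leaves, and the share moving the same way would lie far from 50%. The share was 47.7%, against 44.4% of the 18580 genes tested. A share near 50% is what was written in advance for no such effect, but over genes that go both ways it does not exclude one, since a shift unlike these 3 hours would not show and the change from 0 to 3 hpi also holds the response to wounding. At 3 hpi 154 of these genes (15.8%) were infection DEGs in the same direction, at 24 hpi 298 (30.6%) and at 2 wpi 346 (35.6%), with 1, 1 and 79 in the opposite direction. IW vs. NIW gave no call at 0 hpi with edgeR (1000 genes at an unadjusted p under 0.05, DESeq2 0) nor in any other setting, while NIW vs. NINW gave 741 (DESeq2 1046). None of the 973 genes was thus shown to differ from wounded, uninoculated leaves. A response to wounding, a difference specific to the NINW leaves of 0 hpi, time of day, and differences between the pools of plants stay open.

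The overlap of stem 24 hpi with leaf 2 wpi involves the longest gene list of each organ. Divided by the number expected from list lengths, the shared up-regulated genes of this pair ranked 12 of 16 pairs of long lists and the down-regulated 9. This ratio can reach higher values for shorter lists, so its rank cannot show whether list length accounts for the high relative overlap. List length stays open as a cause. More genes than expected were shared in both directions (1.63 and 1.97 times), so a common response at these time points stays open, as it does for the other pairs.

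Stems had fewer infection DEGs at 2, 6 and 8 wpi than at 24 hpi. Lower depth of grape reads would not account for this: with the 24 hpi libraries thinned to the grape reads of 2 wpi, 3493 infection DEGs were left of 3671, against 1291 at 2 wpi. The median SD of log2 CPM between the 3 IW stems was 0.227 at 24 hpi, 0.262 at 2 wpi, 0.286 at 6 wpi and 0.322 at 8 wpi, while that of NINW stems at 2 wpi was 0.265. The biological coefficient of variation of the fits was 0.279, 0.287, 0.293 and 0.264 in the same order. With one spread per gene for all 63 stem libraries, edgeR gave 5000 (2826 to 5366) at 24 hpi, 2299 (1134 to 2498) at 2 wpi, 1227 (395 to 1677) at 6 wpi and 1037 (152 to 1203) at 8 wpi, the range without 1 library in parentheses. This argues against a larger spread as the whole cause. The order of 8 wpi depended on the control. In IW vs. NIW of stems, edgeR called 2758 genes at 8 wpi and 784 at 24 hpi, with 739 at 2 wpi and 396 at 6 wpi. These counts argue against a smaller response at 8 wpi when wounded stems are the control. A smaller response at 2 and 6 wpi stays open, as does a part played by spread.

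On N. parvum transcripts without a read in uninoculated stems of other time points, IW stems at 0 hpi held 97.7 reads and uninoculated stems 53.2 on average (two-sided exact permutation test, p = 0.0833, n = 3 and 6). At 3 hpi the means were 83.3 and 55.5 (exact permutation test, p = 0.583), and at 24 hpi 6301 and 17.7 (exact permutation test, p = 0.0119, the smallest possible).

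Of the genes that the paper names, 22 were tested in stems at 24 hpi and 15 called by edgeR in IW vs. NINW adjusted over all genes, and 16 adjusted over the list alone. In leaves at 2 wpi, 20 were tested, with 17 and 18 called. The study chose these genes on the same samples, so these counts are no independent evidence.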
